# Old and newly synthesized histones are asymmetrically distributed in *Drosophila* intestinal stem cell divisions

**DOI:** 10.15252/embr.202256404

**Published:** 2023-05-31

**Authors:** Emily H Zion, Daniel Ringwalt, Kristina Rinaldi, Elizabeth W Kahney, Yingying Li, Xin Chen

**Keywords:** asymmetric cell division, differentiation, epigenetic inheritance, histone, stem cells, Chromatin, Transcription & Genomics, Stem Cells & Regenerative Medicine

## Abstract

We report that preexisting (old) and newly synthesized (new) histones H3 and H4 are asymmetrically partitioned during the division of *Drosophila* intestinal stem cells (ISCs). Furthermore, the inheritance patterns of old and new H3 and H4 in postmitotic cell pairs correlate with distinct expression patterns of Delta, an important cell fate gene. To understand the biological significance of this phenomenon, we expressed a mutant H3T3A to compromise asymmetric histone inheritance. Under this condition, we observe an increase in Delta‐symmetric cell pairs and overpopulated ISC‐like, Delta‐positive cells. Single‐cell RNA‐seq assays further indicate that H3T3A expression compromises ISC differentiation. Together, our results indicate that asymmetric histone inheritance potentially contributes to establishing distinct cell identities in a somatic stem cell lineage, consistent with previous findings in *Drosophila* male germline stem cells.

## Introduction

In multicellular organisms, asymmetric cell division (ACD) of adult stem cells serves as an important mechanism for tissue homeostasis and regeneration (Knoblich, 2008; Morrison & Spradling, 2008; Kahney *et al*, 2017; Venkei & Yamashita, 2018). Disruption of this precisely regulated cell division mode can result in the dysregulation of stem cells, leading to cancer or tissue degeneration (Clevers, 2005; Morrison & Kimble, 2006; Knoblich, 2010; Zion *et al*, 2020).

Epigenetic mechanisms enable different cell types within a multicellular organism to establish distinct cellular identities while carrying the identical genetic information (Allis & Jenuwein, 2016). Canonical histone proteins H3, H4, H2A, and H2B are synthesized and incorporated into DNA during replication as an octamer structure, forming the fundamental unit of chromatin, the nucleosome (Kornberg, 1974; Luger *et al*, 1997; Richmond & Davey, 2003). It is well known that nucleosomes and chromatin structure can affect cell fate decisions (Bannister & Kouzarides, 2011; Stillman, 2018; Kornberg & Lorch, 2020; Zhang *et al*, 2021); however, it remains largely unclear how epigenetic information is retained or altered during cell divisions to produce cells with different identities in multicellular organisms (Kouzarides, 2007; Young *et al*, 2010; Badeaux & Shi, 2013; Allis & Jenuwein, 2016; Ahmad & Henikoff, 2018; Yadav *et al*, 2018; Escobar *et al*, 2021).

Previous studies have shown that H3 and H4 histones are asymmetrically inherited during ACD of the *Drosophila* male germline stem cells (GSCs), where preexisting (old) histones are retained in the self‐renewed stem cell, while newly synthesized (new) histones are enriched in the differentiating daughter cell (Tran *et al*, 2012; Wooten *et al*, 2019). In contrast, old and new H2A and H2B are inherited more symmetrically during ACD of male GSCs (Wooten *et al*, 2019). It is hypothesized that the old H3 and H4 histones retain an epigenetic memory that is inherited by the self‐renewed stem cell, while the newly synthesized histones lacking this information can be used to establish a new gene expression program in the differentiating cell. Complementary to this hypothesis, previous studies have reported differences in post‐translational modifications between preexisting and newly synthesized histones (Alabert *et al*, 2015; Lin *et al*, 2016). Additionally, it has been shown that nucleosomal density displays differences between old and new histone‐enriched sister chromatids, with the old histone side having higher overall nucleosomes than the new histone side (Ranjan *et al*, 2022). Nucleosome density and position have profound impacts on many cellular processes by modulating DNA accessibility to different regulators, including pioneer factors, transcription factors, and cell cycle regulators (Jiang & Pugh, 2009; Bai & Morozov, 2010; Zaret & Carroll, 2011; Small *et al*, 2014; Chereji *et al*, 2018; Lai *et al*, 2018). One functional readout of the inheritance of asymmetric chromatin statuses in GSC divisions is the asymmetric recruitment of the DNA replication component Cdc6, which allows asynchronous cell cycle progression in the resulting daughter cells (Ranjan *et al*, 2022). Furthermore, when asymmetric H3 segregation is disrupted, progenitor germline tumors and germ cell loss phenotypes are both detected, suggesting that this process is required for both stem cell maintenance and proper germline differentiation (Xie *et al*, 2015). Recently, a new study revealed that proper interactions between homologous chromosomes at a critical “stemness” *stat92E* gene locus depend on asymmetric H3 inheritance, without which *stat92E* gene expression becomes misregulated (Antel *et al*, 2022). The findings of asymmetric histone inheritance in *Drosophila* male GSCs set a precedent in studying epigenetic inheritance modes in multicellular organisms. The question remains, however, of whether this phenomenon is germ cell‐specific or if it serves as a more general mechanism. It also remains unclear whether asymmetrically inherited histones aid in defining distinct cell fates at a single‐cell level. Addressing these questions will not only greatly enhance our current understanding of how epigenetic inheritance modes dictate cell fates, but it will also help establish new methods to identify *bona fide* stem cells and asymmetrically dividing cells *in vivo*.

To investigate the generality of asymmetric histone inheritance, we use the *Drosophila* intestinal stem cells (ISCs) in the midgut as a model system (Micchelli & Perrimon, 2006; Ohlstein & Spradling, 2006). One feature of ISCs is that they can alternate between ACD, which produces a self‐renewed ISC and a differentiating daughter of either an enteroblast (EB) or a pre‐enteroendocrine (pre‐ee) cell, and symmetric cell division (SCD), which results in two self‐renewed ISCs (Fig 1A; O'Brien *et al*, 2011; de Navascu*es et al*, 2012; Zeng & Hou, 2015; Martin *et al*, 2018). As the Notch (N) signaling pathway is critical for cellular differentiation in the ISC lineage, the expression of Delta can be used as an ISC‐enriched cellular marker. We propose that the ISC lineage is a great system to study histone inheritance due to its well‐characterized lineage, clearly distinguishable ISC‐specific mitosis, and abundant ISCs *in vivo*. Indeed, previous studies have shown asymmetric inheritance of old versus new centromere‐specific histone H3 variant CENP‐A (i.e., CID in *Drosophila*) in the ISCs (Garcia Del Arco *et al*, 2018). Here, using this system we report that asymmetric canonical histone inheritance applies to this somatic stem cell lineage during ACD of ISCs and that misregulation of this process leads to midgut hyperplasia with ISC‐like cells. Collectively, these results demonstrate that asymmetric histone inheritance could be a more general feature for asymmetric stem cell divisions. This study also offers insight into how histone inheritance could influence the establishment or maintenance of cell identities and how misinheritance could lead to diseases such as cancer.

**Figure 1:**
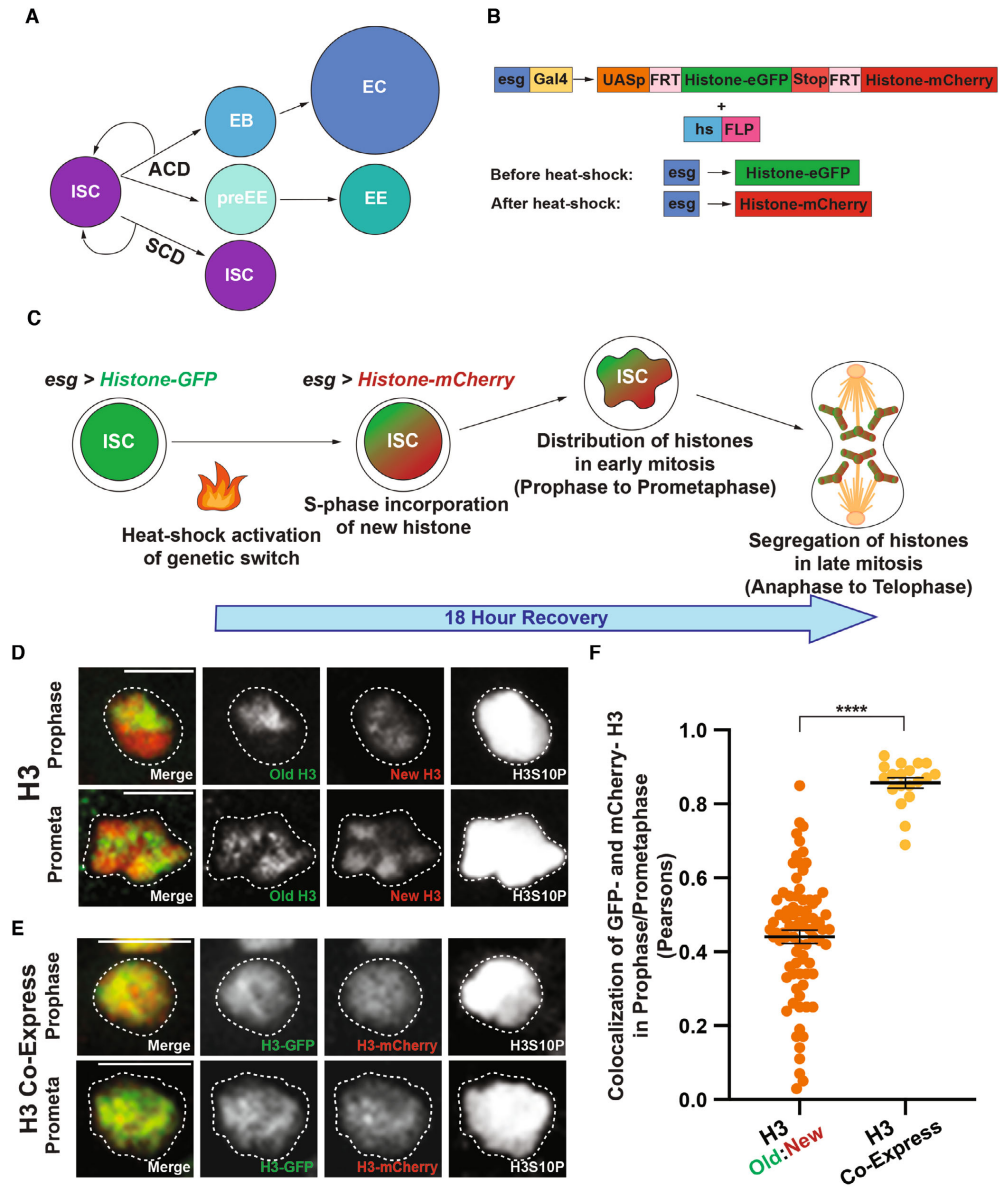
Old and new histone H3 displays a differential distribution pattern in mitotic ISCs A diagram of the ISC lineage. ISCs can asymmetrically divide into a self‐renewed ISC and one of two differentiating cell types, an enteroblast (EB) or a pre‐enteroendocrine cell (preEE). EBs can mature into enterocytes (ECs), and preEEs can mature into enteroendocrine cells (EEs). ISCs can also symmetrically divide, producing two ISCs. The precocious ISC division that leads to two non‐ISCs, such as two EB cells, are not included in this diagram as neither daughter cell would be labeled with the ISC markers used.The dual‐color labeling system with the *UASp‐FRT‐histone‐eGFP‐PolyA‐FRT‐histone‐mCherry‐PolyA* transgene is driven in the progenitor cells of the ISC lineage using a cell type‐ and stage‐specific *escargot (esg)‐Gal4* driver. Before heat shock, the transgene expresses eGFP‐labeled histones. After heat‐shock‐induced DNA recombination, the transgene turns off expression of eGFP‐labeled histones and turns on expression of mCherry‐labeled histones.Experimental design: ISCs initially express eGFP‐tagged histones. After heat shock, mCherry‐tagged new histones are incorporated genome‐wide during S phase. The distribution of old (eGFP‐tagged) and new (mCherry‐tagged) histones in early mitosis (prophase and prometaphase) and the segregation in late mitosis (anaphase and telophase) are investigated.Using the dual‐color labeling system (*esg‐Gal4* > *UASp‐FRT‐H3‐eGFP‐FRT‐H3‐mCherry*), old and new H3 distribution in prophase and prometaphase ISCs shows large, separable domains of H3‐eGFP (old) and H3‐mCherry (new). Note: all figure panels in this work are maximum intensity projection images to show signals from all Z‐stacks.Using the *UASp‐FRT‐histone‐eGFP‐T2A‐histone‐mCherry‐PolyA* transgene that co‐expresses H3‐eGFP and H3‐mCherry, significant overlap between the two signals was detected in ISCs during prophase and prometaphase.Quantification of the colocalization between old and new H3, as well as between the co‐expressed eGFP‐ and mCherry‐tagged H3 in prophase and prometaphase ISCs. Pearson's correlation coefficients were measured, where 1 represents complete colocalization and 0 stands for no colocalization. Old and new H3 showed significantly less colocalization (Pearson's correlation coefficient for H3 = 0.44 ± 0.02, *n* = 81 ISCs) when compared to the co‐expressed eGFP‐ and mCherry‐tagged H3 (Pearson's correlation coefficient for H3 co‐expressed = 0.86 ± 0.01, *n* = 19 ISCs). Individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1. Data information: *n* for individual ISCs. Scale bar in (D), (E): 5 μm.

## Results

### Differential distribution of old versus new H3 in prophase‐to‐prometaphase ISCs

To study histone distribution and inheritance patterns during ISC divisions, we optimized a dual‐color histone labeling and tracking system in the ISCs (Fig 1B), similar to what has been previously used (Tran *et al*, 2012; Xie *et al*, 2015; Wooten *et al*, 2019). Here, the expression of labeled histones was driven by a cell type‐specific *escargot‐Gal4* (*esg‐Gal4*) to turn on the *UAS‐histone* transgene in the ISC lineage (Micchelli & Perrimon, 2006). After a heat‐shock‐induced switch from eGFP to mCherry‐labeled histone expression, ISCs were allowed to undergo at least a complete round of DNA replication after an approximately 18‐h recovery time (Fig 1C), shown by robust incorporation of new replication‐dependent canonical histones genome‐wide. This time frame was determined through a time course experiment, where the expression and incorporation of new H3‐mCherry began around 12 h after heat shock. By 24 h, robust signals of both H3‐eGFP and H3‐mCherry could be detected. However, by 36 h old H3‐eGFP signals became almost undetectable (Fig EV1A). This time lapse required for new H3 incorporation is consistent with the replication‐dependent incorporation mode for canonical histones. Contrastingly, the incorporation of new histone variant H3.3‐mCherry which is independent of DNA replication showed robust signals 12 h after heat shock (Fig EV1B). Quantification showed minimal flipped‐out without heat shock but efficient flipped‐out at 18 h after heat shock (Fig EV1C), which is the time point we performed most imaging‐based analysis. These results are consistent with previous data using GFP‐tagged H3 versus GFP‐tagged H3.3 that show distinct incorporation modes between DNA replication‐dependent incorporation of the canonical H3 and DNA replication‐independent incorporation of the H3.3 histone variant in *Drosophila* (Ahmad & Henikoff, 2002b). The ISCs co‐labeled with both eGFP (old histones) and mCherry (new histones) signals entered the subsequent mitosis, when sister chromatids are condensed and segregated equally into the daughter cells. The mitotic ISCs (Micchelli & Perrimon, 2006; Ohlstein & Spradling, 2006; Jiang *et al*, 2009; Chen *et al*, 2018) can be labeled using a mitotically enriched H3S10ph mark (phosphorylation at Serine 10 of H3; Hendz*el et al*, 1997). Using this mitotic mark, *esg* driver‐labeled ISCs can be distinguished in this histone tracer assay. Here, we studied old versus new histone distribution patterns at different mitotic stages of ISCs.

**Figure EV1:**
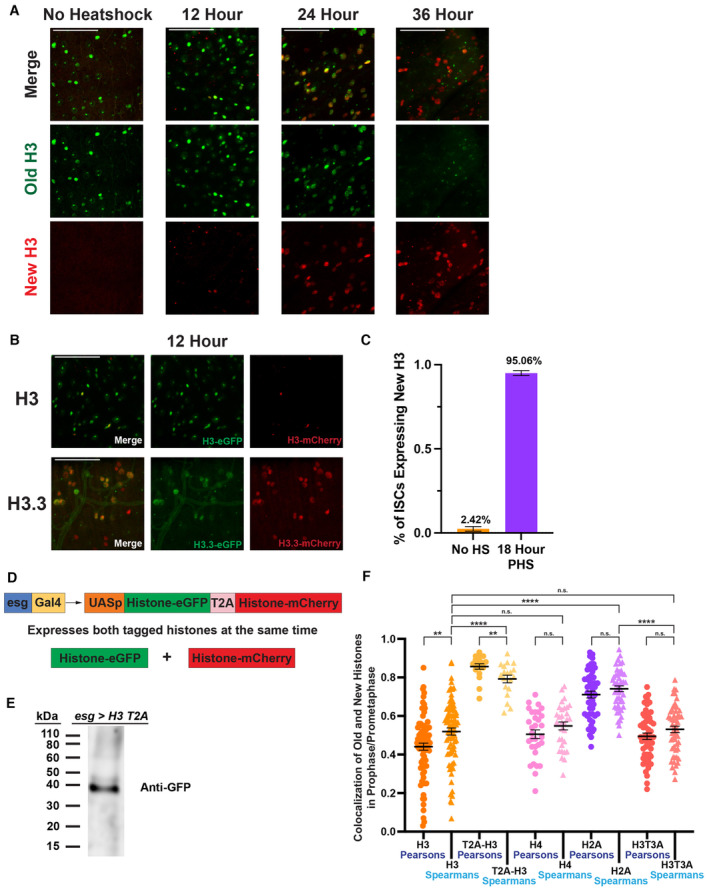
Related to Figs 1 and 2: Histone transgene expression with the heat‐shock‐induced genetic switch over time with different histones and the development of a new histone co‐expression construct, as well as the comparison of Pearson versus Spearman correlation coefficients in determining the colocalization of GFP‐tagged and mCherry‐ or mKO‐tagged histones in prophase and prometaphase ISCs Time course of expression of H3‐eGFP and H3‐mCherry related to the heat shock. With no heat shock, only H3‐eGFP is expressed. 12 h after the heat shock, some H3‐mCherry is being expressed. By 24 h, robust expression of both H3‐eGFP and H3‐mCherry can be observed. After 36 h, H3‐mCherry is predominantly observed, with minimal H3‐eGFP remaining.Expression of H3‐eGFP and H3‐mCherry compared with H3.3‐eGFP and H3.3‐mCherry 12 h after heat shock. After 12 h, minimal H3‐mCherry has been synthesized and incorporated into chromatin; however, H3.3 shows robust synthesis and incorporation of H3.3‐mCherry. This is likely due to mode of incorporation, as H3.3 is incorporated into chromatin in a replication‐independent manner, while H3 requires DNA replication for incorporation.Quantification of the number of ISCs expressing new H3‐mCherry with no heat shock and 18 h after heat shock. Consistent square regions of 150 μm by 150 μm were analyzed in midguts with no heat shock and 18‐h post‐heat shock. With no heat shock, minimal ISCs expressing H3‐mCherry were observed, and at 18 h after heat shock, most ISCs were expressing H3‐mCherry (no heat shock, % of ISCs = 2.42 ± 1.39%, *n* = 25 regions, *N* = 5 midguts; 18‐h post‐heat shock, % of ISCs = 95.06 ± 1.52%, *n* = 25 regions, *N* = 5 midguts).The T2A histone transgene design: *esg‐Gal4* > *UASp‐H3‐eGFP‐T2A‐H3‐mCherry‐PolyA*. This design allows for both H3‐eGFP and H3‐mCherry to be expressed at the same time and in equal molar ratios, utilizing the self‐cleaving T2A peptide in between *H3‐eGFP* and *H3‐mCherry* sequences (see Materials and Methods).A western blot targeting eGFP in protein extracted from intestines expressing the *UASp‐H3‐eGFP‐T2A‐H3‐mCherry‐PolyA* transgene. One band can be observed at ~40 kDa, corresponding to H3‐eGFP. The uncleaved protein of H3‐eGFP‐H3‐mCherry would be observed at ~80 kDa, indicating the self‐cleaving T2A peptide is efficiently cleaving.Comparison of Pearson and Spearman correlation coefficients to determine the colocalization of eGFP‐ and mCherry‐ or mKO‐tagged histones in prophase and prometaphase ISCs in different transgene designs. Spearman correlation coefficients are slightly different when compared to Pearson correlation coefficients. There are no significant differences between Pearson and Spearman correlation coefficients for H4 [avg. Pearson correlation coefficient for H4 = 0.51 ± 0.02 (Fig 2C), avg. Spearman correlation coefficient for H4 = 0.55 ± 0.02, *n* = 31 ISCs] H2A [avg. Pearson correlation coefficient for H2A = 0.71 ± 0.02 (Fig 2C), avg. Spearman correlation coefficient for H2A = 0.74 ± 0.01, *n* = 50 ISCs] and H3T3A [avg. Pearson correlation coefficient for H3T3A = 0.49 ± 0.02 (Fig 4B), avg. Spearman correlation coefficient for H3T3A = 0.53 ± 0.02, *n* = 55 ISCs] analyses. There is a significant difference between the Pearson and Spearman correlation coefficients for H3 [avg. Pearson correlation coefficient for H3 = 0.44 ± 0.02 (Fig 1F), avg. Spearman correlation coefficient for H3 = 0.51 ± 0.02, *n* = 50 ISCs, **P < 0.01] and T2A‐H3 co‐expression [avg. Pearson correlation coefficient for T2A‐H3 = 0.86 ± 0.01 (Fig 1F), avg. Spearman correlation coefficient for T2A‐H3 = 0.79 ± 0.02, *n* = 19 ISCs, **P < 0.01]; however, the trend of correlation coefficients among different histones and labeling methods is the same when comparing results using these two analytic methods. When comparing the Spearman correlation coefficients of the H3 dataset to T2A‐H3, H4, H2A, and H3T3A, the results remain consistent with that of the Pearson's analysis (shown in Figs 1F, 2C, and 4B), where H3 is significantly different from T2A‐H3 and H2A (****P < 0.0001), but not significantly different from H4 or H3T3A (n.s.). Additionally, H2A is significantly different from H3T3A (****P < 0.0001), consistent with the Pearson's data shown in Fig 4B. Individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001, **P < 0.01, NS, not significant; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1. Data information: *n* for individual ISCs. Scale bar in (A) and (B): 50 μm.

First, we examined old versus new H3 distribution patterns in the mitotic ISCs at prophase and prometaphase. Interestingly, separable domains enriched with either old or new H3 could be readily visualized when chromosomes undergo condensation at prophase and prometaphase (Fig 1D). Notably, all images shown here and after are maximum intensity projections to display signals coming from all Z‐stacks but not a particular slice to avoid any potential bias. Next, as a control for these results of old H3 versus new H3, we generated a fly line carrying a *UAS‐H3‐eGFP‐T2A‐H3‐mCherry* transgene, in which *H3‐eGFP* and *H3‐mCherry* sequences have a *T2A* self‐cleaving peptide sequence in between (Fig EV1D and E), so that they are expressed in an equal molar ratio simultaneously, when driven by the same *esg‐Gal4* driver. We find that this control showed a high degree of overlap between H3‐eGFP and H3‐mCherry signals in prophase and prometaphase ISCs (Fig 1E). To quantify these imaging results, we measured Pearson's correlation coefficient between these two signals, as used previously (Kahney *et al*, 2021). Here, a zero 0.0 correlation coefficient indicates no colocalization, while the 1.0 correlation coefficient represents complete overlapping between the two signals. As shown in Fig 1F, old H3‐eGFP and new H3‐mCherry displayed the average correlation coefficient of 0.44, while co‐expressed H3‐eGFP and H3‐mCherry had the average correlation coefficient of 0.86. Together, these results demonstrate that old and new H3 differentially distributes in the mitotic ISCs and that this pattern is due to their protein age difference rather than the distinct fluorescence tags they carry.

### Different distribution and segregation patterns of H3, H4, and H2A in the mitotic ISCs

During DNA replication, old histone octamers must be disassembled and reincorporated into the duplicated sister chromatids (Xu & Zhu, 2010; Snedeker *et al*, 2017; Serra‐Cardona & Zhang, 2018; Stewart‐Morgan *et al*, 2020). It has been demonstrated that old H3 and H4 are reincorporated as a tetramer, while old H2A and H2B split into two dimers following their dissociation from DNA strands during replication (Jackson & Chalkley, 1981; Russev & Hancock, 1981; Jackson, 1988; Xu *et al*, 2010; Katan‐Khaykovich & Struhl, 2011). To investigate the molecular specificity of asymmetric histone inheritance, we went ahead and examined the old versus new histone distribution patterns of H4 and H2A. Interestingly, separable domains of old and new H4 could also be readily visualized in ISCs at prophase and prometaphase (Fig 2A), similar to the old and new H3 patterns at the comparable stages (Fig 1D). Contrastingly, this separation was not as evident for old and new H2A, which displayed a more overlapping pattern in prophase and prometaphase ISCs (Fig 2B). We then used Pearson's correlation analysis to quantify the colocalization between old and new histones. The average correlation coefficient for old and new H4 was 0.51, while the average coefficient for old and new H2A was 0.71, which is significantly different from that of both H3 and H4 (Fig 2C). Notably, there is a detectable difference between H3 and H4, shown as significantly different distribution patterns between old and new H3 and H4 in prophase and prometaphase ISCs (*P* < 0.05; Fig 2C). Similar results were obtained using the Spearman's correlation coefficient to determine the colocalization of old versus new histones (Fig EV1F). On the contrary, the H3‐eGFP and H3‐mCherry expressed from the *UAS‐H3‐eGFP‐T2A‐H3‐mCherry* transgene control still showed the highest degree of overlap in prophase and prometaphase ISCs, which is more than any of the canonical histones (Fig EV1F), confirming that the separation patterns observed between old and new histones are due to their molecular identity and age differences.

**Figure 2:**
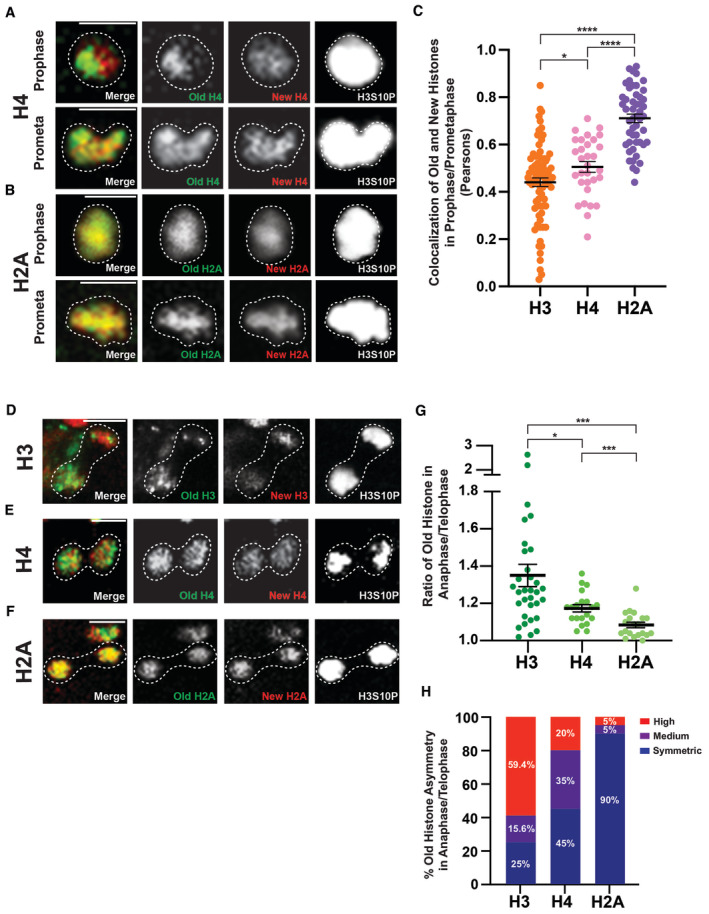
Different distribution and segregation patterns of H3, H4, and H2A during ISC division Old and new H4 distribution in prophase and prometaphase ISCs (*esg‐Gal4 > UASp‐FRT‐H4‐eGFP‐FRT‐H4‐mCherry*). Separable domains of H4‐eGFP (old) and H4‐mCherry (new) were observed, similar to the H3 patterns shown in Fig 1D.Old and new H2A distribution in prophase and prometaphase ISCs (*esg‐Gal4* > *UASp‐FRT‐H2A‐eGFP‐FRT‐H2A‐mCherry*), showing largely overlapping signals between H2A‐eGFP (old) and H2A‐mCherry (new).Quantification of colocalization between old (eGFP) and new (mCherry) H3, H4, and H2A in prophase and prometaphase ISCs. Pearson's correlation coefficients are measured, where 1 represents complete colocalization and 0 stands for no colocalization. Old and new H4 showed a similar, but slightly more colocalized result when compared to H3 (Pearson's correlation coefficient for H4 = 0.51 ± 0.02, *n* = 31 ISCs). Old and new H2A showed a significantly higher colocalization when compared to H3 and H4 (Pearson's correlation coefficient for H2A = 0.71 ± 0.02, *n* = 50 ISCs). Individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001, *P < 0.05; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1.Late‐stage mitotic ISC showing asymmetric segregation of H3 between the two sets of sister chromatids at the opposite poles of the ISC.Late‐stage mitotic ISC showing less asymmetric segregation of H4, compared with H3, between the two sets of sister chromatids at the opposite poles of the ISC.Late‐stage mitotic ISC showing symmetric segregation of H2A between the two sets of sister chromatids at the opposite poles of the ISC.Quantification of old H3, H4, and H2A distribution between the two sets of sister chromatids in anaphase and telophase ISCs. Old H3 is asymmetrically segregated between the two sets of sister chromatids (ratio = 1.35 ± 0.06, *n* = 32 ISCs). Old H4 is asymmetrically segregated, to a less extent compared with H3, between the two sets of sister chromatids (ratio = 1.17 ± 0.02, *n* = 20 ISCs) whereas H2A is more symmetrically segregated (ratio = 1.08 ± 0.02, *n* = 20 ISCs). Old histone signals were primarily used here, due to potential complications using new histone signals that have been discussed in this work and previously (Xie *et al*, 2015). Individual data points and mean values are shown. Error bars represent SEM. ***P < 0.001, *P < 0.05; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Table EV1.Percentage of different categories of old histone asymmetry for H3 (*n* = 32 ISCs), H4 (*n* = 20 ISCs), and H2A (*n* = 20 ISCs), where the three categories are symmetric (≤ 1.15‐fold), medium asymmetric (1.16‐ to 1.22‐fold), and high asymmetric (> 1.22‐fold). The H2A dataset is used to define the symmetric range, with an average (avg) of 1.08 and standard deviation (std) of 0.07. Therefore, avg + 1*std = 1.15 defines the medium asymmetric range and avg + 2*std = 1.22 defines the high asymmetric range, similar to what was used before to define these ranges (Wooten *et al*, 2019). Data information: *n* for individual ISCs. Scale bar in (A), (B), (D), (E), and (F): 5 μm.

Next, we examined histone segregation patterns by quantifying the entire protein amount associated with each set of the sister chromatids followed by computing the ratios between them, using the sum of slices method in anaphase and telophase ISCs, similar to the analyses reported previously [see Materials and Methods and (Ranjan *et al*, 2019, 2022)]. We could detect asymmetric segregation patterns for H3 (Fig 2D) and, to a lesser extent, for H4 (Fig 2E). In contrast, H2A displayed a more symmetric segregation pattern in anaphase and telophase ISCs (Fig 2F). Based on the quantification of old histones similar to what was performed previously (Xie *et al*, 2015), old H3, and to a lesser degree old H4, tended to be enriched toward one set of sister chromatids, whereas old H2A distributed more equally between the two sets of sister chromatids (Fig 2G). Using thresholds to classify the degree of asymmetry, approximately 59.4% of the mitotic ISCs showed a high degree of H3 asymmetry (> 1.22 -fold difference), 15.6% showed a medium level of H3 asymmetry (1.16 - 1.22‐fold difference), and 25.0% demonstrated a symmetric H3 pattern [≤ 1.15 -fold difference, Fig 2H, see Materials and Methods and (Wooten *et al*, 2019)]. Notably, an ISC division could be either ACD or SCD, using different cellular markers or criteria (O'Brien *et al*, 2011; de Navascues *et al*, 2012; Goulas *et al*, 2012; Tian & Jiang, 2014; Jin *et al*, 2017). Interestingly, these ratios of asymmetric versus symmetric H3 segregation patterns are largely consistent with other published results measuring the percentages of ACD versus SCD of ISCs. Additionally, in anaphase or telophase ISCs these ratios were 20% for a high degree of asymmetry, 35% for a medium level of asymmetry, and 45% for a symmetric pattern for old H4 (Fig 2H). Contrastingly, for old H2A 90% of all quantified mitotic ISCs showed a symmetric segregation pattern, while only 5% displayed a medium level of asymmetry and 5% displayed a high level of asymmetry (Fig 2H). Together, these results further confirm the molecular specificity of asymmetric histone inheritance with the highest degree of asymmetry for H3 and the lowest degree of asymmetry for H2A.

The detectable difference between H3 and H4 could be due to the fact that in higher eukaryotes, including *Drosophila*, H4 partners with H3 and the H3 histone variants, such as H3.3 and the centromere‐specific CENP‐A. Both H3.3 and CENP‐A are not incorporated restrictively in a replication‐dependent manner (Szenker *et al*, 2011). For example, the incorporation of H3.3 could be transcription‐dependent (Ahmad & Henikoff, 2002a, 2002b; Tagami *et al*, 2004) or telomere region‐enriched (Goldberg *et al*, 2010; Lewis *et al*, 2010). The deposition of CENP‐A could be cell type‐specific but is also independent of DNA replication (Schuh *et al*, 2007; Mellone *et al*, 2011; Dunleavy *et al*, 2012; Garcia Del Arco *et al*, 2018). Even during replication, old H3‐H4 remain as tetramers whereas old H3.3‐H4 tetramers tend to split into dimers (Xu *et al*, 2010), which would affect their reincorporation and the overall inheritance patterns. For CENP‐A, it has been shown that old CENP‐A is preferentially retained by ISCs in ACD (Garcia Del Arco *et al*, 2018). The transcription‐dependent H3.3‐H4 deposition, the possibly more symmetric reincorporation of H3.3‐H4 during replication, and the incorporation timing and mode of CENP‐A‐H4 could all contribute to this detectable difference between H3 and H4. Taking together all mitotic ISC results (Figs 1 and 2), old and new H3 and H4 are differentially incorporated onto sister chromatids prior to mitosis, while old and new H2A are more uniformly incorporated. Additionally, old H3 and some of the old H4 are also asymmetrically inherited during ISC divisions.

### Asymmetric old and new H3 and H4 patterns are associated with distinct Delta expression patterns

An ISC division could lead to two daughter cells with either distinct or similar cell fates, depending on its division mode of being either ACD or SCD. To visualize histone patterns after mitosis, we next examined eGFP‐labeled old histone versus mCherry‐labeled new histone in postmitotic pair of cells. ISCs are normally evenly distributed and spaced out in the fly midgut (Micchelli & Perrimon, 2006; Ohlstein & Spradling, 2006). Using a Delta‐nuclear lacZ (Dl‐nLacZ) reporter which can suggest ISC fate (Jiang *et al*, 2009; Beebe *et al*, 2010; Zeng *et al*, 2010) in combination with the dual‐color histone H3 transgene driven by the *esg‐Gal4* driver (Fig EV2A), we found that the total amount of old and new H3, quantified using the sum of slices method as described above, displayed an asymmetric pattern in the postmitotic pair of cells containing different Dl‐nLacZ levels, with one Delta‐high cell and another Delta‐low cell (Fig 3A). Interestingly, more Dl‐nLacZ signal was detected in the old H3‐eGFP‐enriched cell than in the new H3‐mCherry‐enriched cell. In contrast, old and new H3 displayed a more symmetric pattern in the postmitotic pair of cells containing comparable Dl‐nLacZ levels (Fig 3B). Quantification of these results showed significant enrichment of old H3 in the Delta‐high cell and new H3 enrichment in the Delta‐low cell. Meanwhile, when two cells with comparable levels of Dl‐nLacZ were examined, they carried more symmetric old and new H3 (Fig 3C). As a control, the H3‐eGFP and H3‐mCherry co‐expressed from the *UAS‐H3‐eGFP‐T2A‐H3‐mCherry* transgene did not display any polarized distribution in the two cells with either asymmetric Delta expression (Figs EV2C and 2E) or symmetric Delta expression (Figs EV2D and 2F). To better display the ratios of both old and new histones simultaneously, we used a two‐dimensional plot to display both ratios from the same postmitotic pair of cells. As illustrated in Fig 3D, each of the four quadrants indicates a particular trend of old and new histone distribution patterns. Using this display, old and new H3 in Delta‐symmetric pairs were largely clustered around the origin (log_2_ = 0), consistent with their mainly symmetric distribution patterns using one‐dimensional plots (Fig 1C). Contrastingly, old and new H3 in the postmitotic pair of cells with asymmetric Delta expression was mainly distributed in quadrant IV, where the ISC is enriched with old but depleted of new H3; a small percentage of these pairs were in quadrant I, where the Delta‐high cell is enriched with both old and new H3, which could reflect overall higher H3 levels in the Delta‐high cell compared with the Delta‐low cell (Fig 3D). A similar pattern of the overall H3 asymmetry was recently reported in asymmetrically dividing *Drosophila* male GSCs with a higher level of H3 in the stem cell (Ranjan *et al*, 2022).

**Figure 3:**
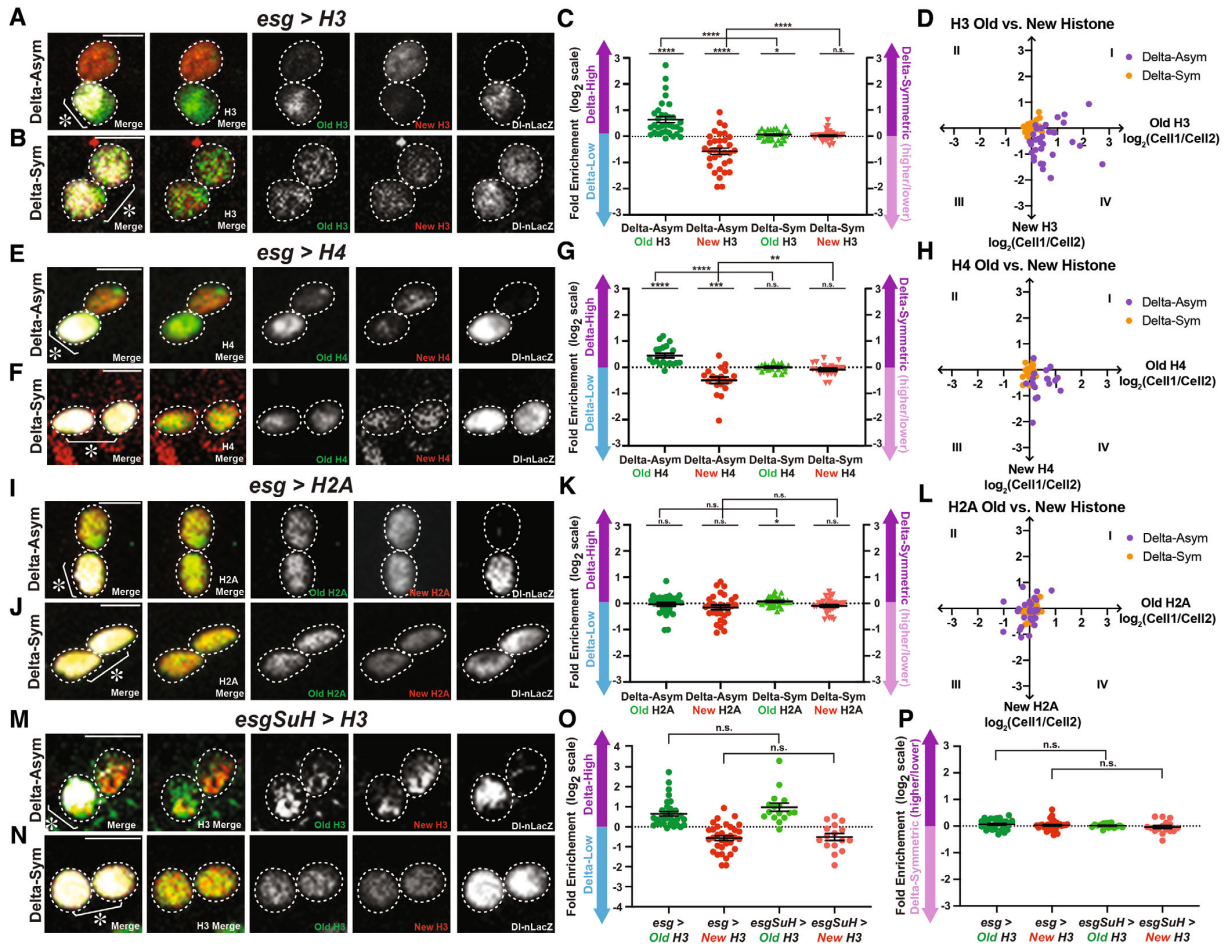
Old and new H3, H4, and H2A inheritance patterns in Delta‐asymmetric and Delta‐symmetric postmitotic pairs Old and new H3 distribution in a postmitotic pair of cells with asymmetric Dl‐nLacZ labeling, showing that H3‐eGFP (old) is asymmetrically inherited by the Delta‐high cell, while H3‐mCherry (new) is enriched in the Delta‐low cell (*esg‐Gal4* > *UASp‐FRT‐H3‐eGFP‐FRT‐H3‐mCherry*).Old and new H3 distribution in a postmitotic pair of cells with symmetric Dl‐nLacZ labeling, showing that both H3‐eGFP (old) and H3‐mCherry (new) are more symmetrically distributed between the two cells.Quantification of H3‐eGFP (old) and H3‐mCherry (new) distribution in Delta‐asymmetric pairs (avg. log_2_ ratios for old H3 = 0.65 ± 0.12, avg. log_2_ ratios for new H3 = −0.56 ± 0.12, *n* = 33 pairs, *N* = 4 intestines) and Delta‐symmetric pairs (avg. log_2_ ratio for old H3 = 0.07 ± 0.03, avg. log_2_ ratio for new H3 = 0.03 ± 0.03, *n* = 30 pairs, *N* = 4 intestines). Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). ****P < 0.0001, *P < 0.05, n.s.: not significant; single‐sample *t*‐test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 (log_2_ value representing a 1:1 ratio), or Wilcoxon signed‐rank test (for skewed data) for comparing one dataset to a hypothesized median of 0 (log_2_ value representing a 1:1 ratio). Unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2. Between the two cells, cell 1 has a higher Dl‐nLacZ level than cell 2 (Materials and Methods).2D plot of corresponding old‐H3 and new‐H3 ratios (log_2_ values from Fig 3C) for each l pair of cells. A majority of Delta‐asymmetric pairs fall in quadrant IV, indicating a higher inheritance of old H3 and a lower inheritance of new H3 by the Delta‐high cell, while most Delta‐symmetric pairs are clustered around the origin, indicating equal inheritance of old and new H3 by the two cells.Old and new H4 distribution in a postmitotic pair of cells with asymmetric Dl‐nLacZ labeling, showing that H4‐eGFP (old) is asymmetrically inherited by the Delta‐high cell, while H4‐mCherry (new) is enriched toward the Delta‐low cell (*esg‐Gal4* > *UASp‐FRT‐H4‐eGFP‐FRT‐H4‐mCherry*).Old and new H4 distribution in a postmitotic pair with symmetric Dl‐nLacZ labeling, showing that H4‐eGFP (old) and H4‐mCherry (new) are symmetrically distributed between the two cells.Quantification of H4‐eGFP (old) and H4‐mCherry (new) distribution in Delta‐asymmetric pairs (avg. log_2_ ratio for old H4 = 0.45 ± 0.09, avg. log_2_ ratio for new H4 = −0.50 ± 0.12, *n* = 19 pairs, *N* = 2 intestines) and Delta‐symmetric pairs (avg. log_2_ ratio for old H4 = 0.00 ± 0.03, avg. log_2_ ratio for new H4 = −0.09 ± 0.06, *n* = 19 pairs, *N* = 2 intestines). Individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001, ***P < 0.001, **P < 0.01, n.s., not significant; single‐sample *t*‐test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 (log_2_ value representing a 1:1 ratio), or Wilcoxon signed‐rank test (for skewed data) for comparing one dataset to a hypothesized median of 0 (log_2_ value representing a 1:1 ratio). Unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2.2D plot of corresponding old‐H4 and new‐H4 ratios (log_2_ values from Fig 3G) for each pair of cells. A majority of Delta‐asymmetric pairs fall in quadrant IV, indicating a higher inheritance of old H4 and a lower inheritance of new H3 by the Delta‐high cell, while most Delta‐symmetric pairs are clustered around the origin, indicating equal inheritance of old and new H3 by the two cells.Old and new H2A distribution in a postmitotic pair of cells with asymmetric Dl‐nLacZ labeling, showing that H2A‐eGFP (old) and H2A‐mCherry (new) are symmetrically inherited by the two cells (*esg‐Gal4* > *UASp‐FRT‐H2A‐eGFP‐FRT‐H2A‐mCherry*).Old and new H2A distribution in a postmitotic pair of cells with symmetric Dl‐nLacZ labeling, showing that H2A‐eGFP (old) and H2A‐mCherry (new) are symmetrically distributed between the two cells.Quantification of H2A‐eGFP (old) and H2A‐mCherry (new) distribution in Delta‐asymmetric pairs (avg. log_2_ ratio for old H2A = −0.03 ± 0.07, avg. log_2_ ratio for new H2A = −0.15 ± 0.09, *n* = 30 pairs, *N* = 2 intestines) and Delta‐symmetric pairs (avg. log_2_ ratio for old H2A = 0.08 ± 0.03, avg. log_2_ ratio for new H3 = −0.09 ± 0.05, *n* = 30 pairs, *N* = 2 intestines). Individual data points and mean values are shown. Error bars represent SEM. *P < 0.05, n.s.: not significant; single‐sample *t*‐test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 (log_2_ value representing a 1:1 ratio), or Wilcoxon signed‐rank test (for skewed data) for comparing one dataset to a hypothesized median of 0 (log_2_ value representing a 1:1 ratio). Unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2.2D plot of corresponding old‐H2A and new‐H2A ratios (log_2_ values from Fig 3K) for each pair of cells. Both Delta‐asymmetric and Delta‐symmetric pairs are clustered around the origin without preferred quadrant, indicating equal inheritance of old and new H2A by the two cells.The ISC‐specific combination of drivers *esg‐Gal4*, *Su(H)‐Gal80* drive H3 transgene [*esg‐Gal4*, *Su(H)‐Gal80* > *UASp‐FRT‐H3‐eGFP‐FRT‐H3‐mCherry*] with heat‐shock treatment and recovery (see Materials and Methods) in a Delta‐asymmetric pair of cells. Old and new H3 distribution in a postmitotic pair of cells with asymmetric Dl‐nLacZ labeling, showing that H3‐eGFP (old) is asymmetrically inherited by the Delta‐high cell, while H3‐mCherry (new) is enriched in the Delta‐low cell.ISC‐specific drivers express the H3 transgene in a Delta‐symmetric pair of cells. Old and new H3 distribution in a postmitotic pair of cells with symmetric Dl‐nLacZ labeling, showing that both H3‐eGFP (old) and H3‐mCherry (new) are more symmetrically distributed between the two cells.Quantification of H3‐eGFP (old) and H3‐mCherry (new) distribution in Delta‐asymmetric pair of cells driven by the ISC‐specific combination of drivers *esg‐Gal4*, *Su(H)‐Gal80* (avg. log_2_ ratio for old H3 = 0.98 ± 0.20, avg. log_2_ ratio for new H3 = −0.51 ± 0.17, *n* = 16 pairs, *N* = 3 intestines), compared with H3‐eGFP and H3‐mCherry ratios using the *esg‐Gal4* driver only, shown in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). N.S.: not significant. Unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2 and Table EV5.Quantification of H3‐eGFP (old) and H3‐mCherry (new) distribution in Delta‐symmetric pair of cells (avg. log_2_ ratio for old H3 = 0.02 ± 0.02, avg. log_2_ ratio for new H3 = −0.03 ± 0.06, *n* = 16 pairs, *N* = 3 intestines), compared with H3‐eGFP and H3‐mCherry ratios using the *esg‐Gal4* driver only, shown in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). N.S.: not significant. Unpaired t‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2. Between the two cells, cell 1 has the higher Dl‐nLacZ level compared with cell 2 (Materials and Methods). Data information: *n* for the number of postmitotic pairs; *N* for the number of intestines. Scale bar in (A), (B), (E), (F), (I), (J), (M), and (N): 5 μm; asterisk, ISC side.

**Figure EV2:**
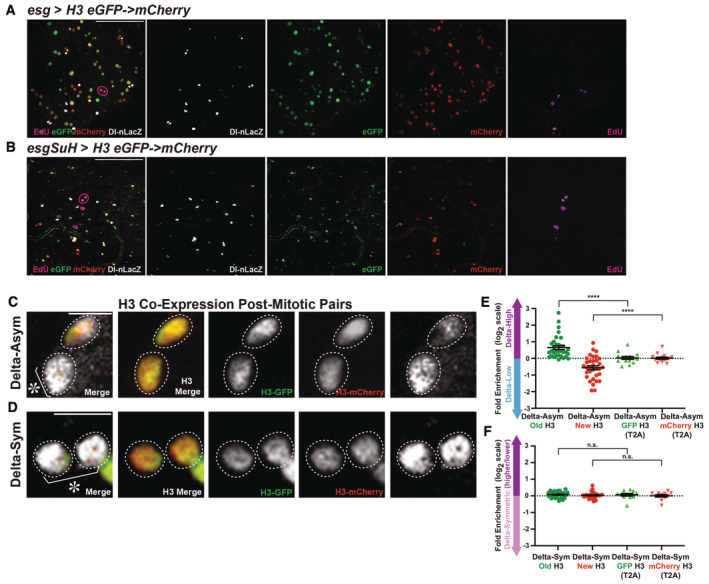
Related to Fig 3: Old and new H3 expressed using the ISC‐specific combination of drivers *esg‐Gal4*, *Su(H)‐Gal80* shows similar expression patterns when compared to using the *esg‐Gal4* driver. Co‐expressed eGFP‐ and mCherry‐tagged H3 show symmetric inheritance in both Delta‐asymmetric and Delta‐symmetric pairs A representative image showing expression of the dual‐color histone H3 transgene using the *esg‐Gal4* driver with heat‐shock treatment and recovery, using *esg‐Gal4* > *UASp‐FRT‐H3‐eGFP‐FRT‐H3‐mCherry*. Both eGFP (Green)‐ and mCherry (Red)‐tagged histones can be visualized. *Dl‐nLacZ* expression (Gray) is used for ISC marker. Cells with positive EdU signal introduced by a pulse labeling (Magenta) can be detected and are specified by the magenta circle.A representative image showing expression of the dual‐color histone H3 transgene using the combination of *esg‐Gal4*, *Su(H)‐Gal80* > *UASp‐FRT‐H3‐eGFP‐FRT‐H3‐mCherry* with heat‐shock treatment and recovery, which shows ISC‐specific pattern. Both eGFP (Green)‐ and mCherry (Red)‐tagged histones can be visualized. *Dl‐nLacZ* expression (Gray) is used for ISC marker. Cells with positive EdU signal (Magenta) introduced by a pulse labeling can be detected and are specified by the magenta circle.Co‐expression of eGFP‐ and mCherry‐tagged H3 using the transgene shown in Fig EV1 (*esg‐Gal4* > *UASp‐H3‐eGFP‐T2A‐H3‐mCherry‐PolyA*) in a Delta‐asymmetric pair of cells: eGFP‐ and mCherry‐tagged H3 distribution in a postmitotic pair of cells with asymmetric Dl‐nLacZ labeling, showing that H3‐eGFP and H3‐mCherry are equally inherited in the Delta‐high cell and the Delta‐low cell.Co‐expression of eGFP‐ and mCherry‐tagged H3 in a Delta‐symmetric pair of cells: eGFP‐ and mCherry‐tagged H3 distribution in a postmitotic pair of cells with symmetric Dl‐nLacZ labeling, showing that H3‐eGFP and H3‐mCherry are equally inherited in the two cells.Quantification of H3‐eGFP and H3‐mCherry distribution in Delta‐asymmetric pair of cells in the co‐expressed H3 line (avg. log_2_ ratio for eGFP‐H3 = 0.03 ± 0.08, avg. log_2_ ratio for mCherry‐H3 = 0.01 ± 0.06, *n* = 15 pairs, *N* = 2 intestines), compared with old H3‐eGFP and new H3‐mCherry quantification from the *esg‐Gal4* driven experiment in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). ****P < 0.0001. An unpaired two‐sample *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2 and Table EV5.Quantification of H3‐eGFP and H3‐mCherry distribution in Delta‐symmetric pair of cells in the co‐expressed H3 line (avg. log_2_ ratio for GFP‐H3 = 0.07 ± 0.08, avg. log_2_ ratio for mCherry‐H3 = 0.00 ± 0.07, *n* = 11 pairs, *N* = 2 intestines), compared with old H3‐eGFP and new H3‐mCherry quantification using the *esg‐Gal4* driver shown in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). N.S.: not significant. Unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2 and Table EV8. Between the two cells, cell 1 has the higher Dl‐nLacZ level compared with cell 2 (Materials and Methods). Data information: Scale bar in (A) and (B): 50 μm. Scale bar in (C) and (D): 5 μm; asterisk, ISC side.

Interestingly, old and new H4 also displayed an asymmetric inheritance pattern in the postmitotic pair of cells with asymmetric Delta expression (Fig 3E). Similar to H3, the asymmetric inheritance pattern of old versus new H4 was specific to Delta‐asymmetric pairs, as the pairs with comparable Dl‐nLacZ levels showed a more symmetric distribution of old versus new H4 (Fig 3F). Consistent with the H3 results, quantification of these results demonstrated that old H4 was preferentially inherited by the Delta‐high cell, while new H4 was enriched in the Delta‐low cell. In contrast, both old and new H4 was distributed almost equally between the two cells with symmetric Delta expression (Fig 3G). Notably, the ratios reflecting the degree of asymmetry for old and new H4 (~1.37‐fold for old H4 and ~1.41‐fold for new H4) are less than that of old and new H3 (~1.57‐fold for old H3 and ~1.47‐fold for new H3) in the postmitotic pair of cells with asymmetric Delta expression (Fig 3G versus C). However, all of these ratios are significantly different from a symmetrical ratio (1:1) and the ratios from Delta‐symmetric pairs (see *P*‐values in Fig 3G). Consistently, old and new H4 in postmitotic pairs showed similar distribution patterns like H3 using the two‐dimensional plots (Fig 3H), with the H4 group mainly distributed in quadrant IV. Notably, the H4/H3 asymmetries in postmitotic pair of cells with asymmetric Delta expression are more pronounced than those detected in anaphase and telophase ISCs. This could be due to biological and/or technical reasons: Biologically, distinct cellular events in the postmitotic daughter cells could affect the histone distribution patterns after mitosis. For example, in the *Drosophila* male GSC system, the differentiating daughter cell enters the subsequent S phase prior to the self‐renewed GSC, which could result in accelerated increase of new histones in the differentiating daughter cell (Ranjan *et al*, 2022). Technically, as discussed above, ISCs can alternate between ACD and SCD division modes. The Dl‐nLacZ marker can distinguish these two modes in the postmitotic pair of cells so that we could quantify these two patterns separately. However, we do not have a reliable cellular marker that can distinguish these two modes for the mitotic ISCs. Therefore, all mitotic ISCs are quantified as one group, containing both asymmetrically and symmetrically dividing ISCs.

Next, we examined the inheritance mode of old versus new H2A as a representative for the canonical histone dimer. Different from H3 and H4, old and new H2A showed a symmetric inheritance pattern in all postmitotic daughter cells of ISCs, regardless of whether they were Delta‐asymmetric (Fig 3I) or Delta‐symmetric pairs (Fig 3J). Quantification for old and new H2A showed almost no significant difference from a symmetrical pattern (a 1:1 ratio) for all postmitotic daughter cells of ISCs, and there was no significant difference between the two Delta expression patterns (see *P*‐values in Fig 3K). Consistently, using the two‐dimensional plot presentation, old and new H2A showed very clustered distribution around the origin for Delta‐symmetric pairs (Fig 3L), while old and new H2A in the postmitotic pairs of cells expressing Delta asymmetrically were less clustered but showed no preference in any particular quadrant (Fig 3L). Together, these two‐dimensional plots showed consistent results with the one‐dimensional plot but provided more information on the correlation between old and new histones in any given postmitotic pair of cells.

Furthermore, to circumvent any ambiguity calling two adjacent cells “daughters” derived from one ISC division, we combined the *esg‐Gal4* activator with the Gal80 suppressor driven by *Suppressor of Hairless* [*Su(H)‐Gal80*, (Loza‐Coll *et al*, 2014; Wang *et al*, 2015)], in order to achieve a tight ISC‐specific expression of the histone transgene (Fig EV2B). With the restrictive histone transgene expression using the *esg‐Gal4 Su(H)Gal80* combination, labeled histone signals in two adjacent cells should come from the ISC‐restrictive transgene expression, having gone through an S phase to incorporate new H3 followed by partitioning new H3 into the two daughter cells. Using this strategy, similar patterns of old and new H3 inheritance patterns could be detected (Fig 3M and N), compared with the results using the *esg‐Gal4* driver alone. Importantly, transgenes driven by either *esg‐Gal4* itself or *esg‐Gal4 Su(H)‐Gal80* combination showed statistically insignificant difference in postmitotic pair cells with both asymmetric and symmetric Delta expression patterns (Fig 3O and P), indicating consistent results independent of the driver choice.

Similar results were obtained using the same histone labeling strategy in a parallel experimental regime, using an antibody that recognizes the Delta protein, for both H3 (Fig EV3A–C) and H2A (Fig EV3D–F) in postmitotic pairs (Ohlstein & Spradling, 2007; Bardin *et al*, 2010; Obniski *et al*, 2018). In summary, the cellular specificity of the postmitotic daughter cells with asymmetric versus symmetric Delta expression patterns demonstrates that asymmetric histone inheritance is correlated with asymmetric Delta expression in the postmitotic pairs of cells. Additionally, the differences between H2A and H3 or H4 are consistent with the previous biochemical results (Jackson, 1988; Xu *et al*, 2010) and recent discoveries in the *Drosophila* male GSCs (Tran *et al*, 2012; Wooten *et al*, 2019). This molecular specificity of asymmetric H3/H4 inheritance pattern is likely because reincorporation of the old (H3‐H4)_2_ tetramers greatly enhances the asymmetric distribution of old versus new H3/H4 between sister chromatids during DNA replication.

**Figure EV3:**
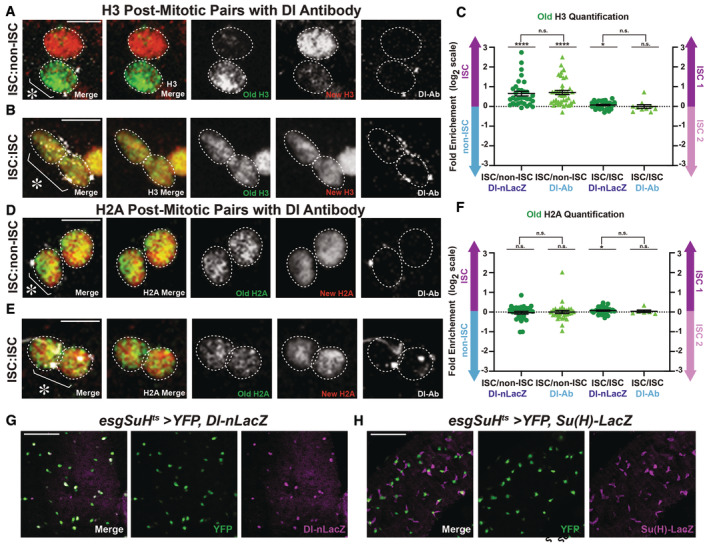
Related to Figs 3, 5, and 6: Old and new histone H3 displays asymmetric inheritance pattern in pairs of cells when asymmetric versus symmetric Delta expression is identified using immunostaining with Delta antibody. Additionally, the internal driver marker for ISCs, YFP, shows distinct overlap with Dl‐nLacZ, marking ISCs, and separable signals with Su(H)‐LacZ, marking EBs Old and new H3 distribution in a postmitotic pair of cells with punctate Delta antibody staining, showing that H3‐eGFP (old) is asymmetrically inherited by the Delta‐high cell, while H3‐mCherry (new) is enriched in the Delta‐low cell, using *esg‐Gal4* > *UASp‐FRT‐H3‐eGFP‐FRT‐H3‐mCherry*.Old and new H3 distribution in a postmitotic pair of cells with punctate Delta antibody staining in both cells, showing that both H3‐eGFP (old) and H3‐mCherry (new) are symmetrically distributed between the two cells with symmetric Delta expression pattern.Comparisons of the quantification of old H3 in postmitotic pairs of cells using the Delta‐nLacZ reporter line (data from Fig 3C), and the Delta antibody to identify pairs of cells with Delta‐asymmetric or Delta‐symmetric expression patterns. Quantification of H3‐eGFP (old) in Delta‐asymmetric pairs identified by the Delta antibody (avg. log_2_ ratio for old H3 = 0.71 ± 0.10, *n* = 41 pairs) is similar to that of Delta‐asymmetric pairs identified by the Delta‐nLacZ reporter (avg. log_2_ ratio for old H3 = 0.65 ± 0.12, *n* = 33 pairs, Fig 3C). Similarly, quantification of H3‐eGFP (old) in Delta‐symmetric pairs was similar between pairs identified by the Delta antibody (avg. log_2_ ratio for old H3 = −0.003 ± 0.09, *n* = 10 pairs) and pairs identified by the Delta‐nLacZ reporter (avg. log_2_ ratio for old H3 = 0.07 ± 0.03, *n* = 30 pairs, Fig 3C).Old and new H2A distribution in a postmitotic pair of cells with asymmetric punctate Delta antibody staining, showing that H2A‐eGFP (old) and H2A‐mCherry (new) are symmetrically inherited by the two cells, using *esg‐Gal4* > *UASp‐FRT‐H2A‐eGFP‐FRT‐H2A‐mCherry*.Old and new H2A distribution in a postmitotic pair of cells with symmetric punctate Delta antibody staining, showing that both H2A‐eGFP (old) and H2A‐mCherry (new) are symmetrically distributed between the two cells.Comparisons of the quantification of old H2A in postmitotic pairs of cells using the Delta‐nLacZ reporter line (data from Fig 3K), or the Delta antibody. Quantification of H2A‐eGFP (old) in Delta‐asymmetric pairs identified by the Delta antibody (avg. log_2_ ratio for old H2A = 0.002 ± 0.08, *n* = 32 pairs) is similar to that of Delta‐asymmetric pairs identified by the Delta‐nLacZ reporter (avg. log_2_ ratio for old H2A = −0.03 ± 0.07, *n* = 30 pairs, Fig 3K). Similarly, quantification of H2A‐eGFP (old) in Delta‐symmetric pairs was similar between pairs identified by the Delta antibody (avg. log_2_ ratio for old H2A = 0.03 ± 0.06, *n* = 6 pairs) and pairs identified by the Delta‐nLacZ reporter (avg. log_2_ ratio for old H2A = 0.08 ± 0.03, *n* = 30 pairs, Fig 3K).Comparison of YFP and Dl‐nLacZ expression. YFP was driven by the ISC‐specific driver, *esg‐Gal4*, *Su(H)‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ restrictive temperature (29°C). Significant overlap of YFP and Dl‐nLacZ is observed, with both signals marking ISCs.Comparison of YFP and Su(H)‐LacZ expression. YFP was driven by the ISC‐specific driver, *esg‐Gal4*, *Su(H)‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ restrictive temperature (29°C). Separable signals of YFP, marking ISCs, and Su(H)‐LacZ, marking EBs, are observed. Data information: *n* for the number of postmitotic pairs. For (C) and (F), individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001, *P < 0.05; single‐sample *t*‐test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 (log_2_ value = 0 representing a 1:1 ratio), or Wilcoxon signed‐rank test (for skewed data) for comparing one dataset to a hypothesized median of 0. Unpaired *t*‐test to compare two individual datasets to each other. NS, not significant. Individual data values are shown in Dataset EV4. Scale bar in (A), (B), (D) and (E): 5 μm; Scale bar in (G) and (H): 50 μm; asterisk, ISC side.

### Expression of a mutant histone H3T3A disrupts asymmetric histone inheritance patterns and leads to increased ISC‐like cells in the midgut

We have previously identified a mitosis‐specific phosphorylation at Threonine 3 of H3 (H3T3ph) that can distinguish sister chromatids enriched with old versus new H3 in male GSCs, consistent with previous biochemistry results (Lin *et al*, 2016). Differential H3T3ph at old H3‐ versus new H3‐enriched sister chromatids coordinate their proper recognition and segregation during ACD of male GSCs. By mutating the Thr3 residue on the H3 tail to an unphosphorylatable Alanine (H3T3A), the asymmetric segregation of old and new histones became randomized during ACD of male GSCs. Expression of this mutant histone in early‐stage germ cells resulted in cellular defects, including progenitor germline tumors and significant germ cell loss, indicating that misregulation of asymmetric histone inheritance might affect proper cell identity establishment through ACD of GSCs (Xie *et al*, 2015, 2017). To further study the potential defects caused by H3T3A in the ISC lineage, we first expressed the dual‐color version of this mutant histone using the *esg‐Gal4* driver. We then studied the distribution of old versus new H3T3A throughout different mitotic stages in ISCs. When examining prophase and prometaphase ISCs, distinct old versus new H3T3A domains could still be detected, similar to the pattern found for old versus new H3 at the comparable stages in mitotic ISCs (Figs 4A versus 1D). When conducting Pearson's correlation analyses, the average correlation coefficient of 0.49 for old versus new H3T3A was close to the average correlation coefficient of 0.44 for old versus new H3, both of which were significantly lower than the average correlation coefficient of 0.71 for old versus new H2A (Fig 4B) and the two signals expressed from the *UAS‐H3‐eGFP‐T2A‐H3‐mCherry* transgene (correlation coefficient = 0.86, Fig 1F). The Spearman correlation coefficient yielded similar results from assessing the colocalization of old versus new H3T3A (Fig EV1F). These results indicate that old and new H3T3A is still differentially incorporated onto sister chromatids prior to mitosis, similar to the wild‐type H3.

**Figure 4:**
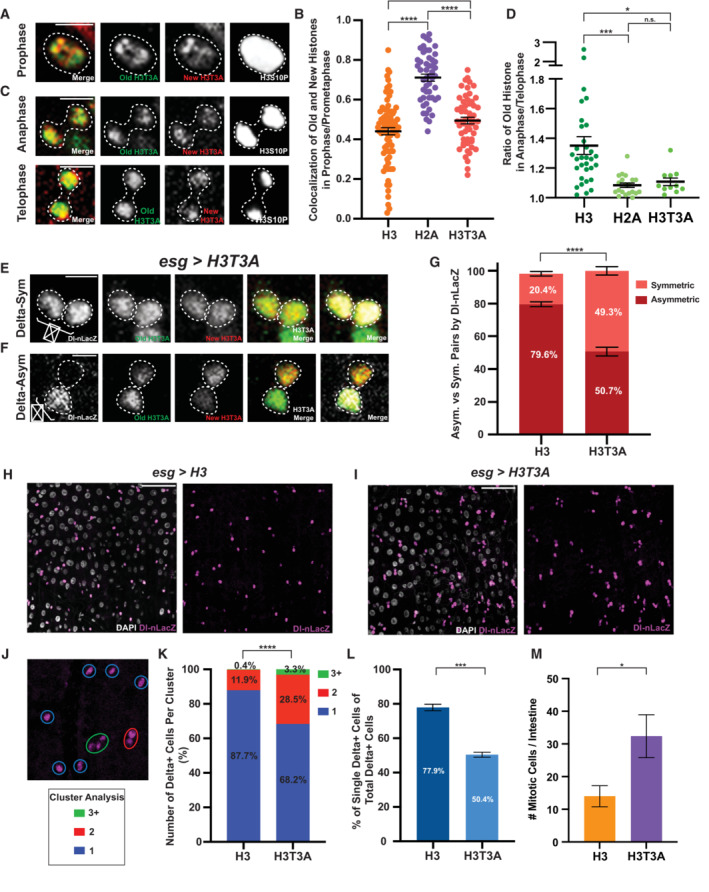
Expression of a mutant histone H3T3A disrupts histone inheritance patterns and increases Delta‐symmetric pairs of cells Old and new H3T3A distribution in prophase ISC, showing separable domains between H3T3A‐GFP (old) and H3T3A‐mKO (new) (*esg‐Gal4* > *UASp‐FRT‐H3T3A‐eGFP‐FRT‐H3T3A‐mCherry*).Quantification of colocalization between H3T3A‐GFP (old) and H3T3A‐mKO (new) in prophase and prometaphase ISCs using Pearson's correlation coefficients. The H3 and H2A data are from Fig 2C for direct comparison. Old and new H3T3A distribution is more similar to that of H3 (Pearson's correlation coefficient for H3T3A = 0.49 ± 0.02, *n* = 55 ISCs). Individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001, *P < 0.05; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1.Anaphase and telophase ISCs showing mostly symmetric segregation of H3T3A‐GFP (old) and H3T3A‐mKO (new) between the two sets of sister chromatids at the opposite poles of the ISC.Quantification of old histone distribution between the two sets of sister chromatids for anaphase and telophase ISCs expressing H3T3A (avg. old H3T3A ratio = 1.11 ± 0.03, *n* = 11 ISCs). The H3 and H2A data are from Fig 2G for direct comparison. The H3T3A segregation pattern is more similar to H2A than to H3. Individual data points and mean values are shown. Error bars represent SEM. *P < 0.05, n.s.: not significant; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Table EV1.In a postmitotic pair of cells with comparable Dl‐nLacZ, both H3T3A‐GFP (old) and H3T3A‐mKO (new) are symmetrically distributed between the two cells.In a postmitotic pair of cells with asymmetric Dl‐nLacZ expression, H3T3A‐GFP (old) is enriched in the Delta‐high cell, while H3T3A‐mKO (new) is more toward the Delta‐low cell.Quantification of Delta‐asymmetric and Delta‐symmetric pairs in wild‐type H3‐expressing midguts (avg. asymmetric = 79.6 ± 1.5%, avg. symmetric = 20.4 ± 1.4% *N* = 6 midguts, *n* = 2,341 pairs) and H3T3A‐expressing midguts (avg. asymmetric = 50.7 ± 2.6%, avg. symmetric = 49.3 ± 2.6%, *N* = 6 midguts, *n* = 2,745 pairs). Bars represent mean proportions of asymmetric and symmetric pairs. Error bars represent SEM. Comparing H3T3A‐expressing midguts with H3‐expressing midguts, there was a statistically significant difference in the distributions of Delta‐symmetric pairs versus Delta‐asymmetric pairs, determined by a chi‐square test (X^2^(1, *n* = 2,745) = 1,309.56, ****P < 0.0001). The H3T3A‐expressing midguts show an increase in Delta‐symmetric pairs and a decrease in Delta‐asymmetric pairs when compared to H3‐expressing midguts. Individual data values are shown in Table EV2.Distribution of the Dl‐nLacZ‐positive (magenta) cells in an H3‐expressing midgut, which are well spaced and interspersed within the intestinal epithelium.Distribution of the Dl‐nLacZ‐positive (magenta) cells in an H3T3A‐expressing midgut, which are unevenly distributed in clusters with two or more Delta‐positive cells. DAPI: white in (H, I).Cluster analyses show representative 1‐, 2‐, or ≥ 3‐Delta‐positive cell clusters.Percentages of clusters with 1‐, 2‐, or ≥ 3‐Delta‐positive cell clusters for H3‐expressing midguts (avg. percentage of 1‐Dl^+^ cells = 87.7 ± 1.1%, avg. percentage of 2‐Dl^+^ cells = 11.9 ± 0.9%, avg. percentage of ≥ 3‐Dl^+^ cells = 0.4 ± 0.2%, *N* = 4 midguts, *n* = 1,482 clusters) and H3T3A‐expressing midguts (avg. percentage of 1‐Dl^+^ cells = 68.2 ± 1.2%, avg. percentage of 2‐Dl^+^ cells = 28.5 ± 0.9%, avg. percentage of ≥ 3‐Dl^+^ cells = 3.3 ± 0.4%, *N* = 5 midguts, *n* = 1,862 clusters). Bars represent mean proportions of cell clusters with 1, 2, or 3^+^ Dl^+^ cells out of all cell clusters counted. Error bars represent SEM. Comparing H3‐expressing midguts with H3T3A‐expressing midguts, there was a statistically significant difference in the distributions of Delta‐positive cells per cluster, determined by a chi‐square test (X^2^(2, *n* = 1,862) = 908.75, ****P < 0.0001). As shown, there are significant increases in 2 and ≥ 3‐Delta‐positive cells per cluster in the H3T3A‐expressing intestines when compared to the H3‐expressing intestines. Individual data values are shown in Table EV3.Percentages of single Delta‐positive cells out of total Delta‐positive cells for H3‐expressing midguts (avg. single Dl^+^ cells = 77.9 + 1.9%, *N* = 4 midguts, *n* = 1,674 Dl^+^ cells) and H3T3A‐expressing midguts (avg. single Dl^+^ cells = 50.4 ± 1.5%, *N* = 5 midguts, *n* = 2,522 Dl^+^ cells). Bars represent mean proportion of single Dl^+^ ISCs out of all ISCs counted. Error bars represent SEM. There are fewer single Delta‐positive cells in H3T3A‐expressing midguts compared with H3‐expressing midguts (two‐sample *t*‐test, ***P < 0.001).Comparison of the mitotic index in H3‐expressing (*N* = 8 midguts) and H3T3A‐expressing (*N* = 8 midguts) midguts. Total number of mitotic ISCs was quantified per midgut by the presence of H3S10 phosphorylation mark. H3T3A‐expressing midguts had a significantly higher mitotic index when compared to H3‐expressing midguts (two‐sample *t*‐test, *P < 0.05). Bars represent mean number of mitotic cells per midgut. Error bars represent SEM. Individual data values are shown in Table EV4. Data information: individual *n* and *N* values are defined per panel. Scale bar in (A), (C), (E), (F): 5 μm, in (H) and (I): 50 μm; asterisk, ISC side.

However, when compared to wild‐type old H3, old H3T3A distributed more equally between the two segregated sets of sister chromatids compared with H3 in anaphase and telophase ISCs (Figs 4C versus 2D). When quantified, the segregation pattern of H3T3A was more similar to that of H2A than to H3 (Fig 4D). Consistently, even though both Delta‐asymmetric and Delta‐symmetric postmitotic pairs of cells could be detected (Fig 4E and F), a decrease in the Delta‐asymmetric pairs with an increase in the Delta‐symmetric pairs was detected in the H3T3A‐expressing ISC lineage compared with the H3‐expressing ISC lineage (Fig 4G). Collectively, these data suggest that old versus new H3T3A are differentially incorporated into sister chromatids prior to mitosis, similar to H3; however, this mutation disrupts the differential recognition of sister chromatids, leading to more symmetric segregation of H3T3A in mitotic ISCs. Notably, these results are in accordance with the previous findings regarding the incorporation and segregation modes of old versus new H3T3A in the male GSCs (Xie *et al*, 2015), suggesting a potentially conserved mechanism in both stem cell systems.

In the H3‐expressing midguts, Dl‐nLacZ‐positive cells are normally detected as single‐cell colonies in an evenly dispersed manner. Two Dl‐nLacZ‐positive cells were occasionally adjacent to each other, potentially as a result of a symmetric ISC division (Fig 4H). In contrast, a disorganized pattern of Dl‐nLacZ‐positive cells could be detected in the H3T3A‐expressing midgut, with an appearance of increased Delta‐positive cell clusters with more than one cell (Fig 4I). Using a clustering analysis, we quantified the relative frequencies of cell cluster(s) with 1‐, 2‐, or ≥ 3 Dl‐nLacZ‐positive cells (Fig 4J). These analyses revealed a substantial increase of the 2‐ and ≥ 3‐Dl‐nLacZ cell clusters in the H3T3A‐expressing midguts as compared to the H3‐expressing midguts, potentially suggesting an increased ratio of SCD and overpopulated ISC‐like cells in the H3T3A‐expressing midguts (Fig 4K). This increase is at the expense of single Dl‐nLacZ cells, which displayed a significant decrease from 77.9% in the H3‐expressing midguts to 50.4% in the H3T3A‐expressing midguts (Fig 4L). Additionally, a significantly higher number of mitotic cells were detected as H3S10ph‐positive cells in the H3T3A‐expressing samples compared with the H3‐expressing samples (Fig 4M). These results support the detection of increased Delta‐symmetric pairs, likely due to increased symmetric outcome of ISC divisions, in the H3T3A‐expressing midguts (Fig 4G).

Because the mutant histone H3T3A expression resulted in noticeable changes in the midgut, we aimed to eliminate any potential secondary defects caused by its expression during midgut development, using the combination of the Gal4 activator driven by the *esg* promoter (*esg‐Gal4*) with both the Gal80 suppressor driven by the *Su(H)* promoter [*Su(H)‐Gal80*] and the temperature‐sensitive Gal80 driven by the *tubulin* promoter (*tub‐Gal80* ^*ts*^). These combined drivers allow both spatial [by *Su(H)‐Gal80*] and temporal (by *tub‐Gal80* ^*ts*^) control to turn on an mCherry‐tagged mutant H3T3A exclusively in ISCs and only after a temperature shift in adult flies. An mCherry‐tagged wild‐type H3 was used as the control. In addition, a *UAS‐eYFP* was used as the reporter to indicate the activity of the spatiotemporally controlled Gal4 driver and to locate ISCs.

We first made sure that under the permissive condition of *tub‐Gal80* ^*ts*^ at 18°C, no Gal4 activity could be detected, shown as no detectable reporter (i.e., eYFP) or histone transgene (i.e., mCherry) signal for both H3 and H3T3A lines (Fig 5A and C). Upon shifting to the restrictive temperature at 29°C to inactivate the ubiquitous *tub‐Gal80* suppressor, both eYFP reporter and histone‐mCherry expression could be detected in H3 as well as H3T3A lines (Fig 5B and D). When studying the eYFP pattern along with either an ISC marker Dl‐nLacZ or an EB marker Su(H)‐LacZ, eYFP displayed tight colocalization with Dl‐nLacZ but adjacent signals with Su(H)‐LacZ (Fig EV3G and H), confirming that it can be used as an ISC reporter. Examining the morphology of the spatiotemporally controlled H3T3A‐expressing midguts revealed unevenly distributed ISCs shown by the eYFP reporter (Fig 5F), compared with the H3‐expressing midguts with evenly spaced eYFP‐labeled ISCs (Fig 5E). The ISC distribution pattern in the control H3‐expressing midgut is consistent with previous reports (Ohlstein & Spradling, 2007; Ahmed *et al*, 2020). To further analyze these phenotypes more precisely and quantitatively, we utilized a line measurement that quantified the averaged pixel intensity of the eYFP signal at each pixel length along the profile of the intestine. Plotting these measurements showed distinct profiles of the H3‐ versus H3T3A‐expressing midguts (Fig 5G). To compare multiple H3‐ versus H3T3A‐expressing midgut profiles together, we took the pixel intensity measurements given in the line measurement and averaged every 1,000‐pixel length to obtain one unique data point. When plotting these averaged eYFP pixel intensity measurements from H3‐ versus H3T3A‐expressing midguts, significantly increased signals in the H3T3A‐expressing midguts were found compared with the H3‐expressing ones (Fig 5H). These greatly enhanced signal intensities of the ISC‐labeling reporter suggest overpopulated ISC‐like cells, consistent with results shown above (Fig 4K). Additionally, measuring the mitotic index in the spatiotemporally controlled H3T3A‐expressing midguts demonstrated an almost twofold increase of the H3S10ph‐positive cells compared with those H3‐expressing midguts (Fig 5I), consistent with the results shown above (Fig 4M).

**Figure 5:**
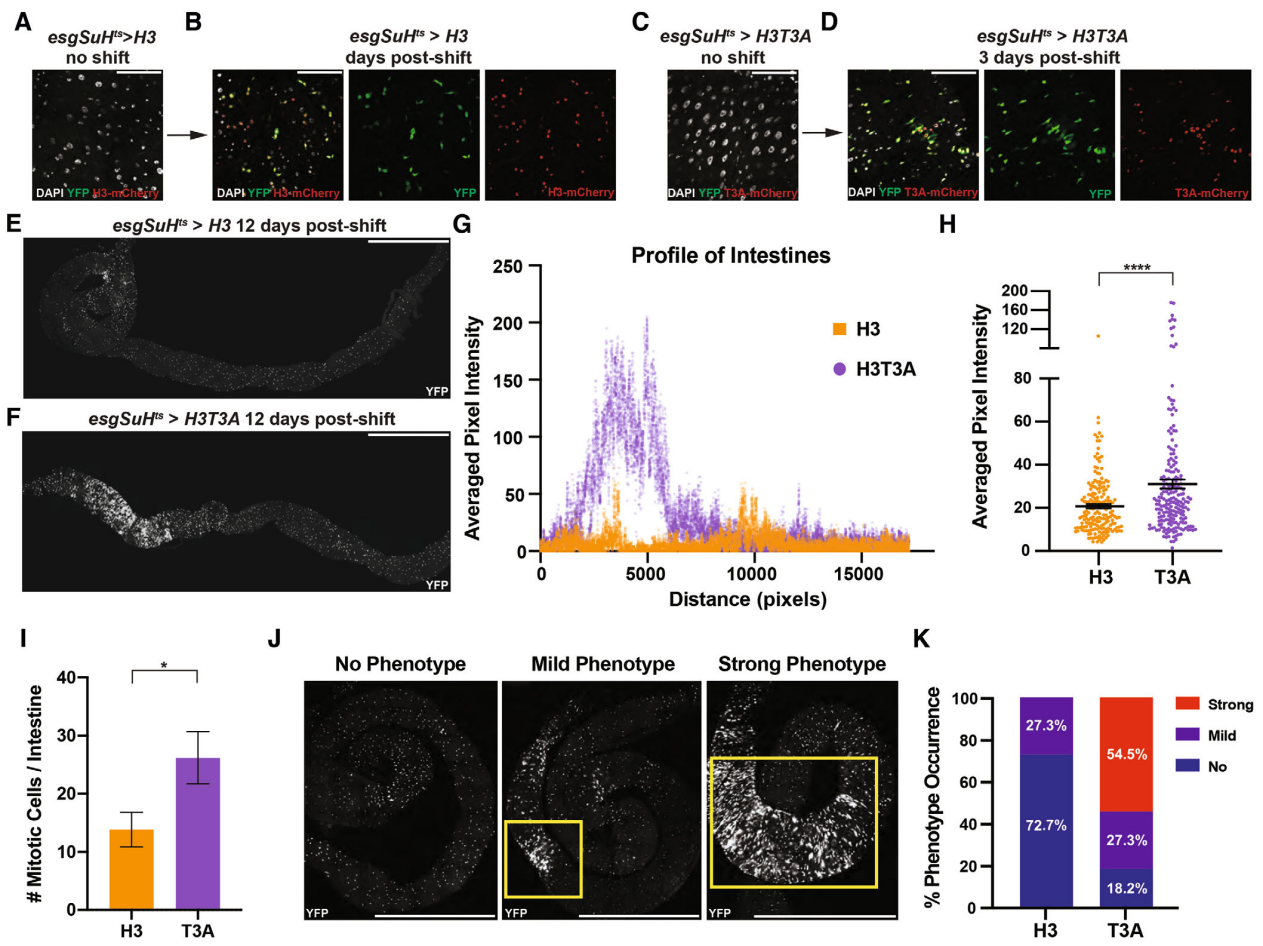
Spatiotemporally controlled expression of the mutant histone H3T3A leads to overpopulated Delta‐positive ISC‐like cells A view of the midgut of an *UAS‐H3‐mCherry* transgene driven by *esg‐Gal4*, *Su(H)‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ permissive temperature (18°C), showing no expression of the histone transgene or the UAS‐eYFP reporter that marks ISCs.A view of the midgut of an *UAS‐H3‐mCherry* transgene driven by *esg‐Gal4*, *SuH‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ restrictive temperature (29°C), showing expression of the H3‐mCherry transgene (red) and the UAS‐eYFP reporter (green).A view of the midgut of an *UAS‐H3T3A‐mCherry* transgene driven by *esg‐Gal4*, *SuH‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ permissive temperature (18°C), showing no expression of the histone transgene or the UAS‐eYFP reporter.A view of the midgut of an *UAS‐H3T3A‐mCherry* transgene driven by *esg‐Gal4*, *SuH‐Gal80*, *tub‐*Gal80^ts^ at the Gal80^ts^ restrictive temperature (29°C), showing expression of the H3T3A‐mCherry transgene (red) and the UAS‐eYFP reporter (green).H3‐expressing midgut for 12 days at 29°C. Midgut looks largely normal, with an even distribution of mostly single eYFP‐positive ISCs throughout the midgut.H3T3A‐expressing midgut for 12 days at 29°C. ISCs are unevenly distributed throughout the midgut, and a large region with overpopulated eYFP‐positive ISC‐like cells can be visualized.Quantitative profiles of eYFP reporter signal of intestines in (E) and (F). The average pixel intensity of the eYFP reporter signal throughout the length of the intestine was taken at each pixel length along each intestine. These values are plotted, showing the profile of these samples.Quantification of average pixel intensity of the eYFP reporter signal in H3‐expressing midguts (*N* = 11 midguts) and H3T3A‐expressing midguts (*N* = 12 midguts). Each intestine was subjected to profile measurement, giving average pixel intensities of the eYFP signal along the length of the intestine. Every 1,000 measurements were averaged to give one data point and plotted on this graph (For H3, *n* = 188 averaged measurements; for H3T3A, *n* = 204 averaged measurements). Individual data points and mean values are shown. Error bars represent SEM. There is a significant increase in the average eYFP signal in regions of H3T3A‐expressing midguts when compared to H3‐expressing midguts (two‐sample *t*‐test, ****P < 0.0001). Individual data values are shown in Dataset EV3.Comparison of the mitotic index in H3‐expressing (*N* = 11 midguts) and H3T3A‐expressing (*N* = 11 midguts) midguts. Total number of mitotic ISCs was quantified per midgut by the presence of H3S10 phosphorylation mark. Bars represent mean number of mitotic cells per midgut. Error bars represent SEM. H3T3A‐expressing midguts had a significantly higher mitotic index when compared to H3‐expressing midguts (two‐sample *t*‐test, *P < 0.05). Individual data values are shown in Table EV5.Qualitative analysis of midgut phenotypes. No phenotype is called when the ISCs appear normally distributed based on eYFP reporter signal. A mild phenotype is called when there is a small region of eYFP‐positive cells clustered within a region, showing mild disorganization. A strong phenotype is called when there is a large region of eYFP‐positive cells clustered, showing significant disorganization.Percentage of H3‐expressing midguts (*N* = 11 midguts) and H3T3A‐expressing midguts (*N* = 11 midguts) with no phenotype, a mild phenotype, or a strong phenotype. Data information: Scale bars in (A), (B), (C), and (D): 50 μm, in (E), (F) and (J): 500 μm.

Next, using a qualitative assay by classifying the midgut morphology phenotypes into strong, mild and no phenotype categories (see legend for Fig 5J), no H3‐expressing midguts displayed strong phenotype, 27.3% showed mild and 72.7% showed no phenotype. Contrastingly, 54.5% H3T3A‐expressing midguts displayed a strong phenotype, 27.3% showed mild, and only 18.2% showed no phenotype (Fig 5J and K). In summary, these results demonstrate that a controlled expression of the H3T3A mutant histone leads to misregulation of histone inheritance and defects in the ISC lineage. Notably, these results are consistent with the previous findings by expressing the mutant H3T3A in the early‐stage male germline, where progenitor germline tumor phenotype could be detected (Xie *et al*, 2015), suggesting potentially conserved requirements of asymmetric histone inheritance in these two adult stem cell systems to guide both the stem daughter cell for self‐renewal and the differentiating daughter cell for proper differentiation.

### The increased ISC‐like cells could arise from misdetermination of cell fates

To further understand the consequences of expressing the H3T3A mutant in the ISC lineage, we utilized the same spatiotemporally controlled experimental design to express either H3‐mCherry or H3T3A‐mCherry, together with different cell identity markers. For example, a Su(H)‐LacZ reporter was used as the EB cell marker (Fig 6A and B). In H3‐expressing intestines, the ISC‐specific eYFP signals and the EB‐specific LacZ signals often display separable signals in the two adjacent cells (Fig 6A). In contrast, in H3T3A‐expressing intestines, regions with disorganized and less separable eYFP and LacZ signals were often detected (Fig 6B). Using Pearson's colocalization analysis to compare the colocalization of the eYFP and LacZ signals, the H3T3A‐expressing intestinal regions showed a higher degree of colocalization than the H3‐expressing regions, suggesting a possibility of misdetermined cell fate in the H3T3A‐expressing intestines (Fig 6C). In addition to ISCs and EBs, cellular markers of other cell types, such as ee cells and ECs, were investigated using the ee‐specific Prospero expression and the EC‐specific polyploidy feature with DAPI staining. No significant difference of ee or EC cells could be detected in the H3T3A‐expressing compared with the H3‐expressing intestines (Fig 6D). Overall, these imaging‐based data indicate that there is no detected difference of the ee and EC cells in the H3‐ versus H3T3A‐expressing intestines.

**Figure 6:**
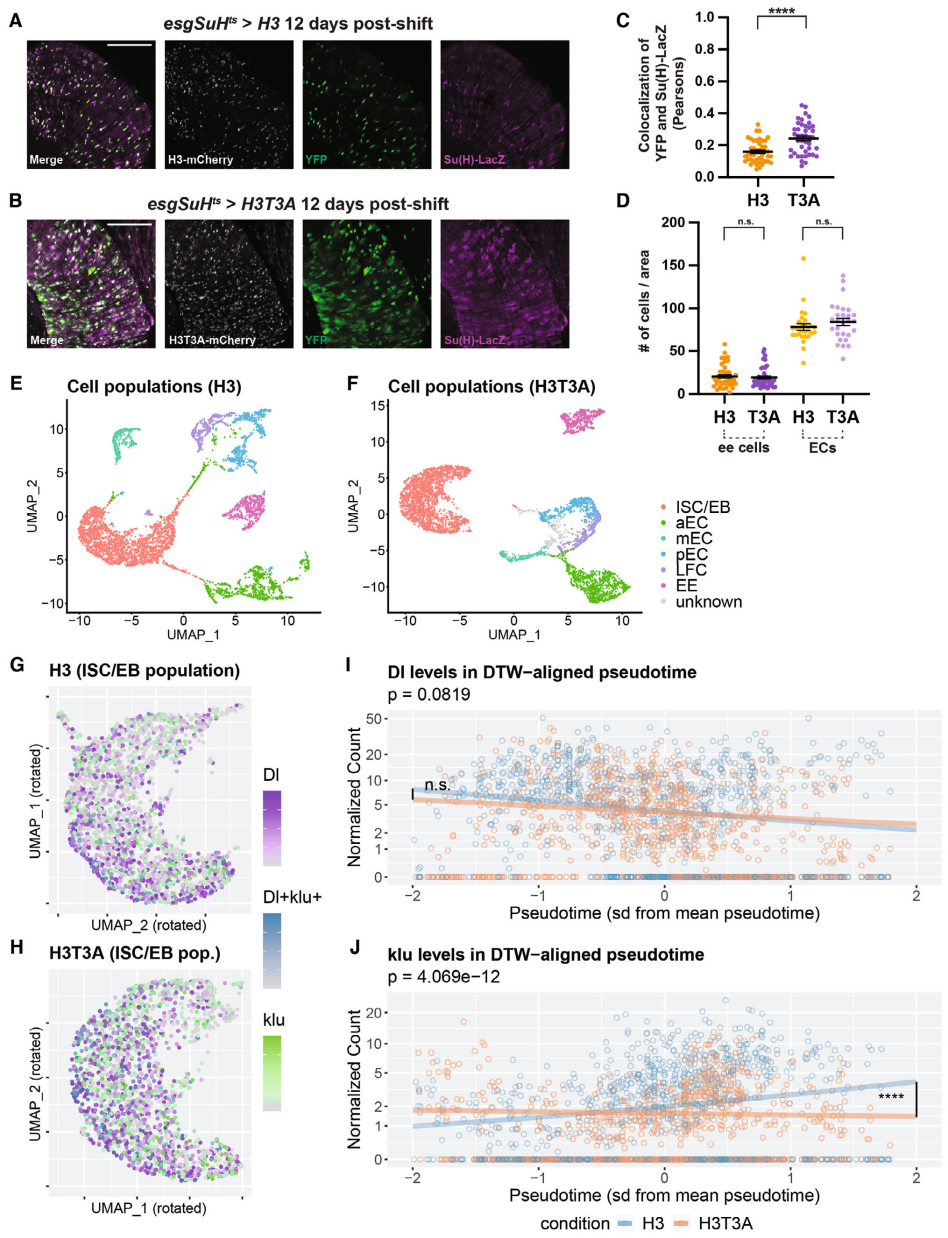
Increase of ISC‐like cells is likely due to misdetermination of cell fates A view of the midgut of an *UAS‐H3‐mCherry* transgene driven by *esg‐Gal4*, *SuH‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ restrictive temperature (29°C), showing expression of the H3‐mCherry transgene (gray) and the UAS‐eYFP reporter (green) from the driver as well as expression of the Su(H)‐LacZ reporter line (magenta). eYFP and Su(H)‐LacZ signals are organized and separable.A view of the midgut of an *UAS‐H3T3A‐mCherry* transgene driven by *esg‐Gal4*, *SuH‐Gal80*, *tub‐Gal80* ^*ts*^ at the Gal80^ts^ restrictive temperature (29°C), showing expression of the H3T3A‐mCherry transgene (gray) and the UAS‐eYFP reporter (green) from the driver as well as expression of the Su(H)‐LacZ reporter line (magenta). eYFP and Su(H)‐LacZ signals are disorganized and overlapping.Quantification of colocalization between eYFP and Su(H)‐LacZ using Pearson's correlation coefficients. Consistent square regions of 150 μm by 150 μm were analyzed in H3‐ and H3T3A‐expressing intestines. H3T3A‐expressing intestine regions showed a higher degree of colocalization between eYFP and Su(H)‐LacZ signals when compared to H3‐expressing intestines (Pearson's correlation coefficient for H3T3A = 0.24 ± 0.10, *n* = 42 regions, Pearson's correlation coefficient for H3 = 0.16 ± 0.07, *n* = 42 regions). Individual data points and mean values are shown. Error bars represent SEM. ****P < 0.0001; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Table EV6.Quantification of the number of two differentiated cell types, ee cells and ECs in a region of 150 μm by 150 μm. There is no significant different in number of ee cells and ECs between H3‐ and H3T3A‐expressing intestines (for ee cells: H3 = 20.57 ± 2.02, *n* = 42 regions; H3T3A = 19.31 ± 1.81, *n* = 42 regions; For ECs: H3 = 78.11 ± 3.92, *n* = 28 regions; H3T3A = 84.14 ± 4.27, *n* = 28 regions). Individual data points and mean values are shown. Error bars represent SEM. NS, not significant; unpaired *t*‐test to compare two individual datasets to each other. Individual data values are shown in Table EV7.Clusters, in a *UAS‐H3‐mCherry* transgene sample, may be labeled as one of several midgut cell types on the basis of several marker genes. Marker gene levels are presented in Fig EV5.Separate analysis of the *UAS‐H3T3A‐mCherry* transgene sample identified cell types. These labeled populations were similar to the H3 cell populations. Given the difference in barcode metrics, these plots are not amenable to a visual comparison of differences in population dynamics.Detail of esg^+^ stem‐like cells in *UAS‐H3‐mCherry*, quantifying stem cell marker Delta (Dl), and progenitor marker Klumpfuss (klu). We demonstrate the near‐absence of Dl^+^klu^+^ cells, and the lack of separability of populations using this PCA‐UMAP method.Detail of esg^+^ stem‐like cells in *UAS‐H3T3A‐mCherry*, quantifying Delta and Klumpfuss. This sample is visually similar under UMAP to the *UAS‐H3‐mCherry* sample.The pseudotime model Slingshot (placing cells on the *x*‐axis) separates Dl^+^ and Dl^−^ cells in the esg^+^ cluster (levels indicated on the log *y*‐axis). The regression model glmGamPoi demonstrates differential expression of Dl in pseudotime, with a slightly enhanced fit (nonzero slope) in the wild‐type condition (n.s. *P* = 0.08).In pseudotime, klu is differentially expressed in the H3 wild‐type sample, with a slope opposite to that of Dl (demonstrating inverse correlation). The Slingshot pseudotime model is deficient in separating klu^+^ and klu^−^ cells in the H3T3A mutant sample, producing a regression fit without the expected positive slope. Our regression model produces different slopes for the H3 line and the H3T3A line, with a strongly nonzero coefficient for the difference in slope (****P < 0.0001). This supports a hypothesis that subpopulations of esg^+^ cells (klu^+^, klu^−^) may be less separable by their transcriptome profiles in *UAS‐H3T3A‐mCherry*, as compared to *UAS‐H3‐mCherry*. Data information: Scale bars in (A) and (B): 50 μm.

To confirm these potential effects in the ISC lineage, we performed single‐cell RNA‐seq (sc RNA‐seq, see Materials and Methods) of the H3‐ and H3T3A‐expressing midgut samples. 

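The midguts compared were those of adult flies that expressed mCherry-tagged H3 or H3T3A for 12 to 14 days at 29°C under esg-Gal4 with Su(H)-Gal80 and tub-Gal80ts, which the paper uses to limit expression to ISCs. Each genotype gave 1 single-cell library, prepared from 15 pooled intestines with the 10x Genomics 3′ protocol, which tags each captured transcript with a unique molecular identifier (UMI) and a cell barcode. The authors counted UMIs per gene and barcode with Cell Ranger 7.0.0, as the submitters' processing notes give it, and these raw counts are the values used. H3 held 10639 barcodes and 50057193 UMIs, with a median of 1796 UMIs and 432 genes per barcode. H3T3A held 6012 barcodes and 42833842 UMIs, with a median of 3528 UMIs and 906 genes. No barcode had fewer than 500 UMIs in either sample. Mitochondrially encoded genes took 21.5% of the UMIs in H3 and 10.7% in H3T3A, and digestive enzyme genes, which enterocytes (ECs) express, took 10.1% and 7.41%. The paper states that the H3 sample was overloaded with cells, which lowered its genes per cell.

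After the paper's methods, each sample was normalized with SCTransform and clustered on 6 principal components (PCs) at a Leiden resolution of 0.1. The median number of genes in the cluster with the highest esg was then set as the minimum per barcode, 626 genes in H3 and 1549 in H3T3A, which kept 4065 barcodes (38.2%) and 1757 (29.2%), and the clustering was repeated. The kept barcodes had a median of 4784 UMIs in H3 and 13211 in H3T3A. Clusters were named ISC/EB-like, ee-like, aEC-like, mEC-like or pEC-like from marker genes fixed before the data were examined, so the names are rebuilt and need not match those of Fig 6. Doublets were kept, since the paper names no step that removes them. Counts were summed per gene, sample and class and scaled to the UMI total of that class, as CPM. With 1 library per genotype there is no replicate error and no test between genotypes, so each share has an exact binomial (Clopper-Pearson) and each count an exact Poisson 95% interval, which cover counting error only. Gene names were matched to FlyBase identifiers through the reference annotation.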

We identified cluster identities closely matching previously identified midgut cell clusters (Hung *et al*, 2020), with the following prevalence: EC cells (aEC + mEC + pEC) have a prevalence of 40% in H3‐ and 38% in H3T3A‐expressing samples, while ee cells are 9% in H3‐ and 12% in H3T3A‐expressing samples (Fig 6E and F). These prevalence values are consistent with the above staining results. However, Seurat's preprocessing, UMAP, and clustering (Satija *et al*, 2015) did not separate ISC and EB cells into two populations (Fig 6G and H), so we report on a combined (ISC + EB) population. 

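EC-like cells made up 46.8% (1903 of 4065 barcodes, interval 45.3 to 48.4%) in H3 and 36.6% (643 of 1757 barcodes, interval 34.3 to 38.9%) in H3T3A. Among them, aEC-like cells were 17.9% and 9.96% of the kept barcodes, mEC-like cells 6.40% and 7.85%, and pEC-like cells 22.5% and 18.8%. Hormone-secreting ee-like cells were 8.61% (350 of 4065 barcodes, interval 7.77 to 9.51%) in H3 and 6.15% (108 of 1757 barcodes, interval 5.07 to 7.37%) in H3T3A. The order of the samples turned with the same minimum in both samples on the first clustering, settings chosen after seeing the data. The ee-like share was higher in H3T3A at each minimum scanned from 300 to 1600 genes, with 9.46% in H3 and 12.3% in H3T3A at 500 genes. In ee-like cells, the neuropeptide gene AstC was at 20222 CPM in H3 and 35699 CPM in H3T3A, a log2 ratio of 0.82 (interval 0.79 to 0.85), and Mip had a log2 ratio of 2.00 (1.80 to 2.20). AstC was found in 73.7% of the ee-like cells of H3 and 85.2% of those of H3T3A, which were deeper. Ratios in ee-like cells are over the whole class, whose mix of cells may differ between the samples, which was not tested. NPF, another peptide gene, had a log2 ratio of -1.39 and IA-2, an ee marker, of -0.18, and both turned positive without the minimum of genes, at 0.38 and 0.43. CG6602 had 260 UMIs in the ee-like cells of H3 and 0 in those of H3T3A, where its CPM was at least 46.1-fold lower against a floor of 3 UMIs, and stol, at -4.32, turned to 1.05 without the minimum.

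In EC-like cells, 10 of 14 heat shock and unfolded protein genes were higher in H3T3A, and the list's median log2 ratio of 0.67 lay at percentile 100 of 10000 random lists matched on expression. All 26 mitochondrially encoded genes were lower (median -0.94, percentile 0). They took 10.0% of the UMIs of EC-like cells in H3 and 6.66% in H3T3A, and 11.2% and 9.69% without the minimum of genes. The trypsin gene betaTry had a log2 ratio of -0.31, the proton pump gene Vha16-1 of 0.59, CG13315 of 0.66 and Mur29B of 0.37. These ratios are over a pool of aEC-like, mEC-like and pEC-like cells, whose mix differed between the samples. Within aEC-like cells, betaTry was at 52615 CPM in H3 and 50725 in H3T3A, and within mEC-like cells, Vha16-1 was at 19493 and 24614. The lipase gene mag was at -1.05 and the mannosidase gene LManVI at 0.21, and with 1 common minimum of genes these turned to 0.70 and -0.18, at a setting where 12.9% of the H3 barcodes were in an unnamed cluster led by Jon99Fi. CG34215 was the highest of the named genes at 6.78 (5.41 to 8.67, from 4 and 271 UMIs), and the lysozyme gene LysP, at 4.11, turned to -0.41 when likely doublets were removed and to -1.04 without cells rich in the CG34212 gene group. The difference in the EC-like share was within counting error with 20 PCs, at -1.16 percentage points (-3.91 to 1.60), and at a Leiden resolution of 0.3, at -0.967 percentage points (-3.54 to 1.65), but at these settings 8.04% and 19.0% of the H3 barcodes and 0% and 6.89% of the H3T3A barcodes were unnamed. In H3 these include clusters led by Jon99Fi and Jon25Biii, the leading genes of pEC-like cells at the main setting, so the smaller difference comes with cells that lost that name. With all deposited barcodes the difference turned, to 30.8% in H3 and 55.5% in H3T3A.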

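At the Leiden resolution of 0.1, the cells with high esg formed 1 cluster in each sample, with all 12 ISC/EB markers above the other cells. At a resolution of 0.3 this class split in both samples. In neither were Dl, the Notch ligand gene of ISCs, and klu, a gene of EBs, highest in opposite sub-clusters. In H3, the sub-cluster of 877 cells held Dl at 359.6 (interval 339 to 382) CPM and klu at 151 (interval 137 to 165) CPM, and that of 809 cells held Dl at 509 (interval 492 to 526) and klu at 168 (interval 159 to 178) CPM. In H3T3A, the sub-cluster of 546 cells held Dl at 610.5 (interval 593 to 628) and klu at 238 (interval 228 to 249.6) CPM, and that of 460 cells held Dl at 224 (interval 213 to 236) and klu at 193 (interval 183 to 205) CPM. In each sample, the sub-cluster with more Dl was thus also the one with more klu, although the klu intervals of the H3 sub-clusters overlap. Dl differed by more than klu between the sub-clusters of both samples, so klu was higher relative to Dl where Dl was lower. In H3T3A the Notch target E(spl)m3-HLH was at 180 CPM in both sub-clusters. That of 460 cells had 5 of the 12 ISC/EB markers above the other cells. An unnamed cluster of 476 H3 cells led by CG34212 also formed at this resolution. The H3 sub-clusters differed in depth, at a median of 2738 and 6567 UMIs per cell, and the H3T3A sub-clusters did not, at 10268 and 10169.5. In both samples, the sub-cluster with less Dl had the larger share of UMIs from mitochondrially encoded genes, at 18.2 against 6.63% in H3 and 6.10 against 4.39% in H3T3A, and more betaTry, an EC marker, at 752 against 261 CPM and 443 against 152 CPM. The second H3T3A sub-cluster also held whe at 4074 CPM and lcs at 2722 CPM, against 46.5 and 18.8 in the first.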

ISC + EB prevalence is 43% in H3‐ and 45% in H3T3A‐expressing samples (Fig 6E and F). 

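ISC/EB-like cells, the class with high esg, made up 44.6% (1812 of 4065 barcodes, interval 43.0 to 46.1%) in H3 and 57.3% (1006 of 1757 barcodes, interval 54.9 to 59.6%) in H3T3A. Its cells were deeper in H3T3A, with a median of 4139.5 UMIs per cell in H3 and 10220 in H3T3A. Its cluster in H3 was led by CG34212, CG45080, CG16826, whe and lcs ahead of esg and N, while the cluster in H3T3A was led by Egfr, Ubx, Tsp42Ea, robo2 and esg. The difference in share depends on the minimum of genes per barcode, which is set in each sample. With the minimum of H3T3A applied to both samples, ISC/EB-like cells were 35.6% in H3. Without a minimum, they were 32.6% of all deposited barcodes in H3 and 32.0% in H3T3A. These totals include unnamed clusters, with 27.1% of the barcodes in H3 and 3.76% in H3T3A, so the near-equal shares also depend on the barcodes that are counted in the total. At a minimum of 300 genes in both samples on the first clustering, a setting chosen after seeing the data, 4.86% and 1.30% were unnamed. ISC/EB-like cells were then 42.9% in H3 and 39.0% in H3T3A, so the order turned. From 400 to 1600 genes the share was higher in H3T3A at each minimum scanned.

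**Figure D1:**
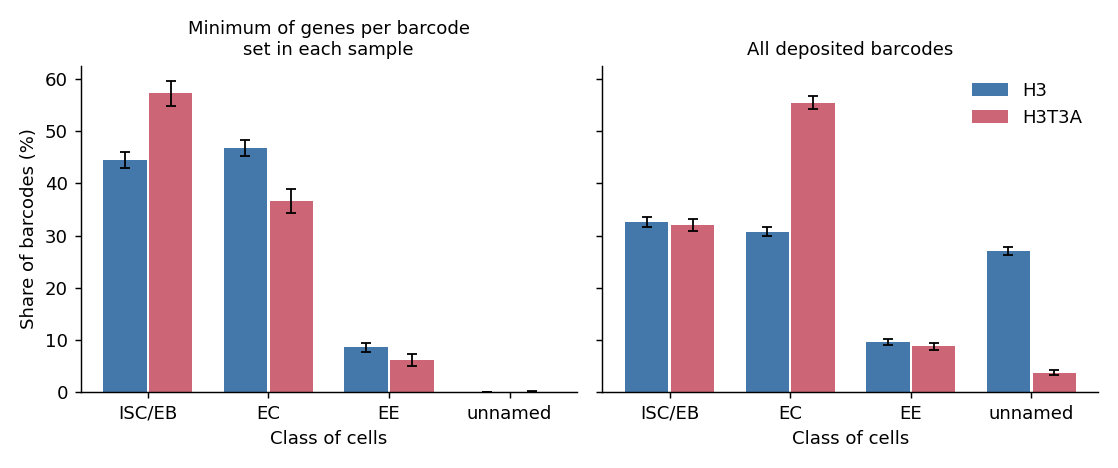
Share of barcodes in each class (%), in H3 and H3T3A, with the minimum of genes set in each sample (left) and for all deposited barcodes (right). Bars are shares with exact 95% binomial intervals from 1 library each. The order of the samples for EC-like cells is not the same in both panels.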

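Within the ISC/EB-like class, klumpfuss (klu, FBgn0013469), a transcription factor gene, was lower in cells with Delta (Dl, FBgn0000463) than in cells without it, in both samples. After each cell was thinned to 2000 UMIs, H3 cells with a Dl UMI held klu at 77.0 (interval 62.4 to 94.1) CPM and cells without one at 206 (interval 186 to 227) CPM, a ratio of 2.67 (2.13 to 3.37). In H3T3A these levels were 149 (interval 123 to 179) and 266 (interval 238 to 296) CPM, a ratio of 1.79 (1.44 to 2.23). In the other direction, klu was higher in cells with a UMI of an E(spl) gene, a group of Notch targets, by 3.58 times (2.91 to 4.44) in H3 and 2.45 times (1.97 to 3.07) in H3T3A.

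Thinning left out 211 of 1812 ISC/EB-like cells in H3 and none in H3T3A. Dl was found in 38.9% (36.5 to 41.4%) of the thinned cells in H3 and 38.4% (35.4 to 41.5%) in H3T3A, and klu in 21.2% (19.2 to 23.3%) and 30.6% (27.8 to 33.6%). Cells with both genes were 4.43% (3.48 to 5.56%) and 8.15% (6.54 to 10.0%), which is 0.538 and 0.694 times the number that independent detection would give. Cells with Dl and no klu were 34.5% and 30.2%, cells with klu and no Dl 16.7% and 22.5%, and 44.3% and 39.2% held neither. As a background, at the same 2000 UMIs, EC-like cells held klu in 4.41% of cells in H3 and 4.82% in H3T3A, and Dl in 3.57% and 0.933%. Without the minimum of genes, the klu ratio between cells without and with Dl was 2.68 in H3 and 2.90 in H3T3A, so the order of the samples turned. The order of the E(spl) ratio also turned, to 2.497 and 3.54 without the minimum and 3.76 and 3.89 at 4000 UMIs. The same holds for co-detection, with 0.553 of the independent number in H3 and 0.512 in H3T3A without the minimum, 0.537 and 0.522 at 1000 UMIs, and 0.749 and 0.685 at 4000 UMIs. At 1000 UMIs, cells with both genes were 1.99% and 2.19%.

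**Figure D2:**
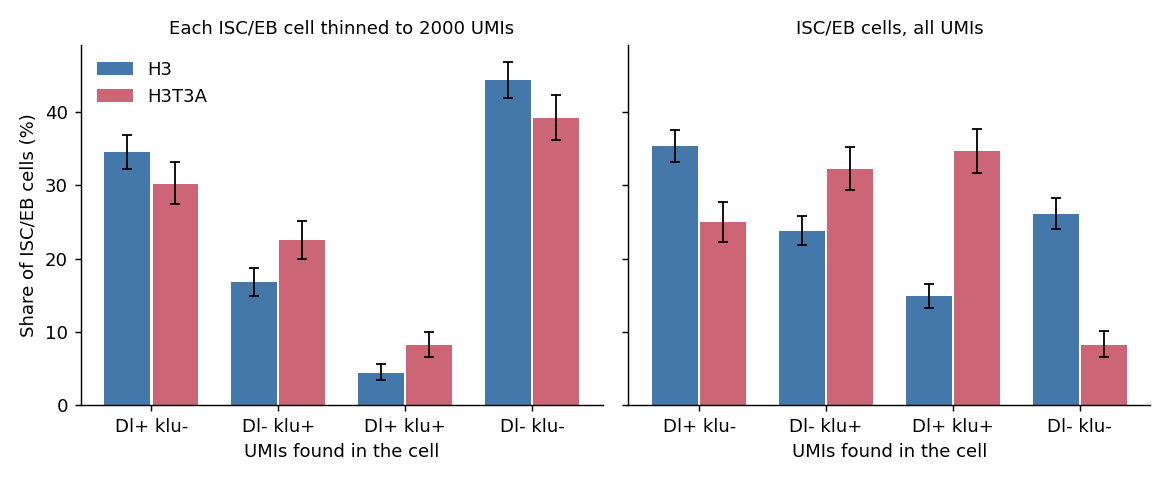
Share of ISC/EB-like cells (%) with UMIs of Dl, klu, both or neither in H3 and H3T3A, thinned to 2000 UMIs (left) and with all UMIs (right). Bars carry exact 95% binomial intervals. Dl without klu is the more frequent of the single-gene groups in both samples at 2000 UMIs.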

Next, using temporally differential gene expression analyses (Figs EV4A–H and EV5), *klumpfuss* (*klu*) was identified as a differentiation gene that is absent in *delta*‐expressed cells. This finding is consistent with the previous report of the function of klu as a transcription factor (Korzelius *et al*, 2019), and with the prior hypothesis of *klu* as an EB marker in scRNA‐seq (Hung *et al*, 2020), but we produced enhanced localization in pseudotime after the application of SCTransform normalization with Slingshot analysis (Hafemeister & Satija, 2019). Linear trends in pseudotime are characterized using Gamma‐Poisson regression (Ahlmann‐Eltze & Huber, 2021). For the two scRNA‐seq samples here, our regression model produced the coefficient named *pseudotime:conditionH3T3A*, representing difference in slope of the two pseudotime trend lines. 

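Along pseudotime, Dl fell in ISC/EB-like cells of both samples, while klu had no steady trend. The start was set at the end with the higher Dl, so that Dl is lower in the last tertile than in the first is fixed by construction. In H3, Dl went from 703 (interval 678 to 729) CPM in the first tertile of cells to 347 in the middle and 165 (interval 152 to 179) in the last. In H3T3A it went from 775 (interval 751 to 799) to 287 and 181 (interval 169.9 to 193) CPM. klu was at 164, 167 and 128 CPM in H3 and at 217, 246 and 203 CPM in H3T3A, so that its level was higher in H3T3A in each tertile. The Notch target E(spl)mbeta-HLH peaked in the middle tertile, at 218 CPM in H3 and 222 in H3T3A.

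Slopes came from a negative binomial regression of the counts on pseudotime with scran size factors, per standard deviation of pseudotime on the natural log scale. Pseudotime was the position along 1 principal curve through 50 PCs in each sample, and its start was set at the end with the higher Dl, which fixes the sign of the Dl slope. The Dl slope was -0.490 in H3 and -0.689 in H3T3A, a difference of -0.198. The klu slope was 0.154 in H3 and -0.0105 in H3T3A, a difference of -0.165. On 1 curve fitted to both samples jointly, the klu slopes were 0.0185 and 0.0228, so the difference was 0.00426. With library size factors in place of scran they were 0.0207 and 0.00159, a difference of -0.0191, and on a curve through 6 PCs -0.0598 and -0.146. These fits leave out the study's alignment of the samples by dynamic time warping, and with it the klu slopes were 0.122 and 0.0384, a difference of -0.0832. The klu slopes thus depend on the size factors, the curve and the alignment, and in H3 the CPM of klu was lower in the last tertile than in the first although the slope was positive. No p-value is given, since cells of 1 library are not replicates of a genotype.

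**Figure D3:**
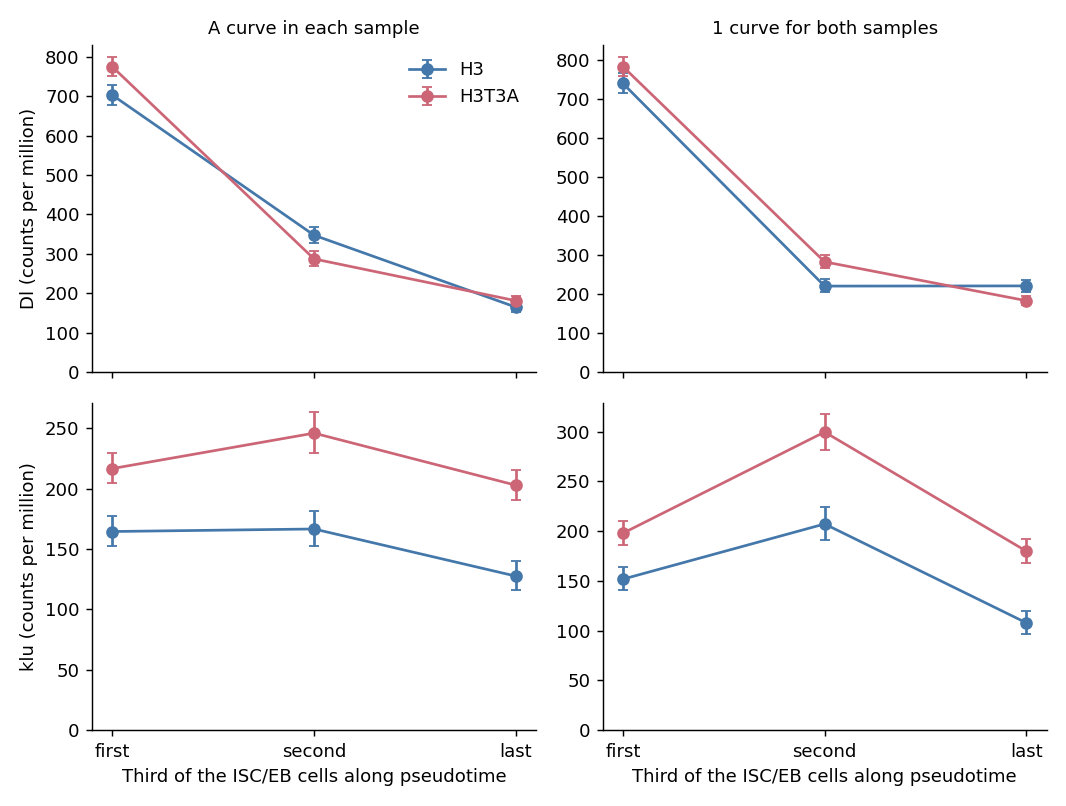
Dl (top) and klu (bottom) in CPM over the tertiles of ISC/EB-like cells along pseudotime, with a curve fitted in each sample (left) or 1 curve for both samples (right). Points are summed counts of 1 library with exact 95% Poisson intervals. The start is the end with the higher Dl. Dl falls from the first tertile to the middle one in all panels, and klu is highest in the middle tertile on the joint curve.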

Delta levels in pseudotime did not differ significantly between the two samples (*P* = 0.08, Fig 6I), while *klu* was differentially expressed in H3 pseudotime, with a slope significantly different from that of the H3T3A pseudotime (*P* < 10^−4^, Fig 6J). Together, here the scRNA‐seq data confirm that spatiotemporally controlled expression of the mutant histone H3T3A does not affect major cell types in the ISC lineage, but compromises differentiation of ISCs into a recognizable, *klu* ^+^, EB cell profile.

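In ISC/EB-like cells, klu was higher in H3T3A than in H3, while Dl and esg differed little. klu was at 218 CPM in H3T3A and 154 CPM in H3 (3012 and 1672 UMIs), a log2 ratio of 0.51 (0.42 to 0.59). Dl was at 437 and 429.9 CPM, a log2 ratio of 0.024 (-0.031 to 0.079). esg (FBgn0287768), a transcription factor gene of ISCs and EBs, was at 587 and 514 CPM, a log2 ratio of 0.19 (0.14 to 0.24). The median over all 6816 genes with at least 100 counts was 0.16, and with TMM factors, which bring this median to 0.014, the ratios were 0.36 for klu, -0.12 for Dl and 0.048 for esg.

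Gene lists fixed before the data were examined were set against 10000 random lists matched on expression, whose medians lay near the median of all genes. Of 5 Notch target and enteroblast genes, 4 had a higher CPM in H3T3A (median 0.21, percentile 66.0), with E(spl)mbeta-HLH at 0.36 and E(spl)m3-HLH at -0.11, which turned to 0.083 after thinning. Of 13 ISC and progenitor genes, 9 were higher (median 0.19, percentile 77.5), with the receptor genes Egfr at 0.55 and Pvr at 0.50 and the transcription factor gene sna at -1.69. Of 7 enterocyte differentiation genes, 6 were higher (median 0.32, percentile 97.9), but this percentile became 0 without the minimum of genes and 29.8 after thinning, and its septate junction gene mesh went from 0.76 to -0.53 without the minimum, while nub, at -0.19, stayed negative. The heat shock and unfolded protein list had 10 of 15 genes higher (median 0.40, percentile 100), with the chaperone genes Hsp27 at 0.80 and Hsp67Bc at 0.80, but Hsp83 at -0.13 and crc at -0.24. With TMM factors, the genes that were higher numbered 3 of the Notch target, 7 of the ISC and progenitor, 5 of the enterocyte differentiation and 9 of the heat shock list. All 23 mitochondrially encoded genes were lower (median -1.20, percentile 0), from -0.71 for mt:CoI to -1.80 for mt:ND3. Of 31 digestive enzyme genes, 29 were lower (median -0.89, percentile 0), among them CG12374 at -1.33, mag at -1.99 and betaTry at 522 CPM in H3 and 282 CPM in H3T3A. Mitochondrially encoded genes took 10.4% of the class's UMIs in H3 and 5.16% in H3T3A, and digestive enzymes 0.445% and 0.229%. With 1 common minimum of genes the mitochondrial share was 7.01% in H3, and without a minimum it was 14.1% in H3 and 6.30% in H3T3A. The size of this gap thus depends on the minimum, which was not the same in both samples at the main setting.

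The genes with the highest ratios included the tyrosine hydroxylase gene ple (3 UMIs in H3 and 154 in H3T3A, log2 ratio 5.34, interval 3.76 to 7.63), Phk-3 at 4.72, jhamt at 4.70 and GstD11 at 4.66. In H3T3A, Phk-3 had 4 UMIs in the first and 1598 in the last tertile of pseudotime, and GstD11 2 and 1574. CG6602, at 5.83, and tsh, at 5.27, were also among them but turned to -3.31 and -1.67 without the minimum of genes. Those with the lowest included mat (1469 UMIs in H3 and 2 in H3T3A, log2 ratio -9.86, interval -12.91 to -8.01), CG13947 at -6.52 and CG42342 at -3.47. In H3, mat had 3 UMIs in the first and 1452 in the last tertile, so the ratios of Phk-3, GstD11 and mat do not describe the class as a whole. The gene whe, at -3.14, turned to 0.62 with 1 common minimum of genes and to 2.10 with likely doublets removed. From the scRNA-seq data together, the paper concludes that H3T3A leaves the major cell types of the ISC lineage unaffected and hinders ISCs in becoming recognizable klu-positive EBs.

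**Figure D4:**
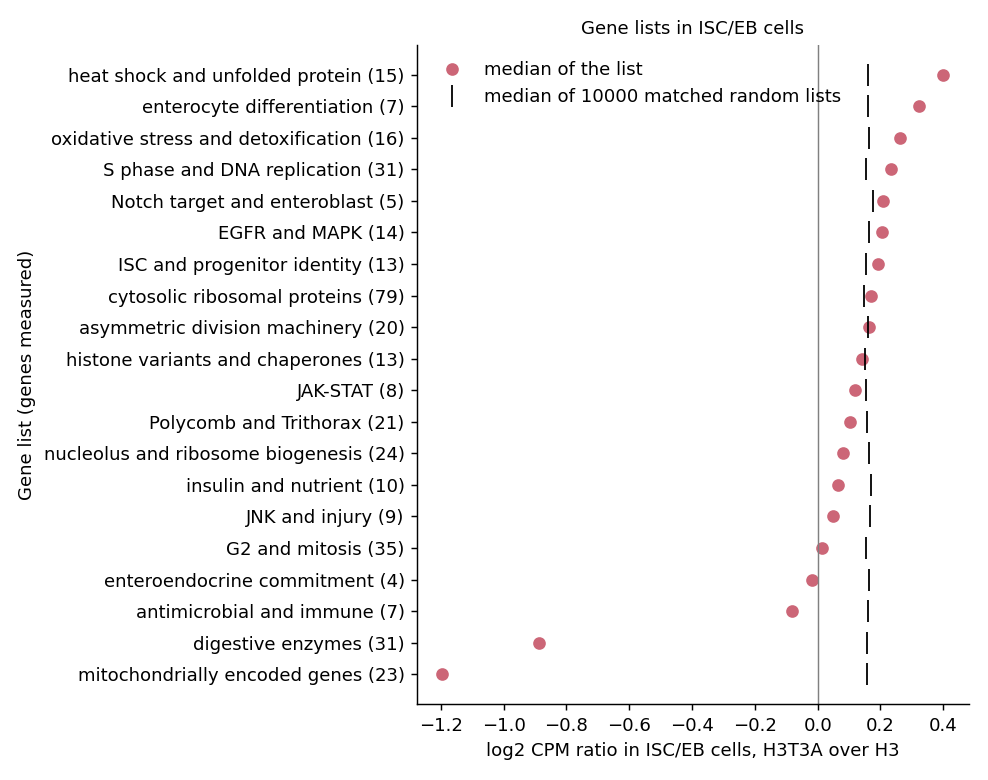
Median log2 CPM ratio of each gene list in ISC/EB-like cells, H3T3A over H3 (circles), with the median of 10000 random lists matched on expression (bars). The number of genes measured stands in parentheses. Mitochondrially encoded genes and digestive enzymes lie lowest and heat shock and unfolded protein genes highest.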

**Figure EV4:**
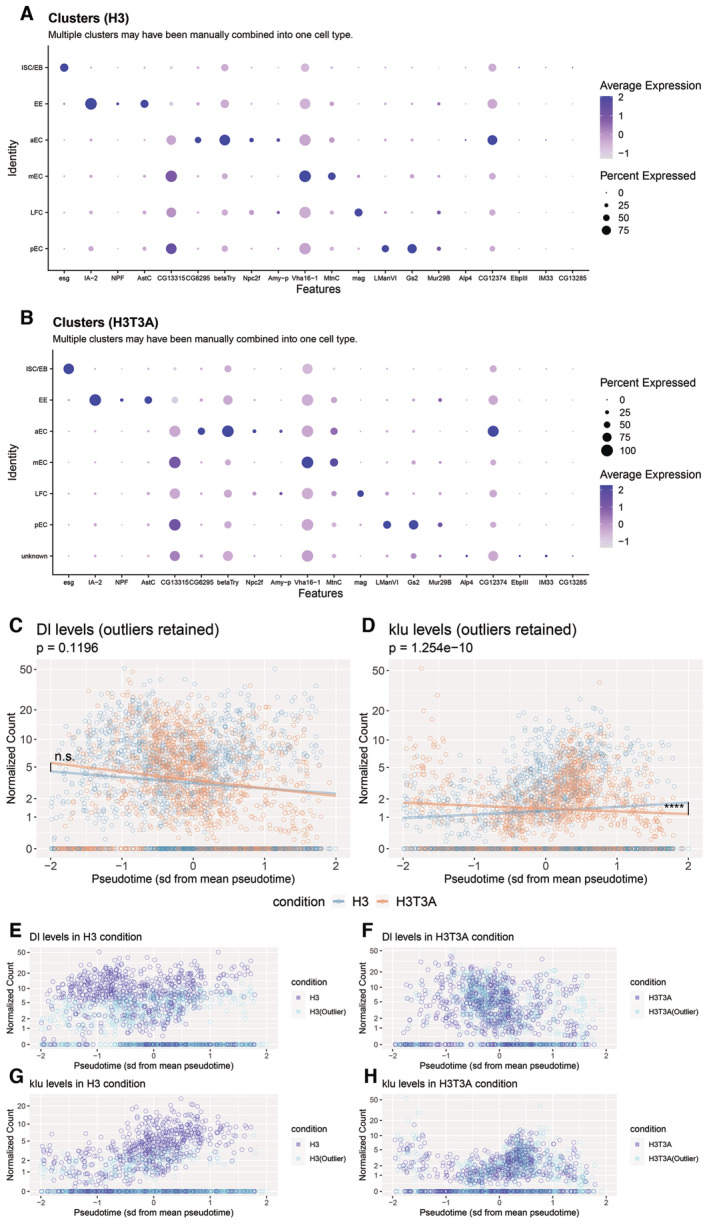
Related to Fig 6. Single‐cell RNA‐seq using H3‐expressing and H3T3A‐expressing intestinal samples show compromised ISC differentiation in the H3T3A‐expressing samples A, BClusters were identified from a list of marker genes (Hung *et al*, 2020). The H3 and H3T3A samples are very similar in the average expression levels of these different clusters. Only H3T3A (after quality control) contained a cluster with no expression of any marker which uniquely identified the other clusters (unknown).CWe fitted a regression model to predict Delta levels in pseudotime (*x*‐axis). Our outlier removal (outliers removed in Fig 6I) did not affect the significance level, but did increase the slope of the wild‐type regression line by roughly twofold, which is a desirable quality.DThe regression model for klu levels is also similar to its counterpart after outlier removal (Fig 6J). Outliers did not change the direction of the slope or the significance level, but had a negative effect on the wild‐type line, which has a small slope here.E–HThe exclusion of outliers [the Unknown class of the scType classifier (Ianevski *et al*, 2022)] is detailed. scType may be affected by differences in separability between Dl^+^ and *klu* ^+^ populations in H3T3A. The outliers do not follow the same pattern in the H3 and H3T3A samples, but we chose an off‐the‐shelf solution for removal of outliers based on marker genes, to avoid biasing the result. We removed outliers shown in (E and F); compare (C) with Fig 6I. We removed outliers shown in (G and H); compare (D) with Fig 6J.

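Each class of H3 resembled the same class of H3T3A more than any other class. Across genes, the rank correlation of CPM between H3 and H3T3A was 0.970 for ISC/EB-like, 0.911 for ee-like, 0.952 for aEC-like, 0.944 for mEC-like and 0.977 for pEC-like cells. Between different classes it ranged from 0.357, for ee-like cells of H3 and aEC-like cells of H3T3A, to 0.811, for pEC-like and aEC-like cells. These are correlations across genes within 1 pair of libraries, and genes are not independent replicates. Among the class markers, hdc was at 1756 and 2126 CPM in the ISC/EB-like cells of H3 and H3T3A, mira, an adaptor of asymmetric division, at 344 and 335, and zfh2 at 482 and 500.4. The trypsin gene alphaTry was at 31388 and 31010 CPM in aEC-like cells, the proton pump gene Vha100-4 at 2381 and 3173 in mEC-like cells, and the glutamine synthetase gene Gs2 at 1118 and 1329.5 in pEC-like cells. The metallothionein gene MtnC, also a marker of mEC-like cells, went from 6243 to 2123 CPM, while MtnB went from 47.5 to 211. The ee marker pros was at 1103 and 1254 CPM in ee-like cells, and Tk, a tachykinin gene, at 6778 and 3504. Without the minimum of genes, Tk was among the 10 leading genes of the ee-like cluster in H3T3A and not in H3. The order of the samples for Tk may thus depend on the minimum.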

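No barcode of either sample held Alp4, EbpIII, IM33 and CG13285 all together, the genes that Fig EV4B plots beside the class markers. Cells with at least 3 of the 4 genes were 1 of 4065 kept barcodes in H3 (0.0246%, interval 0.000623 to 0.137%) and 7 of 1757 in H3T3A (0.398%, 0.160 to 0.819%), and all of them were in the ISC/EB-like class. Over that class, IM33, which encodes an immune-induced peptide, had a log2 ratio of 3.41 between H3T3A and H3 (358 and 4833 UMIs), CG13285 of 2.39, EbpIII of 0.45 and the phosphatase gene Alp4 of -0.17 (interval -0.37 to 0.032). The first 2 ratios do not describe the class as a whole, since in H3T3A IM33 had 5 UMIs in the first and 4810 in the last tertile of pseudotime, and CG13285 1 and 545. Without the minimum of genes, IM33 turned to -1.11 and EbpIII to -2.04, EbpIII was -0.33 with 1 common minimum, and CG13285 was -0.15 after thinning. With log-normalized counts in place of SCTransform, 18 cells of H3T3A, and none of H3, formed an unnamed cluster led by IM33, CG6409, Msr-110, GstD11 and Phk-3. With 20 PCs, unnamed clusters formed in H3 alone, 1 of them of 42 cells with no class marker above the other cells, and at a Leiden resolution of 0.3 in both samples.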

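Leaving out the cells with neither Dl nor klu UMIs, 473 of 1812 in H3 and 83 of 1006 in H3T3A, raised the klu slope in both samples. It became 0.236 in H3 (1339 cells) and 0.230 in H3T3A (923 cells), a difference of -0.00582. The Dl slope became -0.221 in H3 and -0.542 in H3T3A. The esg slope was -0.208 and -0.274 over these cells, and -0.218 and -0.419 over all ISC/EB-like cells. This rule stands in for the scType classifier, which was not run, and it selects cells by the genes whose slopes are fitted. In H3 the rule made the Dl slope smaller in size, from -0.490 to -0.221. The legend of Fig EV4 states that the study's outlier removal made that slope larger, so the rule does not reproduce that step.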

**Figure EV5:**
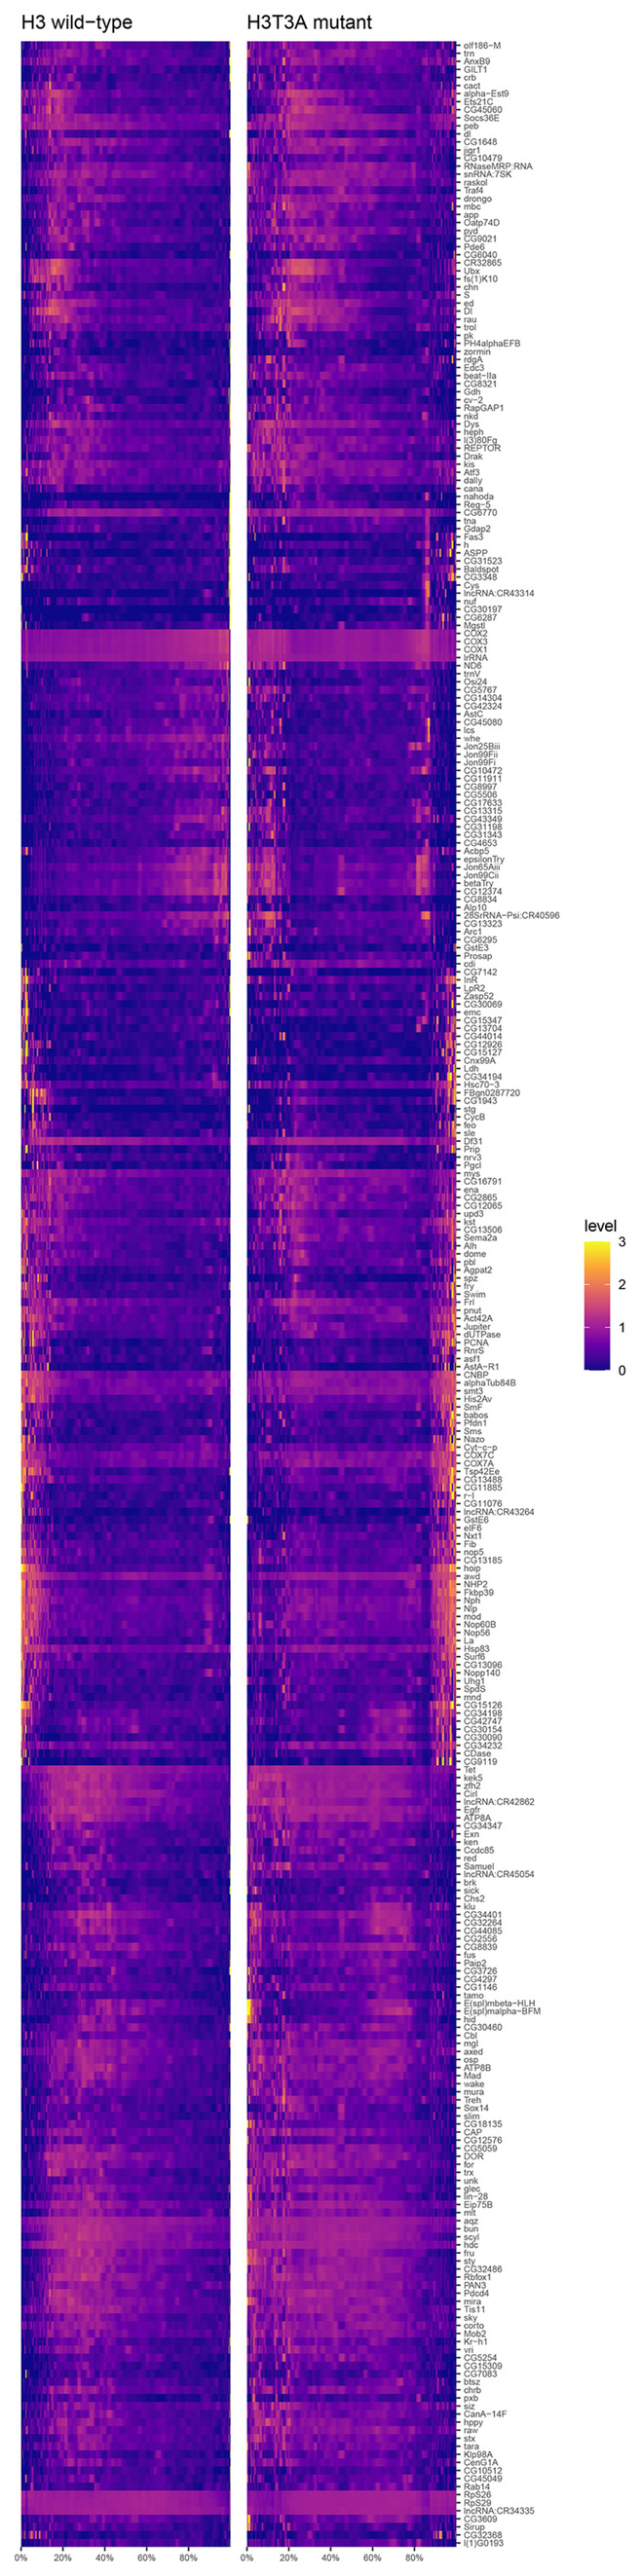
Related to Fig 6. Single‐cell RNA‐seq data showing representative individual gene expression profiles in H3‐expressing and H3T3A‐expressing intestinal samples H3 and H3T3A pseudotime is shown as gene levels varying from left to right. Genes are selected for significance according to the tradeSeq nonlinear differential expression library (Van den Berge *et al*, 2020). Note that klu levels are low where Dl levels are high, and vice versa.

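From the first to the last tertile of pseudotime, the lists of ISC and progenitor identity and of mitosis had lower medians at the end in both samples, and enterocyte differentiation genes higher ones. The start was set at the end with the higher Dl, which is a member of the ISC and progenitor list. The sign for that list is thus not free of this choice, and a start set by Notch targets turned the sign of each list's median. In H3, 4 of 7 enterocyte differentiation genes were higher in the last tertile, with a median log2 ratio of last over first of 2.24 (percentile 100), and in H3T3A 6 of 7, with 3.17 (percentile 100.0). The ISC and progenitor list had a median of -1.33 (percentile 0) in H3, with 0 of 11 genes higher, and -1.002 (percentile 0) in H3T3A, with 1 of 11, and the G2 and mitosis list of -1.35 (percentile 0), with 0 of 23, and -0.92 (percentile 0), with 2 of 31. The mitotic phosphatase gene stg went from 28.7 to 2.68 CPM in H3 and from 15.4 to 10.2 CPM in H3T3A. Genes of S phase and DNA replication had a median of -0.47 (percentile 28.2) in H3 and 0.35 (percentile 99.0) in H3T3A, but without cells rich in the CG34212 group, a setting chosen after seeing the data, the order turned, to 0.11 (percentile 92.5) and 0.0099 (percentile 48.0). PCNA went from 48.5 to 36.9 and from 34.9 to 60.2 CPM. Across 4654 genes, the rank correlation of the ratios of last over first tertile between H3 and H3T3A was 0.797. The last tertile held lcs at 12891 CPM in H3 and 3209.9 in H3T3A, against 92.5 and 17.8 in the first. The last tertile also held more RNA of mitochondrially encoded genes, with 19 of 19 higher in H3 at a median of 1.01 (percentile 100) and 17 of 17 in H3T3A at 0.62 (percentile 100), and of digestive enzymes, with 21 of 21 at 1.23 (percentile 100) and 12 of 15 at 0.17 (percentile 87.3), which was 2.55 (percentile 100) on a curve through 6 PCs. The end of pseudotime is thus not marked by differentiation genes alone. Percentiles are among 10000 random lists matched on expression and describe these libraries.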

## Discussion

A long‐standing biological question is how distinct cell fates are established, maintained, and changed by epigenetic mechanisms at the single‐cell level in multicellular organisms, where cells have identical genomes. Here, using the *Drosophila* ISC lineage as a model system, we studied the inheritance of different canonical histones H3, H4, and H2A during the ISC divisions. In postmitotic pairs of cells with an asymmetric Delta expression pattern, asymmetric histone inheritance patterns are detected, where the Delta‐high cell inherits more old histones and the Delta‐low cell inherits more new histones. In contrast, histones are distributed more symmetrically between the postmitotic pair of cells with similar Delta expression. We hypothesize that the observed differences in Delta expression patterns are indicative of distinct cell identities resulting from different cell division modes. Here, an asymmetric Delta expression pattern, with one Delta‐high cell and one Delta‐low cell, may indicate that these two cells result from an asymmetric ISC division, where the Delta‐high cell will maintain an ISC identity while the Delta‐low cell will take on differentiation. In contrast, a symmetric Delta expression pattern could result from a symmetric ISC division, where both Delta‐expressing cells will maintain the ISC identity. Interestingly, the percentages of asymmetric versus symmetric Delta expression patterns in the postmitotic pairs (79.6% versus 20.4% in Fig 4G) are largely consistent with the ratios of asymmetric versus symmetric ISC divisions as reported in other studies (O'Brien *et al*, 2011; de Navascues *et al*, 2012; Goulas *et al*, 2012; Tian & Jiang, 2014; Jin *et al*, 2017), as well as the H3 inheritance modes in the mitotic ISCs observed in our study (75.0% versus 25.0% in Fig 2H). These findings link the asymmetric histone inheritance mode with the establishment of distinct cell identities after one cell division. Furthermore, we found that this asymmetric inheritance mode is specific to H3 and to the less extent to H4 (Fig 7A), as old and new H2A histones are almost always inherited symmetrically (Fig 7B). This molecular specificity could be explained by the incorporation of old H3 and H4 into chromatin as a (H3‐H4)_2_ tetramer, while old H2A and H2B are incorporated as (H2A‐H2B) dimers (Jackson & Chalkley, 1981; Russev & Hancock, 1981; Jackson, 1988; Xu *et al*, 2010; Katan‐Khaykovich & Struhl, 2011). Since H3 and H4 carry most of the post‐translational modifications that influence gene expression (Kouzarides, 2007; Young *et al*, 2010; Huang *et al*, 2014; Allis & Jenuwein, 2016), the asymmetric inheritance of old versus new (H3‐H4)_2_ serves as an elegant mechanism for establishing distinct epigenomes in the daughter cells that arise from stem cell ACD, possibly leading to differential gene expression programs and potentially other distinct cellular features.

**Figure 7:**
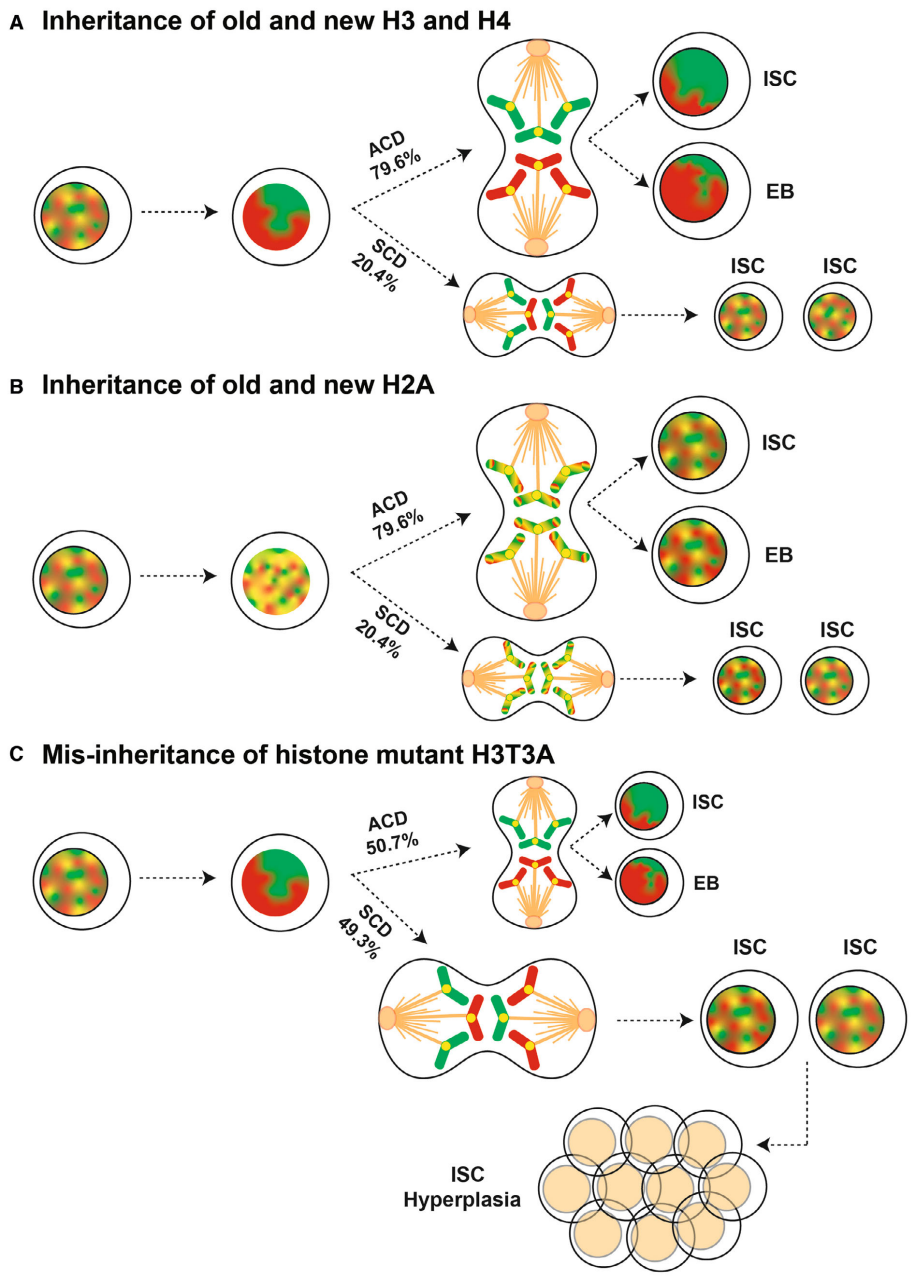
Model for old (green) and new (red) histone inheritance patterns and their potential roles in the ISC system Old versus new H3 and H4 histones are likely incorporated differentially during S phase and form separable domains visualized in the mitotic ISCs at prophase and prometaphase. During ACD, old versus new H3‐ and H4‐enriched sister chromatids are segregated asymmetrically, giving rise to a self‐renewed ISC that inherits more old H3 and H4, and a non‐ISC that inherits more new H3 and H4. During SCD, old versus new H3‐ and H4‐enriched sister chromatids are segregated symmetrically, giving rise to two ISCs that inherit a comparable amount of old versus new H3 and H4.Old versus new H2A histones are likely incorporated evenly during S phase and show an overlapping distribution visualized in the mitotic ISCs at prophase and prometaphase. In both ACD and SCD, old versus new H2A are segregated symmetrically to the resulting daughter cells.With the mutant histone H3T3A, there is a significant increase in Delta‐symmetric postmitotic pairs when compared to wild‐type H3 shown in (A), suggesting a potential increase in SCD and defective cellular differentiation in the ISC system.

The biological significance of the asymmetric histone inheritance is further exemplified when this pattern is disrupted by the H3T3A histone mutant, where we detected an increase in Delta‐symmetric postmitotic pairs of cells as well as the overpopulated ISC‐like cells (Fig 7C). Interestingly, based on intestinal morphology, we observed hyperplasia in the H3T3A mutant more often in the posterior midgut. Previous work in the field has identified the posterior midgut as a region that is more sensitive to tumor formation, acting as a “tumor hotspot” (Marianes & Spradling, 2013; Patel *et al*, 2015). In our experiments, we see that the posterior midgut appears to be more sensitized to the H3T3A mutant, consistent with these findings. These data connect misregulated histone inheritance with potential changes in cell fate determination. Recently, large‐scale analysis identified histone mutations in 3.8% of human tumor samples, a ratio similar to the mutations of known cancer‐associated genes such as *BRCA2* and *NOTCH1*. In particular, mutations at the Thr3 residue of H3 have been found in a variety of human tumor samples, including lung, breast, skin, bladder, and liver cancers (Nacev *et al*, 2019). However, the molecular mechanisms underlying these “oncohistones” are not fully understood. Here, our findings on the oncohistone H3T3A illuminate how this mutation could lead to the loss of proper epigenetic inheritance and the onset of tumor formation.

The asymmetric inheritance mode of histones was first reported during the ACD of male *Drosophila* GSCs (Tran *et al*, 2012), which opened a new avenue of research; however, many essential questions remained, such as whether this asymmetric histone inheritance mode is specific to germ cells, stem cells, and/or asymmetrically dividing cells. The results reported in this paper provide a solid basis to addressing these questions. Despite significant differences in the niche structure, signaling cascades for regulating stem cell activity, and cellular differentiation pathways between the ISC and male GSC lineages [(Kiger *et al*, 2001; Tulina & Matunis, 2001; Ohlstein & Spradling, 2007; Leatherman & Dinardo, 2008; Lin *et al*, 2008; Jiang *et al*, 2009, 2011; Amoyel *et al*, 2014; Li *et al*, 2014; Stine *et al*, 2014; Doupe *et al*, 2018) and reviewed in (Morrison & Spradling, 2008; de Cuevas & Matunis, 2011; Losick *et al*, 2011; Kahney *et al*, 2019)], several key features of asymmetric histone inheritance are common between these two stem cell systems. First, the cellular specificity in the GSC lineage has been demonstrated by asymmetric histone inheritance mode in asymmetrically dividing GSCs but not in symmetrically dividing spermatogonial cells. In the ISC lineage, this cellular specificity is manifested by ISCs displaying an asymmetric histone inheritance mode in Delta‐asymmetric postmitotic pairs but not for Delta‐symmetric postmitotic pairs. Second, this asymmetry has the molecular specificity for H3 and H4 histones in both systems, emphasizing the importance of these two canonical histones in carrying and passing on or resetting an “epigenetic memory.” Finally, expression of the mutant histone H3T3A abolishes asymmetric histone inheritances in both systems, resulting in stem cell or progenitor cell hyperplasia. Therefore, these results demonstrate that the asymmetric histone inheritance mode is not specific to either germ cells or stem cells, but likely contingent on the asymmetric mode of mitosis with the mission to generate two distinct daughter cells. Additionally, asymmetric histone inheritance could occur at a local level, likely at critical genes that regulate stem cell fate or proper cellular differentiation (Kahney *et al*, 2021). Similar local asymmetry of histone inheritance was shown in induced asymmetrically dividing mouse embryonic stem cells (mESCs; *Ma et al*, 2020), with the H3K27me3 as a key histone modification displaying distinct distribution at the differentially expressed genes between the two daughter cells (Sun *et al*, 2021). It will be intriguing to explore in the future what histone modifications are associated with old versus new histones.

Furthermore, asymmetric sister centromere in recognizing sister chromatids during ACD has also been reported in *Drosophila* male GSCs (Ranjan *et al*, 2019; Kochendoerfer *et al*, 2021, 2023; Ranjan & Chen, 2022) and female GSCs (Carty & Dunleavy, 2020; Dattoli *et al*, 2020; Carty *et al*, 2021; Kochendoerfer *et al*, 2021). Asymmetric inheritance of old versus new centromere‐specific histone variant CENP‐A/CID has also been reported in the *Drosophila* ISCs (Garcia Del Arco *et al*, 2018). More studies in the future are needed to understand how global (i.e., in fly male GSCs and ISCs) and local (i.e., in fly female GSCs and mESCs) canonical histone asymmetries are established, which is likely by developmentally programmed DNA replication. Furthermore, how canonical histone asymmetries on sister chromatids are recognized and differentially inherited is likely due to the differential attachment of the mitotic spindle to asymmetric sister centromeres. Finally, the distinct distribution of epigenetic information between the two daughter cells derived from ACD probably prepares them for distinct cellular behaviors, which is crucial to development, tissue homeostasis, and regeneration of multicellular organisms.

It has been debated whether the two cells resulting from ISC division are intrinsically asymmetric, or only become asymmetric through the extrinsic signaling cues after ISC division. Previous studies demonstrate that intrinsic polarity mechanisms result in the asymmetric distribution and inheritance of Par proteins to the apical daughter cell during ACD of ISCs, in order to promote differentiation (Goulas *et al*, 2012). Furthermore, differential Notch activities due to the polarized Par complex induce distinct cellular differentiation pathways (Guo & Ohlstein, 2015). Recent work has also shown that the spindle orientation in ISCs is tightly linked with cell fate, where planar orientation gives rise to two ISCs and angular orientation generates the ISC/EB pair of daughter cells (Hu & Jasper, 2019). Here, through analyzing different mitotic stages of ISCs, separable old versus new H3 distribution is detectable in prophase and prometaphase ISCs regardless of the ISC division modes, indicating that this asymmetry is likely intrinsically established prior to mitosis (Fig 7A). Interestingly, old versus new H3T3A signals are still separable in prophase and prometaphase ISCs, similar to that of wild‐type H3, suggesting that this mutant histone does not interfere with differential histone incorporation before mitosis (Fig 4A and B). However, increased symmetric segregation patterns in anaphase and telophase H3T3A‐expressing ISCs indicate that sister chromatids differentially enriched with old versus new H3T3A signals cannot be properly recognized and segregated (Fig 4C and D). Because flies have two major autosomes (2^nd^ and 3^rd^ chromosomes) in addition to the sex chromosomes, even the randomized segregation of sister chromatids could lead to an asymmetric pattern at a low percentage, as shown previously (Xie *et al*, 2015). However, even though rare asymmetric histone inheritance occurs with randomized segregation pattern, the daughter cell enriched with old histone is still the cell expressing a higher level of Delta, indicative of ISC identity (Figs 4F and G, and 7C). Together, these findings indicate that ISC cell fate is likely specified by the intrinsic epigenetic information and the polarized extrinsic cues possibly act to ensure their differential segregation pattern. In summary, given the unique features of the ISC system, such as the ability to precisely label each derivative cell in the entire lineage, the large number of ISCs in their endogenous niche, and the sensitivity of ISC activity to environmental changes such as nutrition as well as aging (Shim *et al*, 2013; Gervais & Bardin, 2017; Jasper, 2020; Rodriguez‐Fernandez *et al*, 2020), it will become a new *in vivo* model system to study the fundamental principles of different histone inheritance modes and relevant biological consequences under physiological and pathological conditions.

## Materials and Methods

### Generation of switchable dual‐color transgenes

Standard procedures were used for all molecular cloning experiments. Enzymes used for plasmid construction were obtained from New England Biolabs (Beverly, MA). The new histone sequences, such as *histone‐mCherry*, were recovered as an XbaI‐flanked fragment and were subsequently inserted into the XbaI site of the UASp plasmid. The old histone sequences, such as *histone‐eGFP*, were inserted to *pBluescript‐FRT‐NheI‐SV40 PolyA‐FRT* plasmid at the unique NheI site. The entire *NotI‐FRT‐histone‐eGFP‐SV40 PolyA‐FRT‐EcoRI* sequences were then subcloned into the *UASp‐histone‐mCherry* plasmid digested by *NotI* and *EcoRI*. The final *UASp‐FRT‐histone‐eGFP‐PolyA‐FRT‐histone‐mCherry‐PolyA* plasmids were introduced to w^1118^ flies by P‐element‐mediated germline transformation (Bestgene, Inc.). The dual‐color H3, H4, and H2A transgenic lines were used previously (Wooten *et al*, 2019; Kahney *et al*, 2021). Other new histone transgenic strains generated for this work are described as follows and are all on either the second or the third chromosome as a single‐copy transgene.

### Generation of co‐expressing H3 transgene

The T2A sequences: gag ggc cgc ggc agc ctg ctg acc tgc ggc gat gtg gag gag aac ccc ggg ccc that encodes the following amino acid sequence: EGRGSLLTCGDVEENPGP was inserted in the *UASp*‐*H3‐eGFP* plasmid to generate the *UASp‐H3‐eGFP‐T2A* plasmid, the *H3‐mCherry* sequences were subsequently inserted as a XbaI fragment to generate the *UASp‐H3‐eGFP‐T2A‐H3‐mCherry‐PolyA* plasmid, which was introduced to w^1118^ flies by P‐element‐mediated germline transformation (Bestgene, Inc.).

### Generation of H3‐mCherry and H3T3A‐mCherry transgenes

The histone sequences, such as *H3‐mCherry* and *H3T3A‐mCherry*, were recovered as an XbaI‐flanked fragment and were subsequently inserted into the XbaI site of the UASp to generate: *UASp‐H3‐mCherry* and *UASp‐H3T3A‐mCherry* plasmids, which were introduced to w^1118^ flies by P‐element‐mediated germline transformation (Bestgene, Inc.).

### Fly strains and husbandry

Fly stocks were raised using standard Bloomington medium at 25°C unless otherwise noted. Female flies were analyzed at 10‐day posteclosion unless otherwise noted. The following fly stocks were used: *hs‐flp* on the X chromosome (Bloomington Stock Center BL‐26902), *esg‐Gal4* on the 2^nd^ chromosome (Dr. Allan Spradling, Carnegie Institute, Baltimore, MD), *esg‐Gal4*, *UAS‐eYFP* on the 2^nd^ chromosome (Dr. Heinrich Jasper, Buck Institute, Novato, CA), *Su(H)‐Gal80*, *tub‐Gal80ts* on the 3^rd^ chromosome (Dr. Heinrich Jasper, Buck Institute, Novato, CA), *Su(H)‐Gal80* on the 3^rd^ chromosome (separated from the recombined *Su(H)‐Gal80*, *tub‐Gal80* ^*ts*^), *Delta‐nuclear lacZ* reporter on the 3^rd^ chromosome (Dr. Allan Spradling, Carnegie Institute, Baltimore, MD), *Suppressor‐of‐Hairless lacZ* reporter on the X chromosome (Dr. Allan Spradling, Carnegie Institute, Baltimore, MD), *UASp‐FRT‐H3‐eGFP‐PolyA‐FRT‐H3‐mCherry* on the 2^nd^ chromosome (Wooten *et al*, 2019), *UASp‐H3‐eGFP‐T2A‐H3‐mCherry* on the 2^nd^ chromosome (this study), *UASp‐FRT‐H4‐eGFP‐PolyA‐FRT‐H4‐mCherry* on the 2^nd^ chromosome (this study), *UASp‐FRT‐H2A‐eGFP‐PolyA‐FRT‐H2A‐mCherry* on the 3^rd^ chromosome (Wooten *et al*, 2019; Kahney *et al*, 2021), *UASp‐FRT‐H3T3A‐GFP‐PolyA‐FRT‐H3T3A‐mKO* on the 3^rd^ chromosome (Xie *et al*, 2015), *UASp‐H3‐mCherry* on the 2^nd^ chromosome (this study), and *UASp‐H3T3A‐mCherry* on the 2^nd^ chromosome (this study).

### Heat‐shock scheme

Flies with *UASp* dual‐color histone transgenes were paired with the *esg‐Gal4* driver alone (Figs 1, EV1, 2, 3, EV2, EV3, 4), or the ISC‐specific combination of *esg‐Gal4*, *Su(H)‐Gal80* driver (Fig 3M and N, Fig EV2B). Flies were raised at 25°C throughout development until adulthood. At eclosion, flies were transferred to new vials and aged for 10 days. On the 10^th^ day, flies were transferred to new vials. Vials were then submerged underneath the water up to the plug in a circulating 37°C water bath for 90 min and were then recovered at 29°C for 18 h before dissection for immunostaining experiments.

### Spatiotemporally controlled experiments

Fly crosses that aimed to combine the histone transgenes of interest with the *esg‐Gal4*, *Su(H)‐Gal80*, *tub‐Gal80* ^*ts*^ driver were crossed at the permissive temperature of 18°C to prevent the expression of all transgenes (Fig 5). The F1 generation was kept at 18°C through development until 1–3‐day posteclosion. At this point, the flies were shifted to the nonpermissive 29°C to inactivate Gal80^ts^, allowing for the activation of the *esg‐Gal4*, *Su(H)‐Gal80* driving expression of the histone transgenes and the eYFP reporter. Flies were then dissected 12 days after the temperature shift and were analyzed via immunostaining.

### Immunostaining experiments

Immunofluorescence staining was performed using standard procedures (Tran *et al*, 2012; Marianes & Spradling, 2013). For immunofluorescence staining, midguts from 10‐day‐old female flies were dissected in Schneider's insect media. For samples that required nucleoside analog incorporation, 10 μM EdU analog (Invitrogen Click‐iT EdU Imaging Kit, catalog #C10340) was added and incubated for 30 min. All samples were then transferred to a 4% formaldehyde in phosphate‐buffered saline (1 × PBS) for 1 h at room temperature for fixation. Samples were washed three times, 5 min each time in PBST (1 × PBS with 0.1% Triton X‐100), and then placed in a solution containing primary antibodies at desired concentrations in 5% normal goat serum (NGS) in PBST. Samples were incubated for a minimum of 24 h at 4°C in primary antibodies. Antibodies used in these experiments are mouse anti‐H3S10ph (1:1,000, Abcam AB‐14995), mouse anti‐prospero (1:100, DSHB MR1A) and chicken anti‐ß‐galactosidase (1:1,000, Abcam AB‐9361). All GFP, mCherry, and mKO fluorescent signals were visualized without using any antibody. Samples were then washed three times, 5 min each time in PBST, and then incubated in a 1:1,000 dilution of Alexa‐Flour‐conjugated secondary antibody in 5% NGS in PBST for 2 h at room temperature. For EdU visualization, EdU analog was conjugated to Alexa‐647 dye using CLICK chemistry [reviewed in (Kolb *et al*, 2001; Nwe & Brechbiel, 2009)]. Samples were washed three times, 5 min each time in PBST, and then mounted for microscopy in Vectashield antifade mounting medium (Vector Laboratories, Cat#H‐1400) with or without DAPI. Samples were imaged using a Leica SP8 confocal microscope with a 63× oil immersion objective. Images were analyzed using ImageJ software.

### Western blot procedure

Five intestines were dissected in cold PBS and transferred into RIPA buffer for tissue digestion (Boston BioProducts, Cat#BP‐115). The sample was then sonicated for three cycles of 30 s on and 1 min off using the Diagenode Bioruptor. The sample was then centrifuged for 6 min at 16,632 *g* to clear debris. The supernatant was transferred to a new tube with 2× Novex Tricine SDS Sample Buffer (Invitrogen, Cat#LC1676) and boiled for 10 min at 95°C. The sample along with the protein standard (Invitrogen Novex Sharp Pre‐stained Protein Standard, Cat#LC5800) was loaded into a 10–20% Tricine Gradient Gel (Invitrogen Novex, Cat#EC66252BOX) and run in 1× Novex Tricine SDS Running Buffer (Invitrogen, Cat#LC1675) for approximately 90 min at 120 V using the XCell SureLock Mini‐Cell. The protein was then transferred onto a nitrocellulose membrane (Invitrogen, Cat #LC2000) using the XCell II Blot Module, transferring at 4°C for 90 min at 30 V in 1X Tris‐Glycine Transfer Buffer with 20% methanol (Invitrogen, Cat#LC3675). The membrane was then placed in a blocking solution of 5% BSA (Cell Signaling, #9998S) in 1× TBST (10× Tris Buffered Saline with 1% Tween‐20, Boston BioProducts, Inc., Cat#IBB‐180). The membrane was then incubated with the primary antibody (rabbit anti‐GFP, Abcam AB 290, 1:1,000) diluted in the blocking solution at 4°C overnight. The membrane was then washed three times for 10 min in 1× TBST and was then incubated in the secondary antibody (HRP‐conjugated goat anti‐rabbit, Cell Signaling #7074) diluted in blocking solution for 2 h at room temperature. After this incubation, the membrane was washed again three times for 10 min in 1× TBST and was then incubated with ECL solution (Abcam, AB 133406) for 2 min for visualization. The membrane was visualized using the GeneSys image acquisition software on a G:Box Chemi XX6 system.

### Correlation analysis between old and new histones in prophase and prometaphase cells

Prophase and prometaphase cells were identified based on the mitotic marker H3S10ph and chromosomal morphology. The center of this cell was identified and outlined as a region of interest, and the image was split into two channels, old histone (eGFP at 488 nm) and new histone (mCherry at 568 nm), for image analysis. The Coloc2 analysis tool in ImageJ was used to collect the Pearson and Spearman correlation coefficients. The old and new histone channels were compared, and the Pearson and Spearman correlation coefficients were recorded and compared among different samples, similar to the analyses performed in Kahney *et al* (2021).

### Correlation analysis between eYFP and Su(H)‐LacZ in H3‐ and H3T3A‐expressing intestines

Regions measuring 150 μm by 150 μm were used for the colocalization analysis between eYFP and Su(H)‐LacZ signals. Each intestine was used to retrieve seven unique regions for analysis. The region was split into the two channels for image analysis using the Coloc2 analysis tool in ImageJ, which provided the Pearson's correlation coefficient, which were recorded and compared between H3‐ and H3T3A‐expressing intestines.

### Quantification of fluorescent signals

For all quantification, GFP, mCherry, and mKO fluorescent signals were not enhanced with antibody, only the endogenous fluorescence was used. Values of GFP, mCherry, mKO, and Dl‐nLacZ were measured using ImageJ software. The cell or region of interest was outlined, and the raw integrated density was recorded for each channel of interest. A background measurement was then taken using the same outlined region that was measured in an area with no fluorescence signal. The background measurement was subtracted from the initial measurement. For every cell, each z slice containing that cell was included for quantification, and the values were added together to get the total value. These values were then used to compute the ratios of interest, similar to the analyses performed in Ranjan *et al* (2019, 2022).

### Quantification of histone signals in anaphase and telophase ISCs

Anaphase and telophase cells were identified based on the mitotic marker H3S10ph and chromosomal morphology. The sister chromatids need to be segregated to show clear separation, distinguishing the two individual sets of sister chromatids. Each set of sister chromatids was outlined, and old histone was measured using the method described above for the total signals associated with each set. A ratio was then computed by dividing the sister chromatids with the higher value of old histone by sister chromatids with the lower value of old histone.

### Quantification of histone signals in postmitotic pairs

To quantify the ratios of old and new histones in postmitotic pairs, the pairs were first selected using the following criteria. The two cell nuclei must be within 5 μm of each other, one cell must be no more than 1.5× larger than the other cell based on cell diameter to avoid using the polyploid enterocytes (EC), both cells must be EdU negative, and both cells must contain quantifiable levels of old and new histone. Quantification of old histone, new histone, and Dl‐nLacZ was conducted using the method described above for each cell. The cell with a higher Dl‐nLacZ value was denoted as cell 1, and the other as cell 2. A ratio was computed by dividing the values of old histone, new histone, and Dl‐nLacZ for cell 1 by cell 2. Any pair with a Dl‐nLacZ ratio greater than 2 was considered an asymmetric pair, while any pair with a ratio less than 2 was considered a symmetric pair. The ratios for old and new histone were then recorded as a ratio of cell 1/cell 2 for Delta‐asymmetric and Delta‐symmetric pairs.

### Quantification of UAS‐eYFP signals along the profile of an intestine

Intestines were stitched together using the stitching tool in ImageJ to show entire intestine profile in the eYFP channel. The image was then made into a maximum projection, flattening all z slices into one image. The line tool was then used at a width of 500 pixels (approximately the width of the average intestine), and a line was drawn along the entire profile of the intestine. From there, the plot profile analysis was conducted in ImageJ, providing the average intensity value of eYFP signals across the 500 pixel width at each pixel along the intestinal profile (approximately 10,000–20,000 measurements per intestine). These measurements were then used to provide summary values for each intestine. Every 1,000‐pixel measurements were averaged to provide one value, giving 10–20 values per intestine. These averaged values were then combined from at least 10 individual intestines into a single dataset.

### Quantification of differentiated cell types in H3‐ and H3T3A‐expressing intestines

Regions measuring 150 μm by 150 μm were used for this analysis. Each intestine was used to retrieve seven unique regions for analysis. The cell counter tool in ImageJ was used to count the number of ee cells, using Prospero staining, or ECs cells, using DAPI to identify the polyploid cells, per region. These quantifications were recorded and used for comparison of the number of differentiated cells per region between H3‐ and H3T3A‐expressing intestines.

### Single‐cell RNA sequencing

H3‐ and H3T3A‐expressing intestines, driven by the *esg‐Gal4*, *Su(H)‐Gal80*, *tub‐Gal80* ^*ts*^ driver, were grown at the nonpermissive 29°C for 12–14 days before sample preparation. Fifteen intestines of both H3 and H3T3A were dissected for the preparation of a single‐cell suspension. Intestines were transferred into a digestion buffer of 2 mg/ml collagenase with TrypLE and the tissues were digested in a water bath at 37°C for 15 min, with short vortexes every 2 min. Cells were then filtered with a 40 μm filter and then pelleted using a centrifuge. They were then washed with HBSS and resuspended in 20 μl of HBSS to get the single‐cell suspension. Cells were counted using a hemocytometer and diluted as needed to continue on with the single‐cell RNA‐sequencing protocol. From here, the 10× Genomics protocol was followed to conduct single‐cell RNA sequencing.

### Single‐cell RNA‐seq intake

CellRanger feature matrices were loaded into Seurat 4.3.0 (Satija *et al*, 2015), and preprocessing was done via Seurat's SCTransform with the current‐generation option vst.flavor = “v2” (sctransform 0.3.5; Hafemeister & Satija, 2019). We used Seurat's elbow plot to determine the number of principal components (1:6) to use for H3 and H3T3A. This is used for Seurat's FindClusters (Leiden algorithm), where we set a coarse resolution parameter of 0.1 since we do not need to identify cell subtypes. The H3 sample was relatively overloaded with cells, relative to the H3T3A sample, leading to lower feature counts per cell in the H3 sample. However, there was one esg^+^ stem cell cluster with good quantification levels in both samples. Our filter (independently over each sample) consists of choosing the cluster with highest esg AverageExpression, taking the median feature count of cells in cluster, then applying this minimum feature count to all cells and re‐PCA and reclustering.

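In the first clustering of all deposited barcodes, the cluster with the highest esg held 3469 barcodes in H3 and 1924 in H3T3A. Its mean SCTransform-corrected esg count was 1.01 in H3, against 0.147 in the next cluster, and 2.97 against 0.182 in H3T3A. The classes differed in depth before the minimum was applied. In H3, the median was 1699 UMIs in ISC/EB-like, 1186 in ee-like and 2772 in EC-like cells, and in H3T3A it was 6182, 3353 and 1429.5. Of these classes, EC-like cells were the deepest in H3 and the shallowest in H3T3A. The class held 3274 barcodes in H3 and 3334 in H3T3A in this first clustering.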

Next, one or more clusters were annotated with “ISC/EB,” “EE,” “aEC,” “mEC,” “LFC,” “pEC,” or “unknown” levels by testing marker gene levels in the SCTransform‐corrected data. UMAP shows all cells, while only the “ISC/EB” level was retained for downstream analysis. In particular, expression of ISC/EB markers is shown in a zoomed‐in UMAP plot, selecting the esg^+^ cell population which was labeled as “ISC/EB.”

### Alignment and regression of single‐cell RNA‐seq pseudotime

The SCTransform‐corrected, normalized gene expression data may be used, on the ISC/EB level, for Slingshot pseudotime (Street *et al*, 2018). The pseudotime variable is a one‐dimensional dimensionality reduction using the principle of minimum spanning tree (MST) to localize cell subpopulations. We used the default Slingshot parameters, retaining Seurat's principal components (1:50).

The Slingshot models from H3 and H3T3A samples are aligned by sorting the cell embeddings matrix according to the Slingshot variable, applying a kernel smoother, and dynamic time warping (dtw of the smoothed PCA features; default parameters; Alpe*rt et al*, 2018). The output of dtw is a time series starting from (1, 1), where from the first and/or second array, the array index may either be incremented by one or not incremented, until we reach (m, n), the final value.

Alignment of trajectories allows H3 and H3T3A transcriptome features to be plotted side‐by‐side. We applied lighter smoothing for visualization and then tiled an *x*‐axis of aligned cells (H3 and H3T3A) and *y*‐axis of genes. Genes were selected over a pseudotime model using the tradeSeq library (Van den Berge *et al*, 2020), with a generalized additive model and association test for significance, and then set union of significant genes between H3 and H3T3A. Among these genes, we could search for early‐stage markers performing similarly to Delta, as well as late‐stage markers which are mutually exclusive with Delta.

We applied differential expression (regression) to pseudotime, to identify whether a marker gene's levels will increase or decrease log‐linearly across pseudotime. We may apply the DE library glmGamPoi (Ahlmann‐Eltze & Huber, 2021) to the two 10× samples, such that it fits a model for one gene with four coefficients (consisting of two lines with slope and intercept). As recommended by glmGamPoi, the size factors (library sizes) of cell barcodes come from the scran library applied to the samples (Lun *et al*, 2016). To account for pseudotime values being mis‐scaled between different samples, we applied R's scale function and then took the mean pseudotime coordinate between samples at each step in dtw. This variable will place the two cells at the same point along the *x*‐axis. glmGamPoi provides a coefficient *pseudotime:conditionH3T3A*, which stores the difference between the H3T3A pseudotime slope and the H3 pseudotime slope, and which we test against a null hypothesis of zero coefficient. We chose this model due to its robust linear nature, although it has limited applicability, because other experiments will have several cell types in pseudotime, with marker genes rising and falling (nonlinear) and lacking in statistical power.

To improve the utility of this model, where the slope of the regression line for the H3 wild‐type Delta levels was originally small, we considered means to remove outlier cells. We applied the scType cell type classification library (Ianevski *et al*, 2022) for outlier detection, using an “ISC” cell type and “EB” cell type, choosing one associated marker gene for each. These cell types appear closely overlapping in our plots, so we are unsure of the goodness of fit of the scType classifier to identify ISC or EB cells, but it does produce an “Unknown” class for subpopulations (using, e.g., hierarchical clustering), which may be negative for all provided marker genes. Therefore, cells with an scType label of “Unknown” were rejected as outliers before applying the regression model, but the “ISC” and “EB” predicted cell type labels were discarded. This is validated by most cells having a clear Dl^+^ klu^−^ or Dl^−^ klu^+^ transcriptome profile (Fig 6G and H).

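With all UMIs of each cell, 35.3% of ISC/EB-like cells in H3 held Dl and no klu and 23.7% held klu and no Dl. In H3T3A these shares were 25.0% and 32.2%. Cells with both genes were 14.8% in H3 and 34.6% in H3T3A, and cells with neither were 26.1% and 8.25%. Dl was found in 50.2% and 59.5% and klu in 38.6% and 66.8% of the cells. EC-like cells held klu in 19.5% of cells in H3 and 38.1% in H3T3A at a median of 6733 and 23021 UMIs, so these unthinned shares hold UMIs that also occur outside the lineage's stem cells and EBs, and they cannot be compared between samples of different depth.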

### Statistics and reproducibility

Data were subjected to the Shapiro–Wilk test to determine whether the data were normally distributed or skewed. For normally distributed data, a single‐sample *t*‐test was used for comparing one dataset to a hypothesized mean of 0 or 1. For skewed data, the Wilcoxon signed‐rank test was used to compare one dataset to a hypothesized median of log_2_ = 0 or 1:1 ratio. An unpaired two‐sample *t*‐test was used to compare two individual datasets to each other. A chi‐square test was used to compare distributions of datasets containing data from different categories. Data are presented with error bars representing the mean ± SE (standard error). Significant differences based on these statistical analyses were noted by asterisks (*P < 0.05, **P < 0.01, ***P < 0.001. ****P < 0.0001).

Single‐cell RNA‐seq data are analyzed using Gamma‐Poisson regression. We selected an initial list of two potential marker genes (*Delta*, *Klumpfuss*) before running differential expression or regression, so multiple hypothesis correction was not necessary. Our null hypothesis is that the interaction term (coefficient) *pseudotime:conditionH3T3A*, the difference in slope of two lines, is zero. For each gene, a *P*‐value is presented from the likelihood ratio test, where the regression model is evaluated against a reduced model with this term removed.

## Author contributions

**Emily H Zion:** Conceptualization; formal analysis; funding acquisition; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Daniel Ringwalt:** Data curation; software; formal analysis; methodology; writing – review and editing. **Kristina Rinaldi:** Investigation; visualization; methodology. **Elizabeth W Kahney:** Visualization; methodology. **Yingying Li:** Validation; methodology. **Xin Chen:** Conceptualization; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Table EV1

Table EV2

Table EV3

Table EV4

Table EV5

Table EV6

Table EV7

Table EV8

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

PDF+

## Data Availability

GEO accession number for the single‐cell RNA‐seq (sc RNA‐seq) data is GSE228292 (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228292). Our analysis of the sc RNA‐seq data is available (URL: https://github.com/ringw/Drosophila-Intestinal-Stem-Cell-Divisions-2023).

# Supplementary material for: Old and newly synthesized histones are asymmetrically distributed in Drosophila intestinal stem cell divisions
**Source:** EMBO Rep. 2023 May 31;24(7):e56404. doi: 10.15252/embr.202256404
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Related to Figs 1 and 2: Histone transgene expression with the heat-shock-induced genetic switch over time with different histones and the development of a new histone co-expression construct, as well as the comparison of Pearson versus Spearman correlation coefficients in determining the colocalization of GFP-tagged and mCherry- or mKO-tagged histones in prophase and prometaphase ISCs.

- A Time course of expression of H3-eGFP and H3-mCherry related to the heat shock. With no heat shock, only H3-eGFP is expressed. 12 h after the heat shock, some H3-mCherry is being expressed. By 24 h, robust expression of both H3-eGFP and H3-mCherry can be observed. After 36 h, H3-mCherry is predominantly observed, with minimal H3-eGFP remaining.
- B Expression of H3-eGFP and H3-mCherry compared with H3.3-eGFP and H3.3-mCherry 12 h after heat shock. After 12 h, minimal H3-mCherry has been synthesized and incorporated into chromatin; however, H3.3 shows robust synthesis and incorporation of H3.3-mCherry. This is likely due to mode of incorporation, as H3.3 is incorporated into chromatin in a replication-independent manner, while H3 requires DNA replication for incorporation.
- C Quantification of the number of ISCs expressing new H3-mCherry with no heat shock and 18 h after heat shock. Consistent square regions of 150 μm by 150 μm were analyzed in midguts with no heat shock and 18-h post-heat shock. With no heat shock, minimal ISCs expressing H3-mCherry were observed, and at 18 h after heat shock, most ISCs were expressing H3-mCherry (no heat shock, % of ISCs = $2.42 \pm 1.39\%$, $n = 25$ regions, $N = 5$ midguts; 18-h post-heat shock, % of ISCs = $95.06 \pm 1.52\%$, $n = 25$ regions, $N = 5$ midguts).
- D The T2A histone transgene design: *esg-Gal4 > UASp-H3-eGFP-T2A-H3-mCherry-PolyA*. This design allows for both H3-eGFP and H3-mCherry to be expressed at the same time and in equal molar ratios, utilizing the self-cleaving T2A peptide in between *H3-eGFP* and *H3-mCherry* sequences (see [Materials and Methods](#)).
- E A western blot targeting eGFP in protein extracted from intestines expressing the *UASp-H3-eGFP-T2A-H3-mCherry-PolyA* transgene. One band can be observed at ~40 kDa, corresponding to H3-eGFP. The uncleaved protein of H3-eGFP-H3-mCherry would be observed at ~80 kDa, indicating the self-cleaving T2A peptide is efficiently cleaving.
- F Comparison of Pearson and Spearman correlation coefficients to determine the colocalization of eGFP- and mCherry- or mKO-tagged histones in prophase and prometaphase ISCs in different transgene designs. Spearman correlation coefficients are slightly different when compared to Pearson correlation coefficients. There are no significant differences between Pearson and Spearman correlation coefficients for H4 [avg. Pearson correlation coefficient for H4 = 0.51 ± 0.02 (Fig 2C), avg. Spearman correlation coefficient for H4 = 0.55 ± 0.02 , $n = 31$ ISCs] H2A [avg. Pearson correlation coefficient for H2A = 0.71 ± 0.02 (Fig 2C), avg. Spearman correlation coefficient for H2A = 0.74 ± 0.01 , $n = 50$ ISCs] and H3T3A [avg. Pearson correlation coefficient for H3T3A = 0.49 ± 0.02 (Fig 4B), avg. Spearman correlation coefficient for H3T3A = 0.53 ± 0.02 , $n = 55$ ISCs] analyses. There is a significant difference between the Pearson and Spearman correlation coefficients for H3 [avg. Pearson correlation coefficient for H3 = 0.44 ± 0.02 (Fig 1F), avg. Spearman correlation coefficient for H3 = 0.51 ± 0.02 , $n = 50$ ISCs, $**P < 0.01$] and T2A-H3 co-expression [avg. Pearson correlation coefficient for T2A-H3 = 0.86 ± 0.01 (Fig 1F), avg. Spearman correlation coefficient for T2A-H3 = 0.79 ± 0.02 , $n = 19$ ISCs, $**P < 0.01$]; however, the trend of correlation coefficients among different histones and labeling methods is the same when comparing results using these two analytic methods. When comparing the Spearman correlation coefficients of the H3 dataset to T2A-H3, H4, H2A, and H3T3A, the results remain consistent with that of the Pearson's analysis (shown in Figs 1F, 2C, and 4B), where H3 is significantly different from T2A-H3 and H2A ($****P < 0.0001$), but not significantly different from H4 or H3T3A (n.s.). Additionally, H2A is significantly different from H3T3A ($****P < 0.0001$), consistent with the Pearson's data shown in Fig 4B. Individual data points and mean values are shown. Error bars represent SEM. $****P < 0.0001$, $**P < 0.01$, NS, not significant; unpaired *t*-test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1.

Data information: n for individual ISCs. Scale bar in (A) and (B): 50 μm .

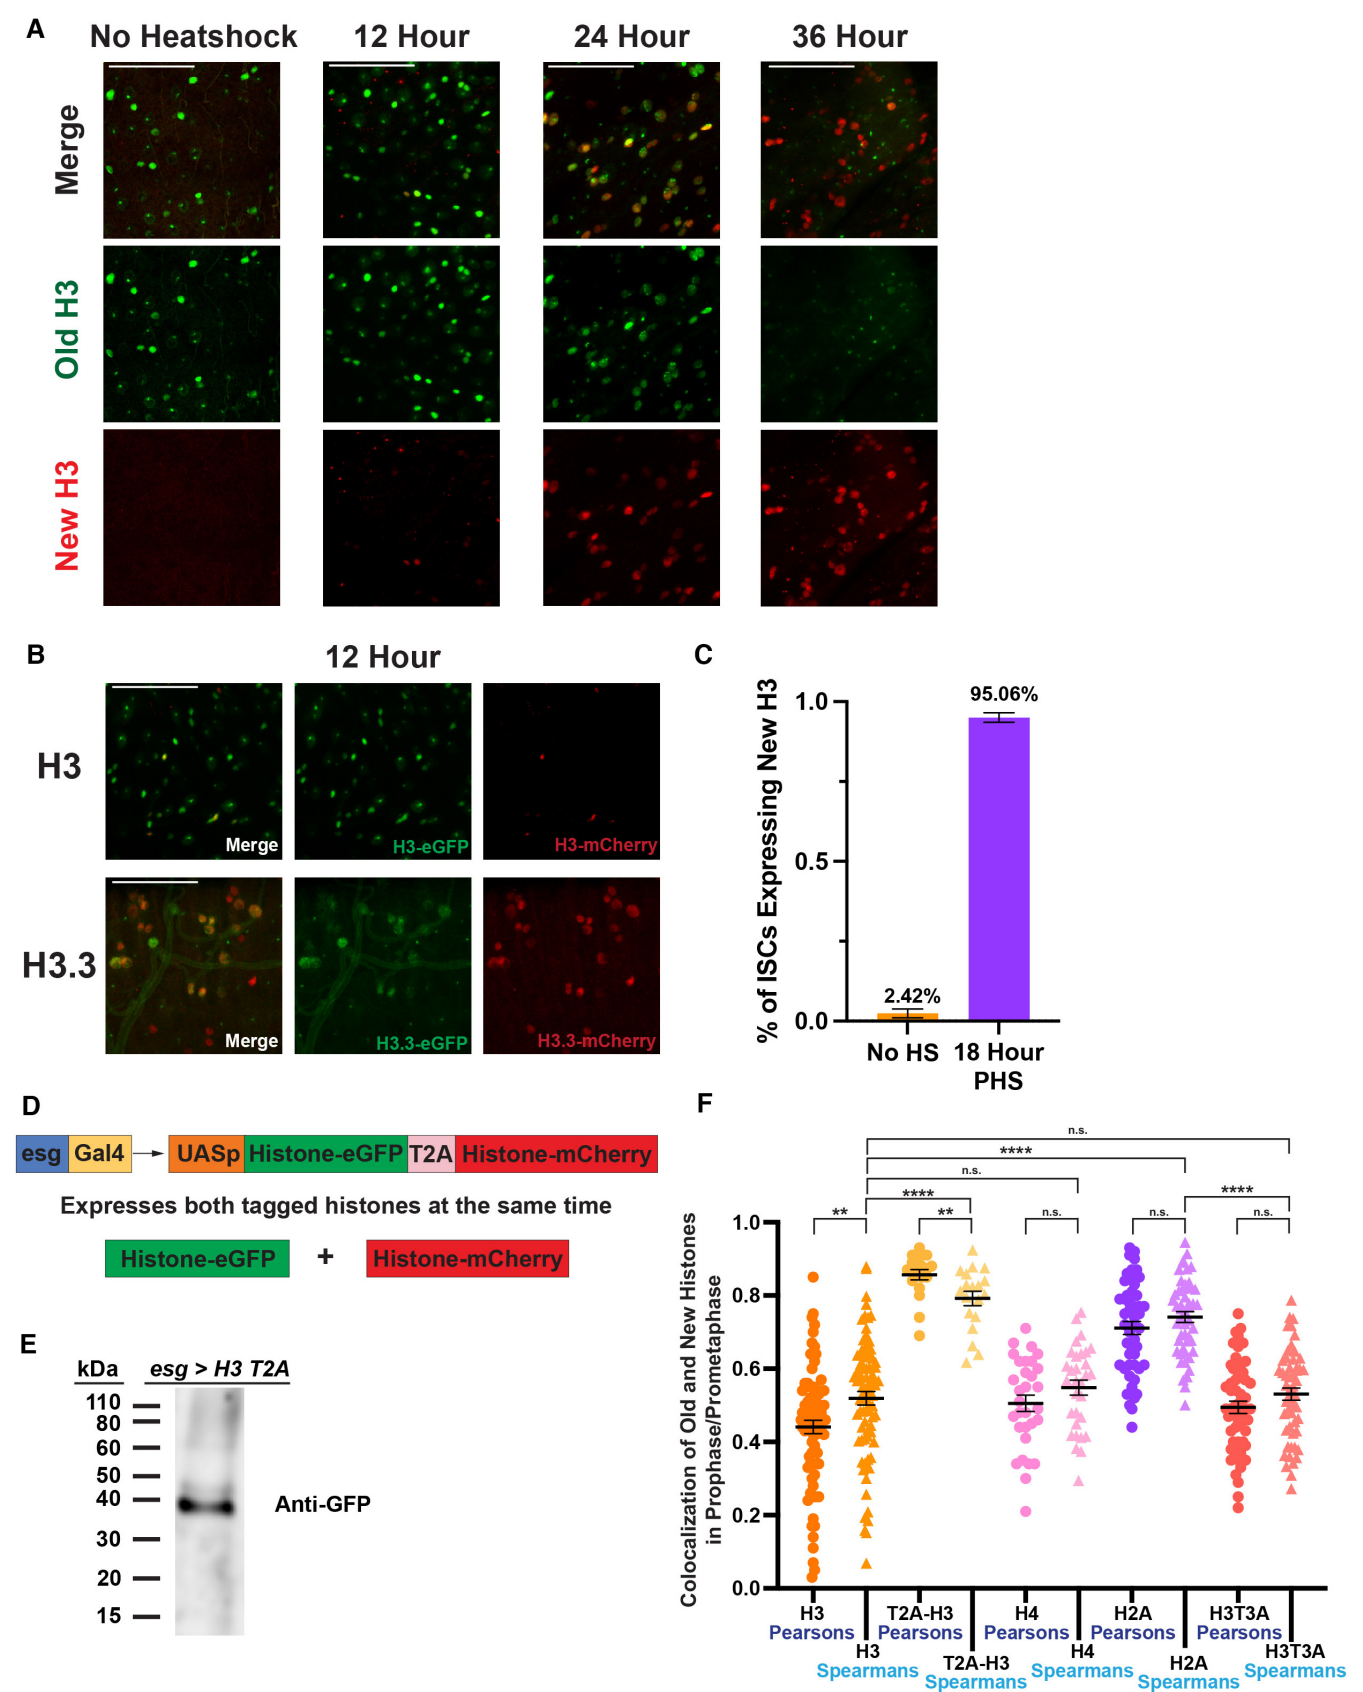

Figure EV1.

Figure EV2. Related to Fig 3: Old and new H3 expressed using the ISC-specific combination of drivers *esg-Gal4*, *Su(H)-Gal80* shows similar expression patterns when compared to using the *esg-Gal4* driver. Co-expressed eGFP- and mCherry-tagged H3 show symmetric inheritance in both Delta-asymmetric and Delta-symmetric pairs.

- A A representative image showing expression of the dual-color histone H3 transgene using the *esg-Gal4* driver with heat-shock treatment and recovery, using *esg-Gal4 > UASp-FRT-H3-eGFP-FRT-H3-mCherry*. Both eGFP (Green)- and mCherry (Red)-tagged histones can be visualized. *DI-nLacZ* expression (Gray) is used for ISC marker. Cells with positive EdU signal introduced by a pulse labeling (Magenta) can be detected and are specified by the magenta circle.
- B A representative image showing expression of the dual-color histone H3 transgene using the combination of *esg-Gal4*, *Su(H)-Gal80 > UASp-FRT-H3-eGFP-FRT-H3-mCherry* with heat-shock treatment and recovery, which shows ISC-specific pattern. Both eGFP (Green)- and mCherry (Red)-tagged histones can be visualized. *DI-nLacZ* expression (Gray) is used for ISC marker. Cells with positive EdU signal (Magenta) introduced by a pulse labeling can be detected and are specified by the magenta circle.
- C Co-expression of eGFP- and mCherry-tagged H3 using the transgene shown in Fig EV1 (*esg-Gal4 > UASp-H3-eGFP-T2A-H3-mCherry-PolyA*) in a Delta-asymmetric pair of cells: eGFP- and mCherry-tagged H3 distribution in a postmitotic pair of cells with asymmetric *DI-nLacZ* labeling, showing that H3-eGFP and H3-mCherry are equally inherited in the Delta-high cell and the Delta-low cell.
- D Co-expression of eGFP- and mCherry-tagged H3 in a Delta-symmetric pair of cells: eGFP- and mCherry-tagged H3 distribution in a postmitotic pair of cells with symmetric *DI-nLacZ* labeling, showing that H3-eGFP and H3-mCherry are equally inherited in the two cells.
- E Quantification of H3-eGFP and H3-mCherry distribution in Delta-asymmetric pair of cells in the co-expressed H3 line (avg. $\log_2$ ratio for eGFP-H3 = 0.03 ± 0.08 , avg. $\log_2$ ratio for mCherry-H3 = 0.01 ± 0.06 , $n = 15$ pairs, $N = 2$ intestines), compared with old H3-eGFP and new H3-mCherry quantification from the *esg-Gal4* driven experiment in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). **** $P < 0.0001$. An unpaired two-sample t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2 and Table EV5.
- F Quantification of H3-eGFP and H3-mCherry distribution in Delta-symmetric pair of cells in the co-expressed H3 line (avg. $\log_2$ ratio for GFP-H3 = 0.07 ± 0.08 , avg. $\log_2$ ratio for mCherry-H3 = 0.00 ± 0.07 , $n = 11$ pairs, $N = 2$ intestines), compared with old H3-eGFP and new H3-mCherry quantification using the *esg-Gal4* driver shown in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). N.S.: not significant. Unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2 and Table EV8. Between the two cells, cell 1 has the higher *DI-nLacZ* level compared with cell 2 (Materials and Methods).

Data information: Scale bar in (A) and (B): 50 μ m. Scale bar in (C) and (D): 5 μ m; asterisk, ISC side.

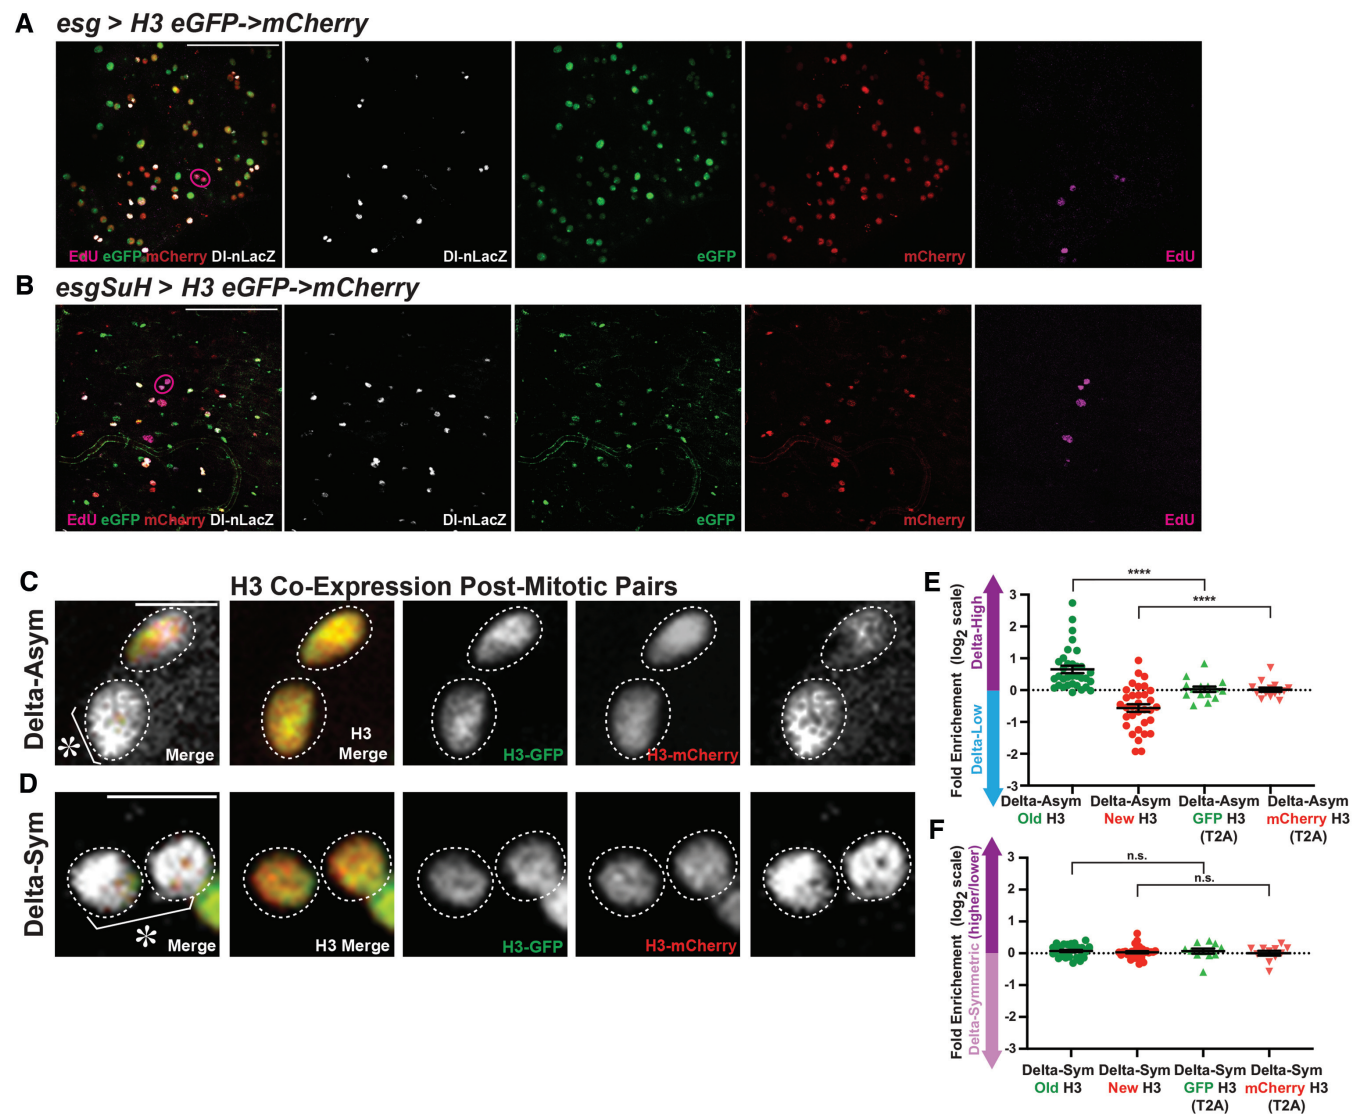

Figure EV3. Related to Figs 3, 5, and 6: Old and new histone H3 displays asymmetric inheritance pattern in pairs of cells when asymmetric versus symmetric Delta expression is identified using immunostaining with Delta antibody. Additionally, the internal driver marker for ISCs, YFP, shows distinct overlap with D1-nLacZ, marking ISCs, and separable signals with Su(H)-LacZ, marking EBs.

- A Old and new H3 distribution in a postmitotic pair of cells with punctate Delta antibody staining, showing that H3-eGFP (old) is asymmetrically inherited by the Delta-high cell, while H3-mCherry (new) is enriched in the Delta-low cell, using *esg-Gal4 > UASp-FRT-H3-eGFP-FRT-H3-mCherry*.
- B Old and new H3 distribution in a postmitotic pair of cells with punctate Delta antibody staining in both cells, showing that both H3-eGFP (old) and H3-mCherry (new) are symmetrically distributed between the two cells with symmetric Delta expression pattern.
- C Comparisons of the quantification of old H3 in postmitotic pairs of cells using the Delta-nLacZ reporter line (data from Fig 3C), and the Delta antibody to identify pairs of cells with Delta-asymmetric or Delta-symmetric expression patterns. Quantification of H3-eGFP (old) in Delta-asymmetric pairs identified by the Delta antibody (avg. $\log_2$ ratio for old H3 = 0.71 ± 0.10 , $n = 41$ pairs) is similar to that of Delta-asymmetric pairs identified by the Delta-nLacZ reporter (avg. $\log_2$ ratio for old H3 = 0.65 ± 0.12 , $n = 33$ pairs, Fig 3C). Similarly, quantification of H3-eGFP (old) in Delta-symmetric pairs was similar between pairs identified by the Delta antibody (avg. $\log_2$ ratio for old H3 = -0.003 ± 0.09 , $n = 10$ pairs) and pairs identified by the Delta-nLacZ reporter (avg. $\log_2$ ratio for old H3 = 0.07 ± 0.03 , $n = 30$ pairs, Fig 3C).
- D Old and new H2A distribution in a postmitotic pair of cells with asymmetric punctate Delta antibody staining, showing that H2A-eGFP (old) and H2A-mCherry (new) are symmetrically inherited by the two cells, using *esg-Gal4 > UASp-FRT-H2A-eGFP-FRT-H2A-mCherry*.
- E Old and new H2A distribution in a postmitotic pair of cells with symmetric punctate Delta antibody staining, showing that both H2A-eGFP (old) and H2A-mCherry (new) are symmetrically distributed between the two cells.
- F Comparisons of the quantification of old H2A in postmitotic pairs of cells using the Delta-nLacZ reporter line (data from Fig 3K), or the Delta antibody. Quantification of H2A-eGFP (old) in Delta-asymmetric pairs identified by the Delta antibody (avg. $\log_2$ ratio for old H2A = 0.002 ± 0.08 , $n = 32$ pairs) is similar to that of Delta-asymmetric pairs identified by the Delta-nLacZ reporter (avg. $\log_2$ ratio for old H2A = -0.03 ± 0.07 , $n = 30$ pairs, Fig 3K). Similarly, quantification of H2A-eGFP (old) in Delta-symmetric pairs was similar between pairs identified by the Delta antibody (avg. $\log_2$ ratio for old H2A = 0.03 ± 0.06 , $n = 6$ pairs) and pairs identified by the Delta-nLacZ reporter (avg. $\log_2$ ratio for old H2A = 0.08 ± 0.03 , $n = 30$ pairs, Fig 3K).
- G Comparison of YFP and D1-nLacZ expression. YFP was driven by the ISC-specific driver, *esg-Gal4, Su(H)-Gal80, tub-Gal80^{ts}* at the Gal80^{ts} restrictive temperature (29°C). Significant overlap of YFP and D1-nLacZ is observed, with both signals marking ISCs.
- H Comparison of YFP and Su(H)-LacZ expression. YFP was driven by the ISC-specific driver, *esg-Gal4, Su(H)-Gal80, tub-Gal80^{ts}* at the Gal80^{ts} restrictive temperature (29°C). Separable signals of YFP, marking ISCs, and Su(H)-LacZ, marking EBs, are observed.

Data information: n for the number of postmitotic pairs. For (C) and (F), individual data points and mean values are shown. Error bars represent SEM. **** $P < 0.0001$, * $P < 0.05$; single-sample t-test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 ($\log_2$ value = 0 representing a 1:1 ratio), or Wilcoxon signed-rank test (for skewed data) for comparing one dataset to a hypothesized median of 0. Unpaired t-test to compare two individual datasets to each other. NS, not significant. Individual data values are shown in Dataset EV4. Scale bar in (A), (B), (D) and (E): 5 μ m; Scale bar in (G) and (H): 50 μ m; asterisk, ISC side.

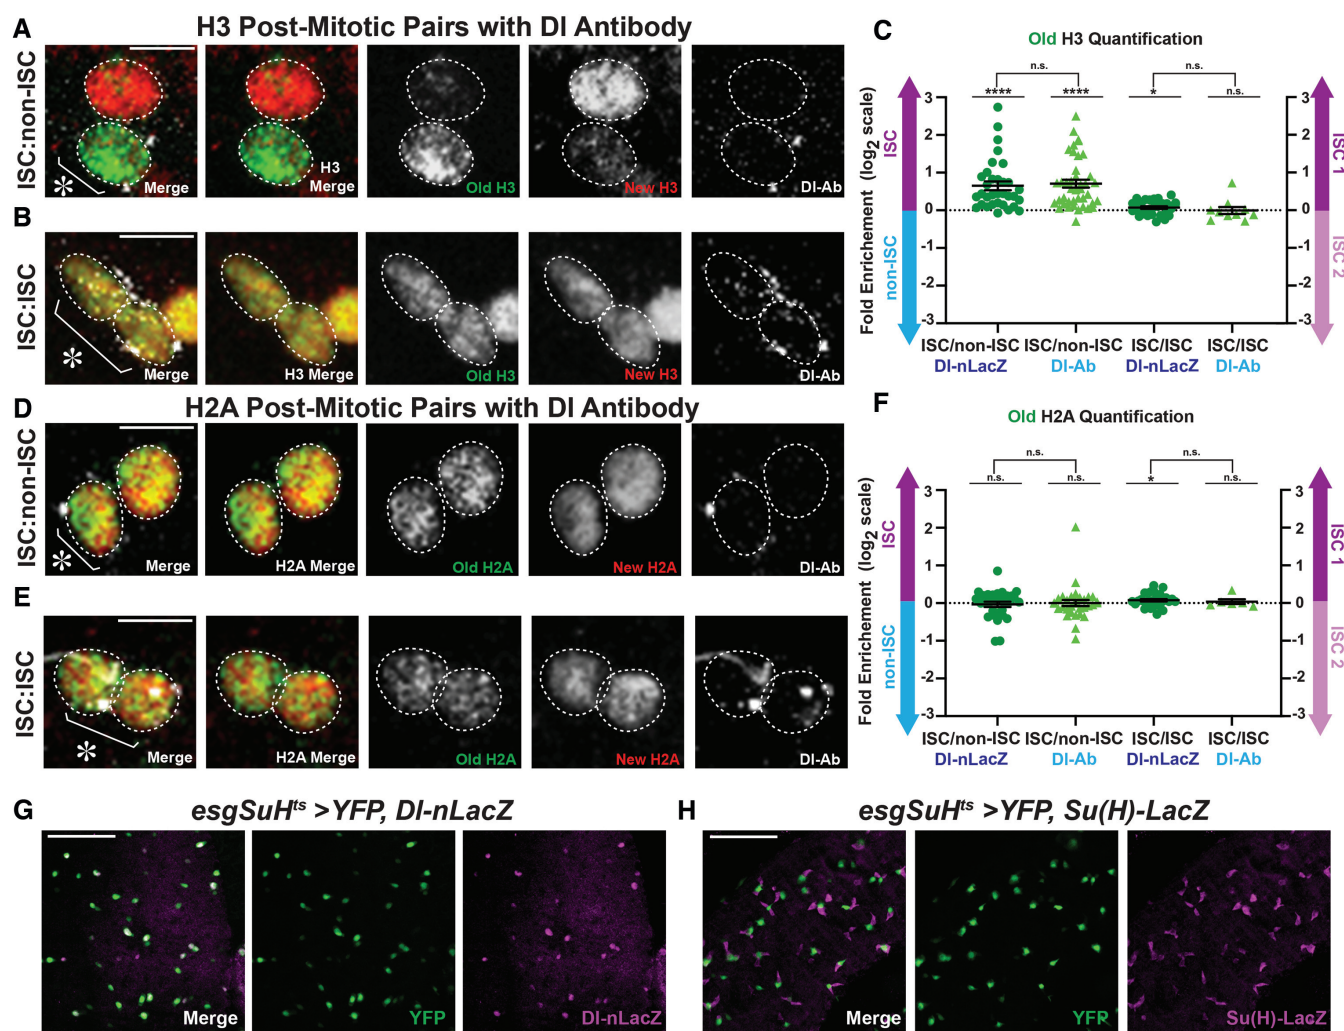

Figure EV3.

Figure EV4. Related to Fig 6. Single-cell RNA-seq using H3-expressing and H3T3A-expressing intestinal samples show compromised ISC differentiation in the H3T3A-expressing samples.

- A, B Clusters were identified from a list of marker genes (Hung *et al*, 2020). The H3 and H3T3A samples are very similar in the average expression levels of these different clusters. Only H3T3A (after quality control) contained a cluster with no expression of any marker which uniquely identified the other clusters (unknown).
- C We fitted a regression model to predict Delta levels in pseudotime (x-axis). Our outlier removal (outliers removed in Fig 6I) did not affect the significance level, but did increase the slope of the wild-type regression line by roughly twofold, which is a desirable quality.
- D The regression model for *klu* levels is also similar to its counterpart after outlier removal (Fig 6J). Outliers did not change the direction of the slope or the significance level, but had a negative effect on the wild-type line, which has a small slope here.
- E–H The exclusion of outliers [the Unknown class of the scType classifier (Ianevski *et al*, 2022)] is detailed. scType may be affected by differences in separability between DI⁺ and *klu*⁺ populations in H3T3A. The outliers do not follow the same pattern in the H3 and H3T3A samples, but we chose an off-the-shelf solution for removal of outliers based on marker genes, to avoid biasing the result. We removed outliers shown in (E and F); compare (C) with Fig 6I. We removed outliers shown in (G and H); compare (D) with Fig 6J.

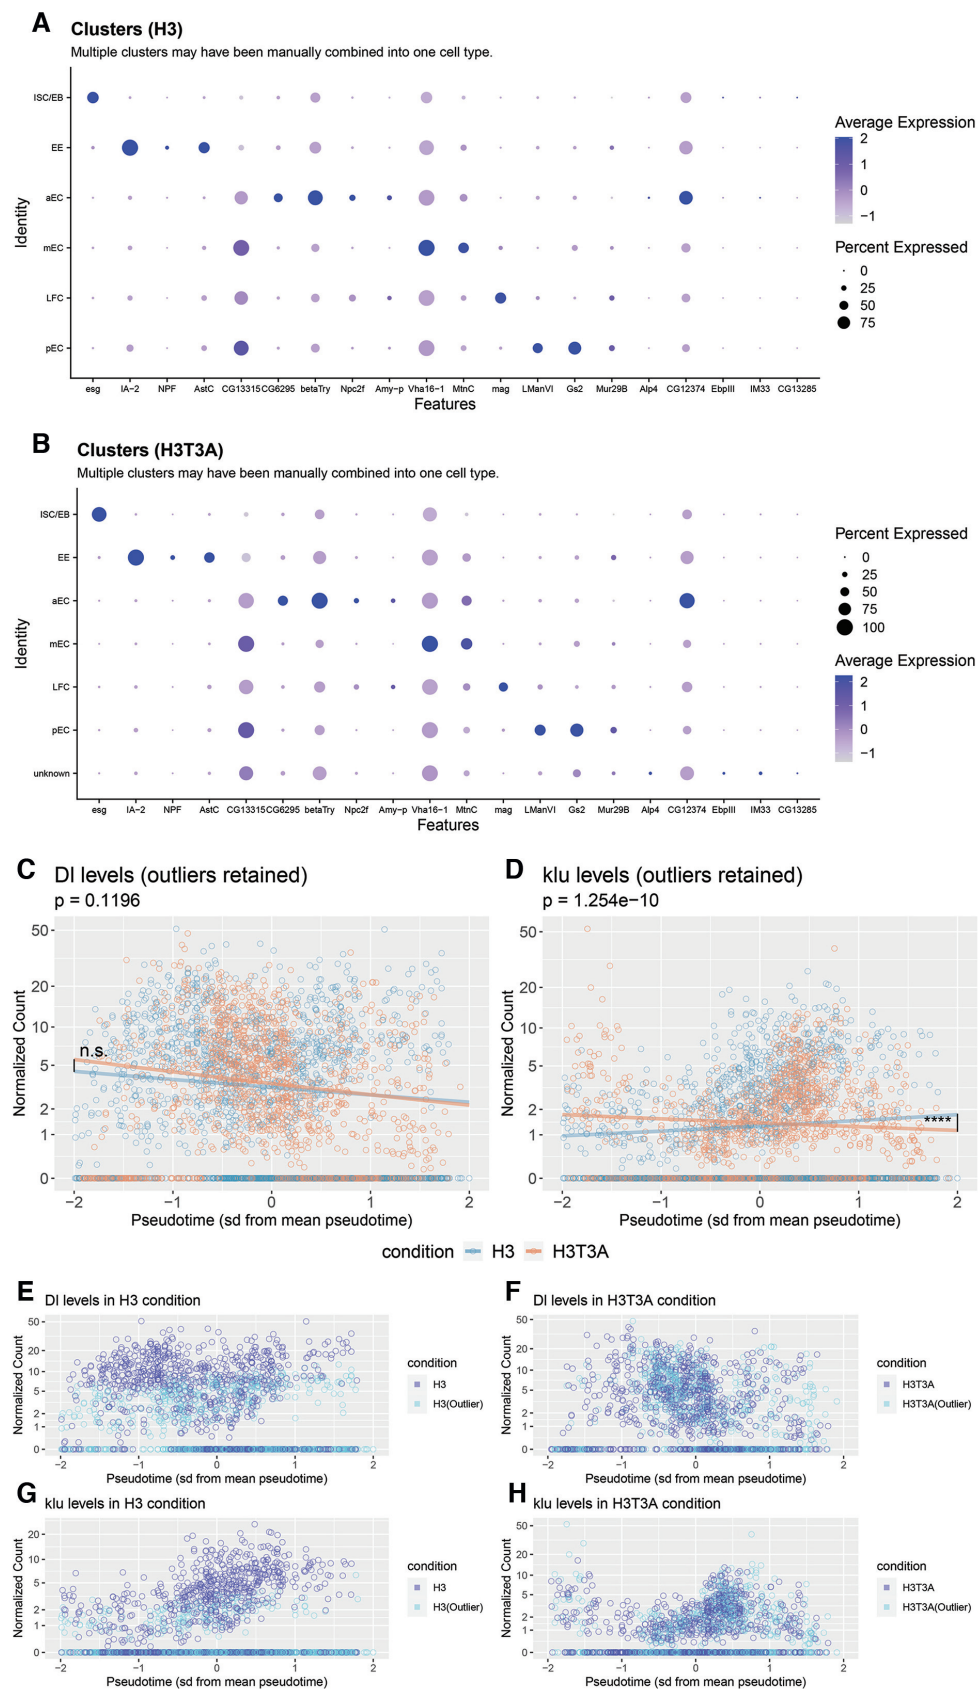

Figure EV4.

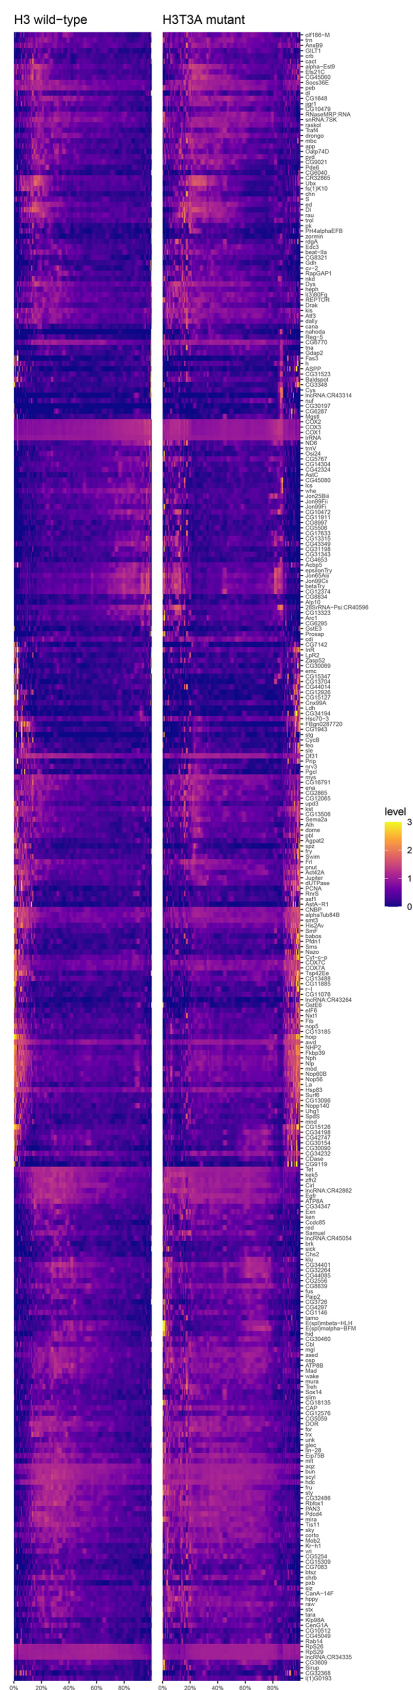

Figure EV5. Related to Fig 6. Single-cell RNA-seq data showing representative individual gene expression profiles in H3-expressing and H3T3A-expressing intestinal samples.

H3 and H3T3A pseudotime is shown as gene levels varying from left to right. Genes are selected for significance according to the tradeSeq nonlinear differential expression library (Van den Berge *et al*, 2020). Note that *klu* levels are low where *DI* levels are high, and vice versa.

# Supplementary material for: Old and newly synthesized histones are asymmetrically distributed in Drosophila intestinal stem cell divisions
**Source:** EMBO Rep. 2023 May 31;24(7):e56404. doi: 10.15252/embr.202256404

Old and newly synthesized histones are asymmetrically distributed in *Drosophila* intestinal stem cell divisions

Emily H Zion¹ , Daniel Ringwalt^{1,†} , Kristina Rinaldi^{1,†}, Elizabeth W Kahney¹ , Yingying Li¹ & Xin Chen^{1,2,*} Abstract

We report that preexisting (old) and newly synthesized (new) histones H3 and H4 are asymmetrically partitioned during the division of *Drosophila* intestinal stem cells (ISCs). Furthermore, the inheritance patterns of old and new H3 and H4 in postmitotic cell pairs correlate with distinct expression patterns of Delta, an important cell fate gene. To understand the biological significance of this phenomenon, we expressed a mutant H3T3A to compromise asymmetric histone inheritance. Under this condition, we observe an increase in Delta-symmetric cell pairs and overpopulated ISC-like, Delta-positive cells. Single-cell RNA-seq assays further indicate that H3T3A expression compromises ISC differentiation. Together, our results indicate that asymmetric histone inheritance potentially contributes to establishing distinct cell identities in a somatic stem cell lineage, consistent with previous findings in *Drosophila* male germline stem cells.

Keywords asymmetric cell division; differentiation; epigenetic inheritance; histone; stem cells

Subject Categories Chromatin, Transcription, & Genomics; Stem Cells & Regenerative Medicine

DOI 10.15252/embr.202256404 | Received 31 October 2022 | Revised 30 April 2023 | Accepted 16 May 2023 | Published online 31 May 2023

EMBO Reports (2023) 24: e56404

Introduction

In multicellular organisms, asymmetric cell division (ACD) of adult stem cells serves as an important mechanism for tissue homeostasis and regeneration (Knoblich, 2008; Morrison & Spradling, 2008; Kahney *et al.*, 2017; Venkei & Yamashita, 2018). Disruption of this precisely regulated cell division mode can result in the dysregulation of stem cells, leading to cancer or tissue degeneration (Clevers, 2005; Morrison & Kimble, 2006; Knoblich, 2010; Zion *et al.*, 2020).

Epigenetic mechanisms enable different cell types within a multicellular organism to establish distinct cellular identities while carrying the identical genetic information (Allis & Jenuwein, 2016). Canonical histone proteins H3, H4, H2A, and H2B are synthesized and incorporated into DNA during replication as an octamer structure, forming the fundamental unit of chromatin, the nucleosome (Kornberg, 1974; Luger *et al.*, 1997; Richmond & Davey, 2003). It is well known that nucleosomes and chromatin structure can affect cell fate decisions (Bannister & Kouzarides, 2011; Stillman, 2018; Kornberg & Lorch, 2020; Zhang *et al.*, 2021); however, it remains largely unclear how epigenetic information is retained or altered during cell divisions to produce cells with different identities in multicellular organisms (Kouzarides, 2007; Young *et al.*, 2010; Badeaux & Shi, 2013; Allis & Jenuwein, 2016; Ahmad & Henikoff, 2018; Yadav *et al.*, 2018; Escobar *et al.*, 2021).

Previous studies have shown that H3 and H4 histones are asymmetrically inherited during ACD of the *Drosophila* male germline stem cells (GSCs), where preexisting (old) histones are retained in the self-renewed stem cell, while newly synthesized (new) histones are enriched in the differentiating daughter cell (Tran *et al.*, 2012; Wooten *et al.*, 2019). In contrast, old and new H2A and H2B are inherited more symmetrically during ACD of male GSCs (Wooten *et al.*, 2019). It is hypothesized that the old H3 and H4 histones retain an epigenetic memory that is inherited by the self-renewed stem cell, while the newly synthesized histones lacking this information can be used to establish a new gene expression program in the differentiating cell. Complementary to this hypothesis, previous studies have reported differences in post-translational modifications between preexisting and newly synthesized histones (Alabert *et al.*, 2015; Lin *et al.*, 2016). Additionally, it has been shown that nucleosomal density displays differences between old and new histone-enriched sister chromatids, with the old histone side having higher overall nucleosomes than the new histone side (Ranjan *et al.*, 2022). Nucleosome density and position have profound impacts on many cellular processes by modulating DNA accessibility to different regulators, including pioneer factors, transcription factors, and cell cycle regulators (Jiang & Pugh, 2009; Bai &

[†]These authors contributed equally to this work

Morozov, 2010; Zaret & Carroll, 2011; Small *et al*, 2014; Chereji *et al*, 2018; Lai *et al*, 2018). One functional readout of the inheritance of asymmetric chromatin statuses in GSC divisions is the asymmetric recruitment of the DNA replication component Cdc6, which allows asynchronous cell cycle progression in the resulting daughter cells (Ranjan *et al*, 2022). Furthermore, when asymmetric H3 segregation is disrupted, progenitor germline tumors and germ cell loss phenotypes are both detected, suggesting that this process is required for both stem cell maintenance and proper germline differentiation (Xie *et al*, 2015). Recently, a new study revealed that proper interactions between homologous chromosomes at a critical “stemness” *stat92E* gene locus depend on asymmetric H3 inheritance, without which *stat92E* gene expression becomes misregulated (Antel *et al*, 2022). The findings of asymmetric histone inheritance in *Drosophila* male GSCs set a precedent in studying epigenetic inheritance modes in multicellular organisms. The question remains, however, of whether this phenomenon is germ cell-specific or if it serves as a more general mechanism. It also remains unclear whether asymmetrically inherited histones aid in defining distinct cell fates at a single-cell level. Addressing these questions will not only greatly enhance our current understanding of how epigenetic inheritance modes dictate cell fates, but it will also help establish new methods to identify *bona fide* stem cells and asymmetrically dividing cells *in vivo*.

To investigate the generality of asymmetric histone inheritance, we use the *Drosophila* intestinal stem cells (ISCs) in the midgut as a model system (Micchelli & Perrimon, 2006; Ohlstein & Spradling, 2006). One feature of ISCs is that they can alternate between ACD, which produces a self-renewed ISC and a differentiating daughter of either an enteroblast (EB) or a pre-enteroendocrine (pre-ee) cell, and symmetric cell division (SCD), which results in two self-renewed ISCs (Fig 1A; O’Brien *et al*, 2011; de Navascues *et al*, 2012; Zeng & Hou, 2015; Martin *et al*, 2018). As the Notch (N) signaling pathway is critical for cellular differentiation in the ISC lineage, the expression of Delta can be used as an ISC-enriched cellular marker. We propose that the ISC lineage is a great system to study

histone inheritance due to its well-characterized lineage, clearly distinguishable ISC-specific mitosis, and abundant ISCs *in vivo*. Indeed, previous studies have shown asymmetric inheritance of old versus new centromere-specific histone H3 variant CENP-A (i.e., CID in *Drosophila*) in the ISCs (Garcia Del Arco *et al*, 2018). Here, using this system we report that asymmetric canonical histone inheritance applies to this somatic stem cell lineage during ACD of ISCs and that misregulation of this process leads to midgut hyperplasia with ISC-like cells. Collectively, these results demonstrate that asymmetric histone inheritance could be a more general feature for asymmetric stem cell divisions. This study also offers insight into how histone inheritance could influence the establishment or maintenance of cell identities and how misinheritance could lead to diseases such as cancer.

Results

Differential distribution of old versus new H3 in prophase-to-prometaphase ISCs

To study histone distribution and inheritance patterns during ISC divisions, we optimized a dual-color histone labeling and tracking system in the ISCs (Fig 1B), similar to what has been previously used (Tran *et al*, 2012; Xie *et al*, 2015; Wooten *et al*, 2019). Here, the expression of labeled histones was driven by a cell type-specific *escargot-Gal4* (*esg-Gal4*) to turn on the *UAS-histone* transgene in the ISC lineage (Micchelli & Perrimon, 2006). After a heat-shock-induced switch from eGFP to mCherry-labeled histone expression, ISCs were allowed to undergo at least a complete round of DNA replication after an approximately 18-h recovery time (Fig 1C), shown by robust incorporation of new replication-dependent canonical histones genome-wide. This time frame was determined through a time course experiment, where the expression and incorporation of new H3-mCherry began around 12 h after heat shock. By 24 h, robust signals of both H3-eGFP and H3-mCherry could be detected.

Figure 1. Old and new histone H3 displays a differential distribution pattern in mitotic ISCs.

- A diagram of the ISC lineage. ISCs can asymmetrically divide into a self-renewed ISC and one of two differentiating cell types, an enteroblast (EB) or a pre-enteroendocrine cell (preEE). EBs can mature into enterocytes (ECs), and preEEs can mature into enteroendocrine cells (EEs). ISCs can also symmetrically divide, producing two ISCs. The precocious ISC division that leads to two non-ISCs, such as two EB cells, are not included in this diagram as neither daughter cell would be labeled with the ISC markers used.
- The dual-color labeling system with the *UASp-FRT-histone-eGFP-PolyA-FRT-histone-mCherry-PolyA* transgene is driven in the progenitor cells of the ISC lineage using a cell type- and stage-specific *escargot* (*esg*)-*Gal4* driver. Before heat shock, the transgene expresses eGFP-labeled histones. After heat-shock-induced DNA recombination, the transgene turns off expression of eGFP-labeled histones and turns on expression of mCherry-labeled histones.
- Experimental design: ISCs initially express eGFP-tagged histones. After heat shock, mCherry-tagged new histones are incorporated genome-wide during S phase. The distribution of old (eGFP-tagged) and new (mCherry-tagged) histones in early mitosis (prophase and prometaphase) and the segregation in late mitosis (anaphase and telophase) are investigated.
- Using the dual-color labeling system (*esg-Gal4* > *UASp-FRT-H3-eGFP-FRT-H3-mCherry*), old and new H3 distribution in prophase and prometaphase ISCs shows large, separable domains of H3-eGFP (old) and H3-mCherry (new). Note: all figure panels in this work are maximum intensity projection images to show signals from all Z-stacks.
- Using the *UASp-FRT-histone-eGFP-T2A-histone-mCherry-PolyA* transgene that co-expresses H3-eGFP and H3-mCherry, significant overlap between the two signals was detected in ISCs during prophase and prometaphase.
- Quantification of the colocalization between old and new H3, as well as between the co-expressed eGFP- and mCherry-tagged H3 in prophase and prometaphase ISCs. Pearson's correlation coefficients were measured, where 1 represents complete colocalization and 0 stands for no colocalization. Old and new H3 showed significantly less colocalization (Pearson's correlation coefficient for H3 = 0.44 ± 0.02 , $n = 81$ ISCs) when compared to the co-expressed eGFP- and mCherry-tagged H3 (Pearson's correlation coefficient for H3 co-expressed = 0.86 ± 0.01 , $n = 19$ ISCs). Individual data points and mean values are shown. Error bars represent SEM. **** $P < 0.0001$; unpaired t-test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1.

Data information: n for individual ISCs. Scale bar in (D), (E): 5 μ m.

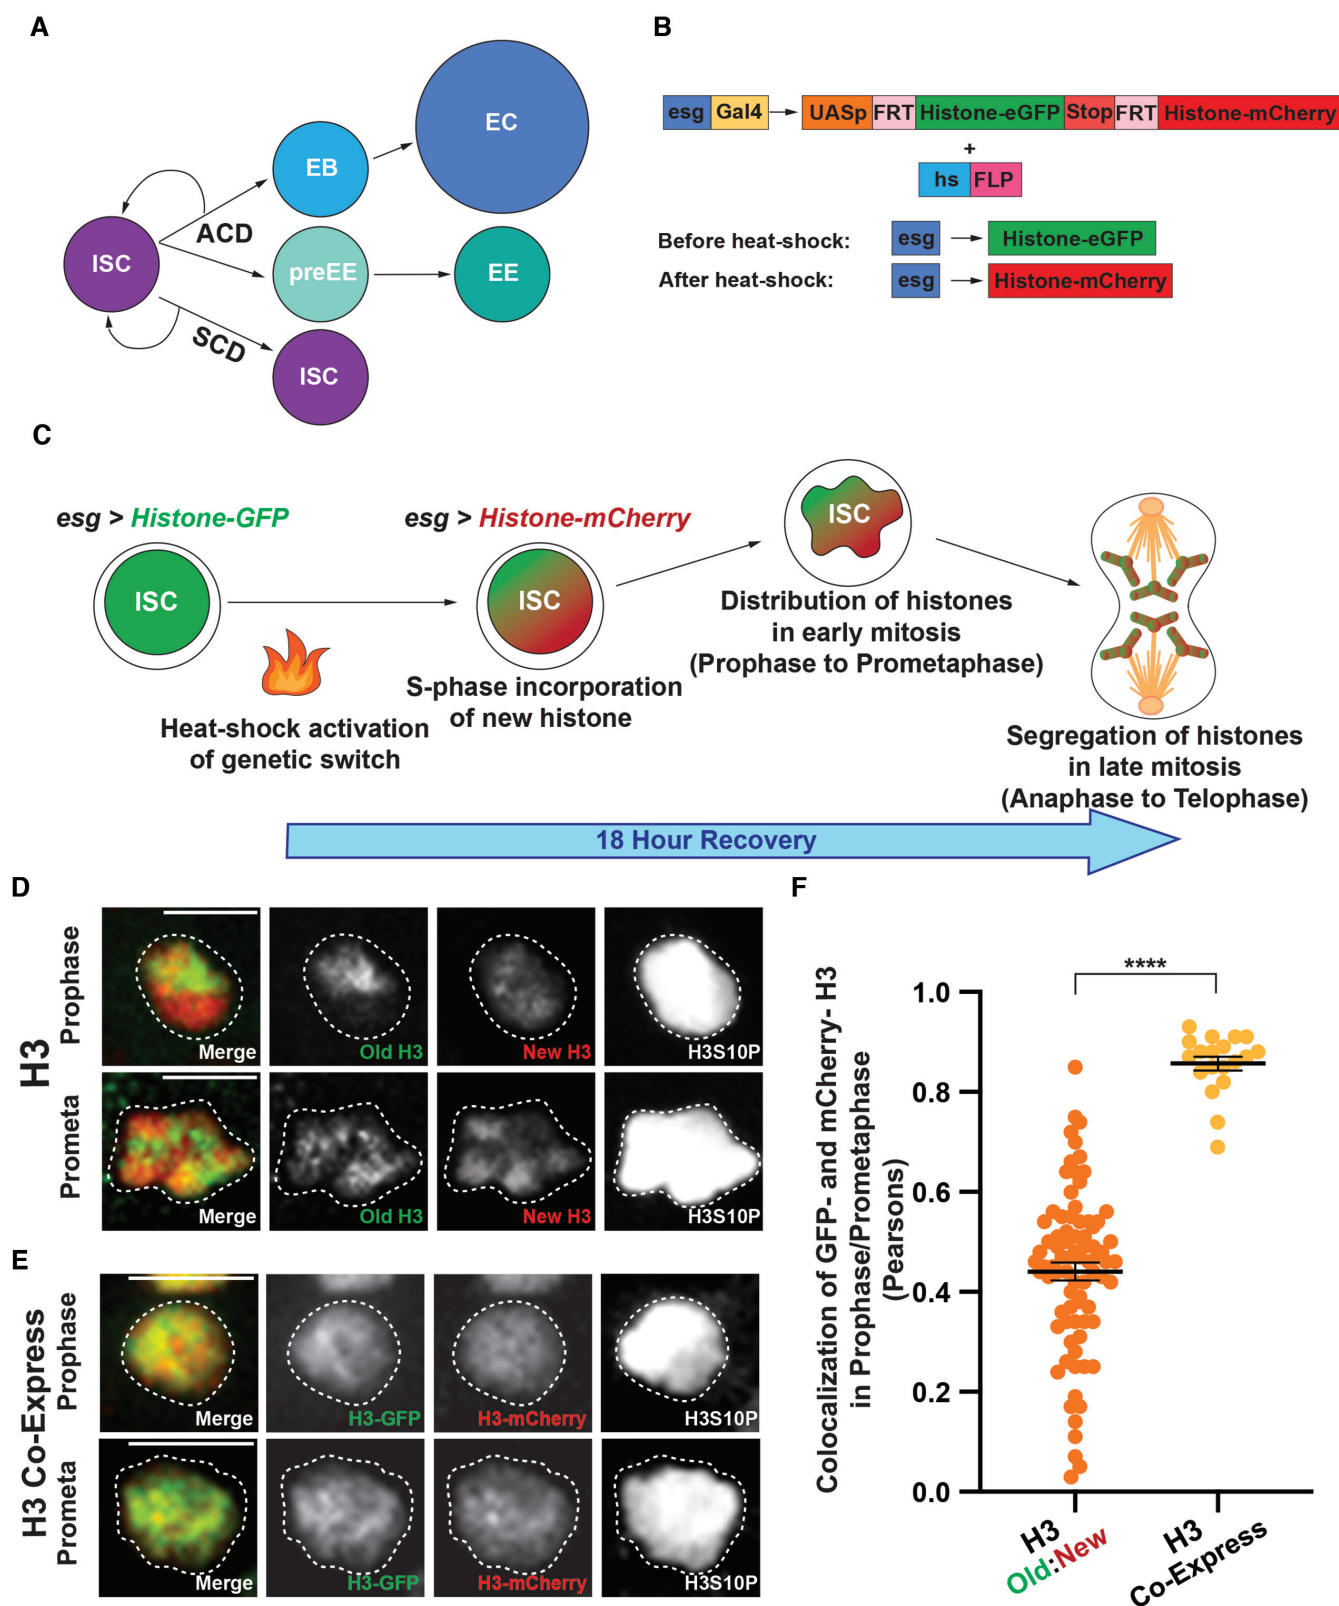

Figure 1.

However, by 36 h old H3-eGFP signals became almost undetectable (Fig EV1A). This time lapse required for new H3 incorporation is consistent with the replication-dependent incorporation mode for canonical histones. Contrastingly, the incorporation of new histone variant H3.3-mCherry which is independent of DNA replication showed robust signals 12 h after heat shock (Fig EV1B). Quantification showed minimal flipped-out without heat shock but efficient flipped-out at 18 h after heat shock (Fig EV1C), which is the time point we performed most imaging-based analysis. These results are consistent with previous data using GFP-tagged H3 versus GFP-tagged H3.3 that show distinct incorporation modes between DNA replication-dependent incorporation of the canonical H3 and DNA replication-independent incorporation of the H3.3 histone variant in *Drosophila* (Ahmad & Henikoff, 2002b). The ISCs co-labeled with both eGFP (old histones) and mCherry (new histones) signals entered the subsequent mitosis, when sister chromatids are condensed and segregated equally into the daughter cells. The mitotic ISCs (Micchelli & Perrimon, 2006; Ohlstein & Spradling, 2006; Jiang et al, 2009; Chen et al, 2018) can be labeled using a mitotically enriched H3S10ph mark (phosphorylation at Serine 10 of H3; Hendzel et al, 1997). Using this mitotic mark, *esg* driver-labeled ISCs can be distinguished in this histone tracer assay. Here, we studied old versus new histone distribution patterns at different mitotic stages of ISCs.

First, we examined old versus new H3 distribution patterns in the mitotic ISCs at prophase and prometaphase. Interestingly, separable domains enriched with either old or new H3 could be readily visualized when chromosomes undergo condensation at prophase and prometaphase (Fig 1D). Notably, all images shown here and after are maximum intensity projections to display signals coming from all Z-stacks but not a particular slice to avoid any potential bias. Next, as a control for these results of old H3 versus new H3, we generated a fly line carrying a *UAS-H3-eGFP-T2A-H3-mCherry* transgene, in which *H3-eGFP* and *H3-mCherry* sequences have a T2A self-cleaving peptide sequence in between (Fig EV1D and E), so that they are expressed in an equal molar ratio simultaneously, when driven by the same *esg-Gal4* driver. We find that this control showed a high degree of overlap between H3-eGFP and H3-mCherry signals in prophase and prometaphase ISCs (Fig 1E). To quantify these imaging results, we measured Pearson's correlation coefficient between these two signals, as used previously (Kahney et al, 2021). Here, a zero 0.0 correlation coefficient indicates no colocalization, while the 1.0 correlation coefficient represents complete overlapping between the two signals. As shown in Fig 1F, old H3-eGFP and new H3-mCherry displayed the average correlation coefficient of 0.44, while co-expressed H3-eGFP and H3-mCherry had the average correlation coefficient of 0.86. Together, these results demonstrate that old and new H3 differentially distributes in the mitotic ISCs and that this pattern is due to their protein age difference rather than the distinct fluorescence tags they carry.

Different distribution and segregation patterns of H3, H4, and H2A in the mitotic ISCs

During DNA replication, old histone octamers must be disassembled and reincorporated into the duplicated sister chromatids (Xu & Zhu, 2010; Snedeker et al, 2017; Serra-Cardona & Zhang, 2018; Stewart-Morgan et al, 2020). It has been demonstrated that old H3

and H4 are reincorporated as a tetramer, while old H2A and H2B split into two dimers following their dissociation from DNA strands during replication (Jackson & Chalkley, 1981; Russev & Hancock, 1981; Jackson, 1988; Xu et al, 2010; Katan-Khaykovich & Struhl, 2011). To investigate the molecular specificity of asymmetric histone inheritance, we went ahead and examined the old versus new histone distribution patterns of H4 and H2A. Interestingly, separable domains of old and new H4 could also be readily visualized in ISCs at prophase and prometaphase (Fig 2A), similar to the old and new H3 patterns at the comparable stages (Fig 1D). Contrastingly, this separation was not as evident for old and new H2A, which displayed a more overlapping pattern in prophase and prometaphase ISCs (Fig 2B). We then used Pearson's correlation analysis to quantify the colocalization between old and new histones. The average correlation coefficient for old and new H4 was 0.51, while the average coefficient for old and new H2A was 0.71, which is significantly different from that of both H3 and H4 (Fig 2C). Notably, there is a detectable difference between H3 and H4, shown as significantly different distribution patterns between old and new H3 and H4 in prophase and prometaphase ISCs ($P < 0.05$; Fig 2C). Similar results were obtained using the Spearman's correlation coefficient to determine the colocalization of old versus new histones (Fig EV1F). On the contrary, the H3-eGFP and H3-mCherry expressed from the *UAS-H3-eGFP-T2A-H3-mCherry* transgene control still showed the highest degree of overlap in prophase and prometaphase ISCs, which is more than any of the canonical histones (Fig EV1F), confirming that the separation patterns observed between old and new histones are due to their molecular identity and age differences.

Next, we examined histone segregation patterns by quantifying the entire protein amount associated with each set of the sister chromatids followed by computing the ratios between them, using the sum of slices method in anaphase and telophase ISCs, similar to the analyses reported previously [see Materials and Methods and (Ranjan et al, 2019, 2022)]. We could detect asymmetric segregation patterns for H3 (Fig 2D) and, to a lesser extent, for H4 (Fig 2E). In contrast, H2A displayed a more symmetric segregation pattern in anaphase and telophase ISCs (Fig 2F). Based on the quantification of old histones similar to what was performed previously (Xie et al, 2015), old H3, and to a lesser degree old H4, tended to be enriched toward one set of sister chromatids, whereas old H2A distributed more equally between the two sets of sister chromatids (Fig 2G). Using thresholds to classify the degree of asymmetry, approximately 59.4% of the mitotic ISCs showed a high degree of H3 asymmetry (> 1.22 -fold difference), 15.6% showed a medium level of H3 asymmetry (1.16–1.22-fold difference), and 25.0% demonstrated a symmetric H3 pattern [≤ 1.15 -fold difference, Fig 2H, see Materials and Methods and (Wooten et al, 2019)]. Notably, an ISC division could be either ACD or SCD, using different cellular markers or criteria (O'Brien et al, 2011; de Navascues et al, 2012; Goulas et al, 2012; Tian & Jiang, 2014; Jin et al, 2017). Interestingly, these ratios of asymmetric versus symmetric H3 segregation patterns are largely consistent with other published results measuring the percentages of ACD versus SCD of ISCs. Additionally, in anaphase or telophase ISCs these ratios were 20% for a high degree of asymmetry, 35% for a medium level of asymmetry, and 45% for a symmetric pattern for old H4 (Fig 2H). Contrastingly, for old H2A 90% of all quantified mitotic ISCs showed a symmetric segregation

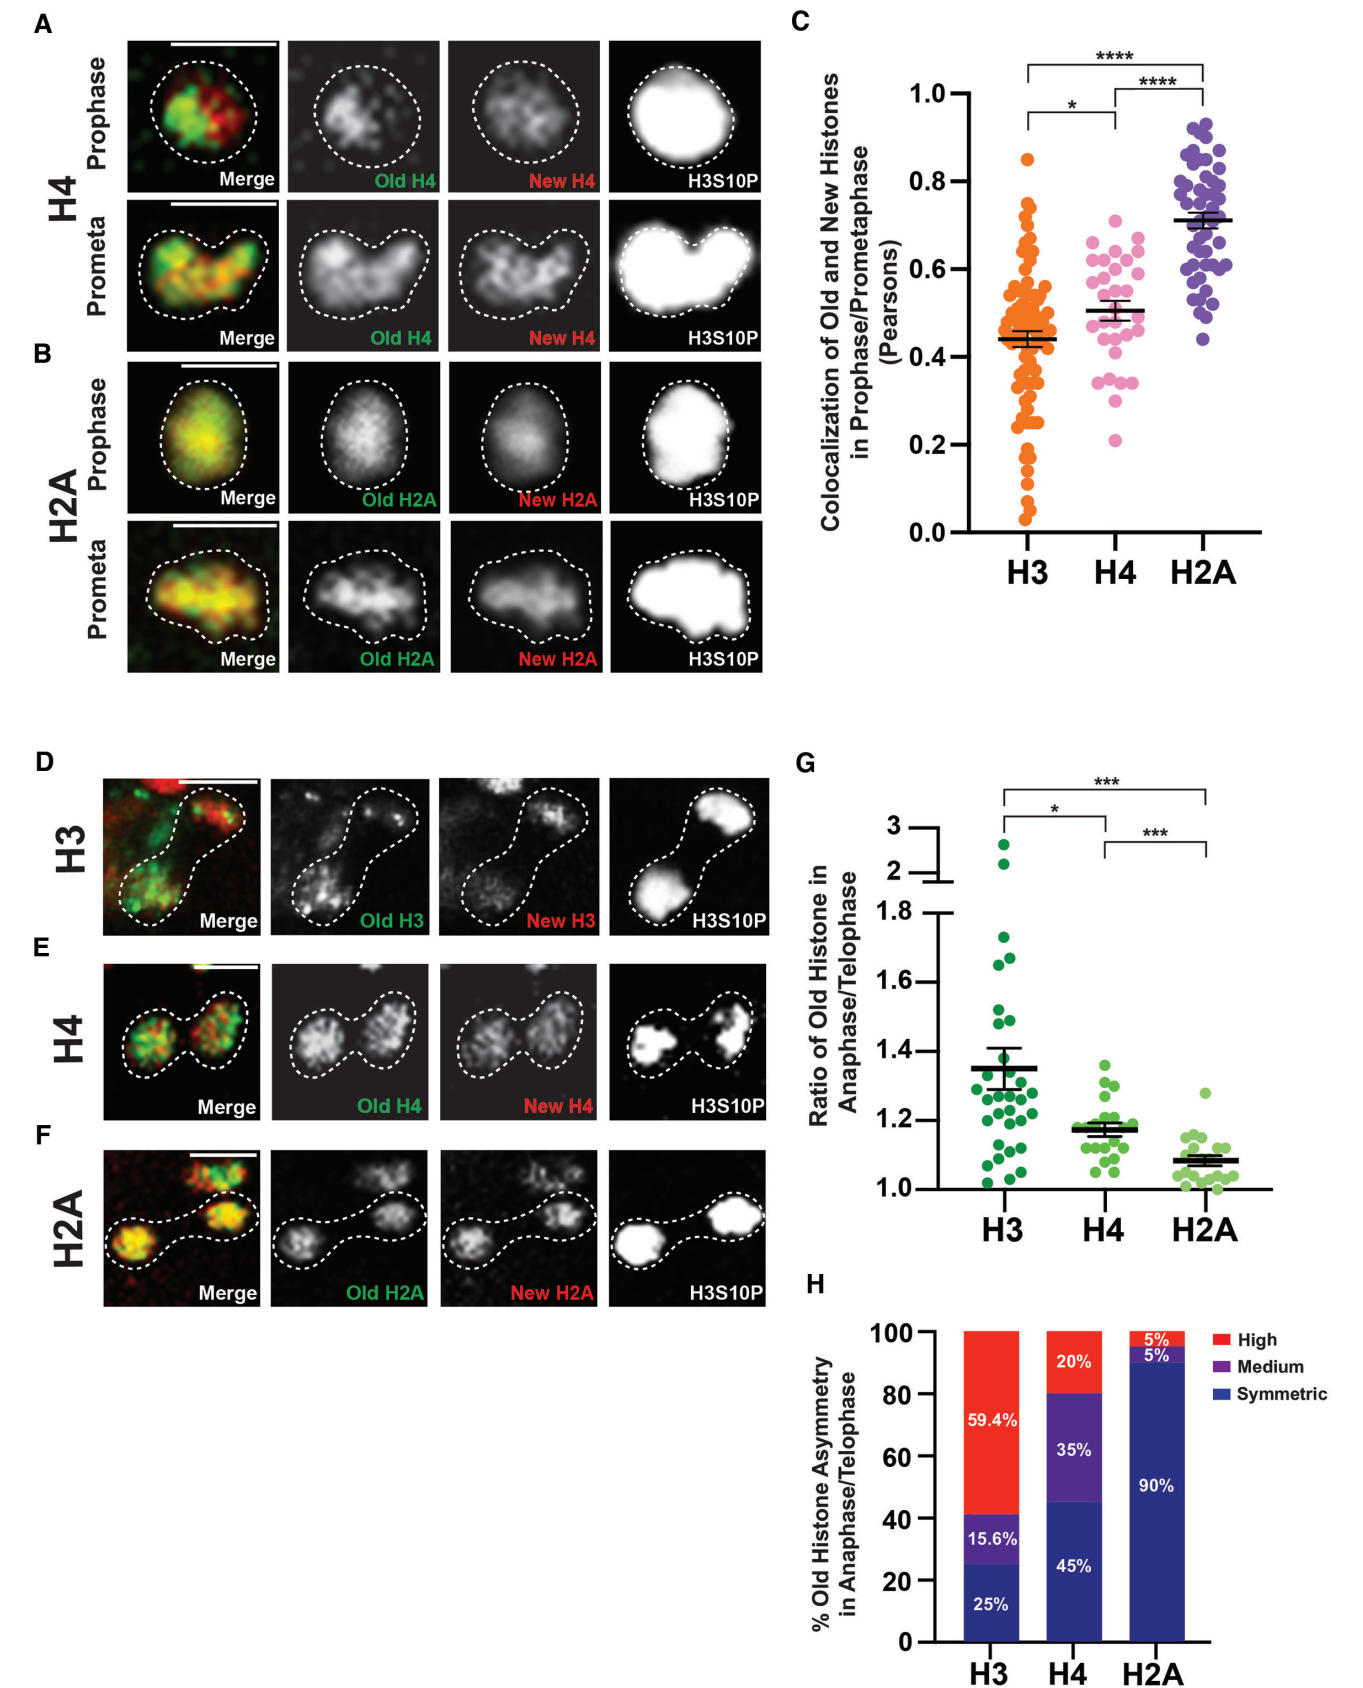

Figure 2.

Figure 2. Different distribution and segregation patterns of H3, H4, and H2A during ISC division.

- A Old and new H4 distribution in prophase and prometaphase ISCs (*esg-Gal4 > UASp-FRT-H4-eGFP-FRT-H4-mCherry*). Separable domains of H4-eGFP (old) and H4-mCherry (new) were observed, similar to the H3 patterns shown in Fig 1D.
- B Old and new H2A distribution in prophase and prometaphase ISCs (*esg-Gal4 > UASp-FRT-H2A-eGFP-FRT-H2A-mCherry*), showing largely overlapping signals between H2A-eGFP (old) and H2A-mCherry (new).
- C Quantification of colocalization between old (eGFP) and new (mCherry) H3, H4, and H2A in prophase and prometaphase ISCs. Pearson's correlation coefficients are measured, where 1 represents complete colocalization and 0 stands for no colocalization. Old and new H4 showed a similar, but slightly more colocalized result when compared to H3 (Pearson's correlation coefficient for H4 = 0.51 ± 0.02 , $n = 31$ ISCs). Old and new H2A showed a significantly higher colocalization when compared to H3 and H4 (Pearson's correlation coefficient for H2A = 0.71 ± 0.02 , $n = 50$ ISCs). Individual data points and mean values are shown. Error bars represent SEM. **** $P < 0.0001$, * $P < 0.05$; unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1.
- D Late-stage mitotic ISC showing asymmetric segregation of H3 between the two sets of sister chromatids at the opposite poles of the ISC.
- E Late-stage mitotic ISC showing less asymmetric segregation of H4, compared with H3, between the two sets of sister chromatids at the opposite poles of the ISC.
- F Late-stage mitotic ISC showing symmetric segregation of H2A between the two sets of sister chromatids at the opposite poles of the ISC.
- G Quantification of old H3, H4, and H2A distribution between the two sets of sister chromatids in anaphase and telophase ISCs. Old H3 is asymmetrically segregated between the two sets of sister chromatids (ratio = 1.35 ± 0.06 , $n = 32$ ISCs). Old H4 is asymmetrically segregated, to a less extent compared with H3, between the two sets of sister chromatids (ratio = 1.17 ± 0.02 , $n = 20$ ISCs) whereas H2A is more symmetrically segregated (ratio = 1.08 ± 0.02 , $n = 20$ ISCs). Old histone signals were primarily used here, due to potential complications using new histone signals that have been discussed in this work and previously (Xie et al, 2015). Individual data points and mean values are shown. Error bars represent SEM. *** $P < 0.001$, * $P < 0.05$; unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Table EV1.
- H Percentage of different categories of old histone asymmetry for H3 ($n = 32$ ISCs), H4 ($n = 20$ ISCs), and H2A ($n = 20$ ISCs), where the three categories are symmetric (≤ 1.15 -fold), medium asymmetric (1.16- to 1.22-fold), and high asymmetric (> 1.22 -fold). The H2A dataset is used to define the symmetric range, with an average (avg) of 1.08 and standard deviation (std) of 0.07. Therefore, $\text{avg} + 1 \times \text{std} = 1.15$ defines the medium asymmetric range and $\text{avg} + 2 \times \text{std} = 1.22$ defines the high asymmetric range, similar to what was used before to define these ranges (Wooten et al, 2019).
- Data information: n for individual ISCs. Scale bar in (A), (B), (D), (E), and (F): 5 μm .

pattern, while only 5% displayed a medium level of asymmetry and 5% displayed a high level of asymmetry (Fig 2H). Together, these results further confirm the molecular specificity of asymmetric histone inheritance with the highest degree of asymmetry for H3 and the lowest degree of asymmetry for H2A.

The detectable difference between H3 and H4 could be due to the fact that in higher eukaryotes, including *Drosophila*, H4 partners with H3 and the H3 histone variants, such as H3.3 and the centromere-specific CENP-A. Both H3.3 and CENP-A are not incorporated restrictively in a replication-dependent manner (Szenker et al, 2011). For example, the incorporation of H3.3 could be transcription-dependent (Ahmad & Henikoff, 2002a, 2002b; Tagami et al, 2004) or telomere region-enriched (Goldberg et al, 2010; Lewis et al, 2010). The deposition of CENP-A could be cell type-specific but is also independent of DNA replication (Schuh et al, 2007; Mellone et al, 2011; Dunleavy et al, 2012; Garcia Del Arco et al, 2018). Even during replication, old H3-H4 remain as tetramers whereas old H3.3-H4 tetramers tend to split into dimers (Xu et al, 2010), which would affect their reincorporation and the overall inheritance patterns. For CENP-A, it has been shown that old CENP-A is preferentially retained by ISCs in ACD (Garcia Del Arco et al, 2018). The transcription-dependent H3.3-H4 deposition, the possibly more symmetric reincorporation of H3.3-H4 during replication, and the incorporation timing and mode of CENP-A-H4 could all contribute to this detectable difference between H3 and H4. Taking together all mitotic ISC results (Figs 1 and 2), old and new H3 and H4 are differentially incorporated onto sister chromatids prior to mitosis, while old and new H2A are more uniformly incorporated. Additionally, old H3 and some of the old H4 are also asymmetrically inherited during ISC divisions.

Asymmetric old and new H3 and H4 patterns are associated with distinct Delta expression patterns

An ISC division could lead to two daughter cells with either distinct or similar cell fates, depending on its division mode of being either

ACD or SCD. To visualize histone patterns after mitosis, we next examined eGFP-labeled old histone versus mCherry-labeled new histone in postmitotic pair of cells. ISCs are normally evenly distributed and spaced out in the fly midgut (Micchelli & Perrimon, 2006; Ohlstein & Spradling, 2006). Using a Delta-nuclear lacZ (Dl-nLacZ) reporter which can suggest ISC fate (Jiang et al, 2009; Beebe et al, 2010; Zeng et al, 2010) in combination with the dual-color histone H3 transgene driven by the *esg-Gal4* driver (Fig EV2A), we found that the total amount of old and new H3, quantified using the sum of slices method as described above, displayed an asymmetric pattern in the postmitotic pair of cells containing different Dl-nLacZ levels, with one Delta-high cell and another Delta-low cell (Fig 3A). Interestingly, more Dl-nLacZ signal was detected in the old H3-eGFP-enriched cell than in the new H3-mCherry-enriched cell. In contrast, old and new H3 displayed a more symmetric pattern in the postmitotic pair of cells containing comparable Dl-nLacZ levels (Fig 3B). Quantification of these results showed significant enrichment of old H3 in the Delta-high cell and new H3 enrichment in the Delta-low cell. Meanwhile, when two cells with comparable levels of Dl-nLacZ were examined, they carried more symmetric old and new H3 (Fig 3C). As a control, the H3-eGFP and H3-mCherry co-expressed from the *UAS-H3-eGFP-T2A-H3-mCherry* transgene did not display any polarized distribution in the two cells with either asymmetric Delta expression (Figs EV2C and 2E) or symmetric Delta expression (Figs EV2D and 2F). To better display the ratios of both old and new histones simultaneously, we used a two-dimensional plot to display both ratios from the same postmitotic pair of cells. As illustrated in Fig 3D, each of the four quadrants indicates a particular trend of old and new histone distribution patterns. Using this display, old and new H3 in Delta-symmetric pairs were largely clustered around the origin ($\log_2 = 0$), consistent with their mainly symmetric distribution patterns using one-dimensional plots (Fig 1C). Contrastingly, old and new H3 in the postmitotic pair of cells with asymmetric Delta expression was mainly distributed in quadrant IV, where the ISC is enriched with old but depleted of

new H3; a small percentage of these pairs were in quadrant I, where the Delta-high cell is enriched with both old and new H3, which could reflect overall higher H3 levels in the Delta-high cell compared with the Delta-low cell (Fig 3D). A similar pattern of the overall H3 asymmetry was recently reported in asymmetrically dividing *Drosophila* male GSCs with a higher level of H3 in the stem cell (Ranjan *et al*, 2022).

Interestingly, old and new H4 also displayed an asymmetric inheritance pattern in the postmitotic pair of cells with asymmetric Delta expression (Fig 3E). Similar to H3, the asymmetric inheritance pattern of old versus new H4 was specific to Delta-asymmetric pairs, as the pairs with comparable DI-nLacZ levels showed a more symmetric distribution of old versus new H4 (Fig 3F). Consistent with the H3 results, quantification of these results demonstrated that old H4 was preferentially inherited by the Delta-high cell, while new H4 was enriched in the Delta-low cell. In contrast, both old and new H4 was distributed almost equally between the two cells with symmetric Delta expression (Fig 3G). Notably, the ratios reflecting the degree of asymmetry for old and new H4 (~1.37-fold for old H4 and ~1.41-fold for new H4) are less than that of old and new H3

(~1.57-fold for old H3 and ~1.47-fold for new H3) in the postmitotic pair of cells with asymmetric Delta expression (Fig 3G versus C). However, all of these ratios are significantly different from a symmetrical ratio (1:1) and the ratios from Delta-symmetric pairs (see *P*-values in Fig 3G). Consistently, old and new H4 in postmitotic pairs showed similar distribution patterns like H3 using the two-dimensional plots (Fig 3H), with the H4 group mainly distributed in quadrant IV. Notably, the H4/H3 asymmetries in postmitotic pair of cells with asymmetric Delta expression are more pronounced than those detected in anaphase and telophase ISCs. This could be due to biological and/or technical reasons: Biologically, distinct cellular events in the postmitotic daughter cells could affect the histone distribution patterns after mitosis. For example, in the *Drosophila* male GSC system, the differentiating daughter cell enters the subsequent S phase prior to the self-renewed GSC, which could result in accelerated increase of new histones in the differentiating daughter cell (Ranjan *et al*, 2022). Technically, as discussed above, ISCs can alternate between ACD and SCD division modes. The DI-nLacZ marker can distinguish these two modes in the postmitotic pair of cells so that we could quantify these two patterns separately. However, we

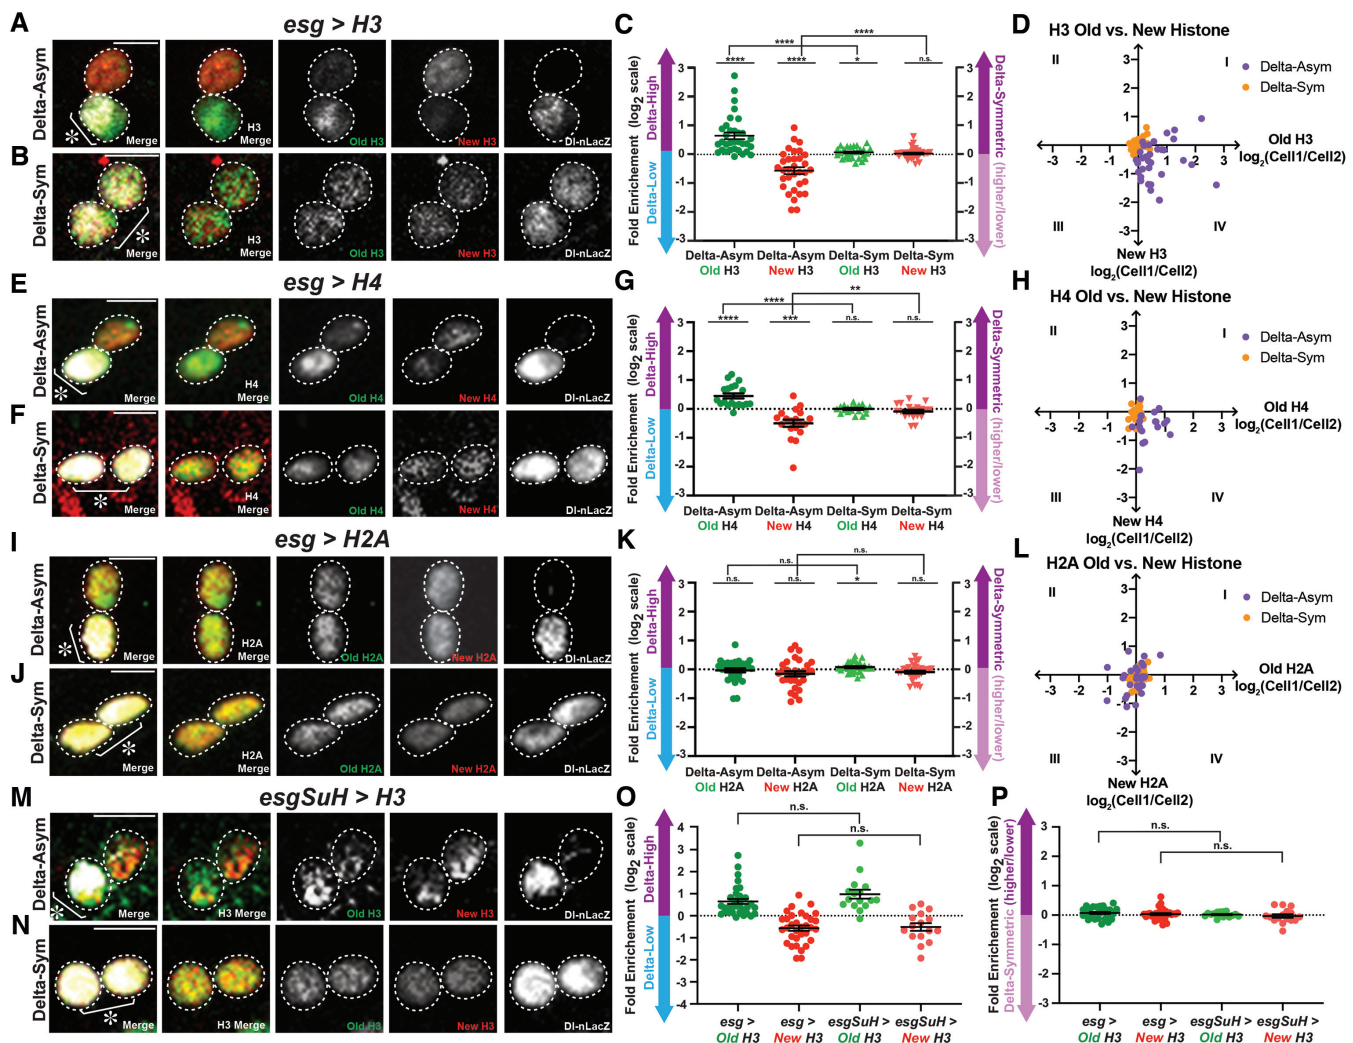

Figure 3.

Figure 3. Old and new H3, H4, and H2A inheritance patterns in Delta-asymmetric and Delta-symmetric postmitotic pairs.

- A Old and new H3 distribution in a postmitotic pair of cells with asymmetric DI-nLacZ labeling, showing that H3-eGFP (old) is asymmetrically inherited by the Delta-high cell, while H3-mCherry (new) is enriched in the Delta-low cell (*esg-Gal4 > UASp-FRT-H3-eGFP-FRT-H3-mCherry*).
- B Old and new H3 distribution in a postmitotic pair of cells with symmetric DI-nLacZ labeling, showing that both H3-eGFP (old) and H3-mCherry (new) are more symmetrically distributed between the two cells.
- C Quantification of H3-eGFP (old) and H3-mCherry (new) distribution in Delta-asymmetric pairs (avg. $\log_2$ ratios for old H3 = 0.65 ± 0.12 , avg. $\log_2$ ratios for new H3 = -0.56 ± 0.12 , $n = 33$ pairs, $N = 4$ intestines) and Delta-symmetric pairs (avg. $\log_2$ ratio for old H3 = 0.07 ± 0.03 , avg. $\log_2$ ratio for new H3 = 0.03 ± 0.03 , $n = 30$ pairs, $N = 4$ intestines). Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). **** $P < 0.0001$, * $P < 0.05$, n.s.: not significant; single-sample t -test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 ($\log_2$ value representing a 1:1 ratio), or Wilcoxon signed-rank test (for skewed data) for comparing one dataset to a hypothesized median of 0 ($\log_2$ value representing a 1:1 ratio). Unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2. Between the two cells, cell 1 has a higher DI-nLacZ level than cell 2 (Materials and Methods).
- D 2D plot of corresponding old-H3 and new-H3 ratios ($\log_2$ values from Fig 3C) for each pair of cells. A majority of Delta-asymmetric pairs fall in quadrant IV, indicating a higher inheritance of old H3 and a lower inheritance of new H3 by the Delta-high cell, while most Delta-symmetric pairs are clustered around the origin, indicating equal inheritance of old and new H3 by the two cells.
- E Old and new H4 distribution in a postmitotic pair of cells with asymmetric DI-nLacZ labeling, showing that H4-eGFP (old) is asymmetrically inherited by the Delta-high cell, while H4-mCherry (new) is enriched toward the Delta-low cell (*esg-Gal4 > UASp-FRT-H4-eGFP-FRT-H4-mCherry*).
- F Old and new H4 distribution in a postmitotic pair with symmetric DI-nLacZ labeling, showing that H4-eGFP (old) and H4-mCherry (new) are symmetrically distributed between the two cells.
- G Quantification of H4-eGFP (old) and H4-mCherry (new) distribution in Delta-asymmetric pairs (avg. $\log_2$ ratio for old H4 = 0.45 ± 0.09 , avg. $\log_2$ ratio for new H4 = -0.50 ± 0.12 , $n = 19$ pairs, $N = 2$ intestines) and Delta-symmetric pairs (avg. $\log_2$ ratio for old H4 = 0.00 ± 0.03 , avg. $\log_2$ ratio for new H4 = -0.09 ± 0.06 , $n = 19$ pairs, $N = 2$ intestines). Individual data points and mean values are shown. Error bars represent SEM. **** $P < 0.0001$, *** $P < 0.001$, ** $P < 0.01$, n.s., not significant; single-sample t -test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 ($\log_2$ value representing a 1:1 ratio), or Wilcoxon signed-rank test (for skewed data) for comparing one dataset to a hypothesized median of 0 ($\log_2$ value representing a 1:1 ratio). Unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2.
- H 2D plot of corresponding old-H4 and new-H4 ratios ($\log_2$ values from Fig 3G) for each pair of cells. A majority of Delta-asymmetric pairs fall in quadrant IV, indicating a higher inheritance of old H4 and a lower inheritance of new H3 by the Delta-high cell, while most Delta-symmetric pairs are clustered around the origin, indicating equal inheritance of old and new H3 by the two cells.
- I Old and new H2A distribution in a postmitotic pair of cells with asymmetric DI-nLacZ labeling, showing that H2A-eGFP (old) and H2A-mCherry (new) are symmetrically inherited by the two cells (*esg-Gal4 > UASp-FRT-H2A-eGFP-FRT-H2A-mCherry*).
- J Old and new H2A distribution in a postmitotic pair of cells with symmetric DI-nLacZ labeling, showing that H2A-eGFP (old) and H2A-mCherry (new) are symmetrically distributed between the two cells.
- K Quantification of H2A-eGFP (old) and H2A-mCherry (new) distribution in Delta-asymmetric pairs (avg. $\log_2$ ratio for old H2A = -0.03 ± 0.07 , avg. $\log_2$ ratio for new H2A = -0.15 ± 0.09 , $n = 30$ pairs, $N = 2$ intestines) and Delta-symmetric pairs (avg. $\log_2$ ratio for old H2A = 0.08 ± 0.03 , avg. $\log_2$ ratio for new H3 = -0.09 ± 0.05 , $n = 30$ pairs, $N = 2$ intestines). Individual data points and mean values are shown. Error bars represent SEM. * $P < 0.05$, n.s.: not significant; single-sample t -test (for normally distributed data) for comparing one dataset to a hypothesized mean of 0 ($\log_2$ value representing a 1:1 ratio), or Wilcoxon signed-rank test (for skewed data) for comparing one dataset to a hypothesized median of 0 ($\log_2$ value representing a 1:1 ratio). Unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2.
- L 2D plot of corresponding old-H2A and new-H2A ratios ($\log_2$ values from Fig 3K) for each pair of cells. Both Delta-asymmetric and Delta-symmetric pairs are clustered around the origin without preferred quadrant, indicating equal inheritance of old and new H2A by the two cells.
- M The ISC-specific combination of drivers *esg-Gal4*, *Su(H)-Gal80* drive H3 transgene [*esg-Gal4*, *Su(H)-Gal80 > UASp-FRT-H3-eGFP-FRT-H3-mCherry*] with heat-shock treatment and recovery (see Materials and Methods) in a Delta-asymmetric pair of cells. Old and new H3 distribution in a postmitotic pair of cells with asymmetric DI-nLacZ labeling, showing that H3-eGFP (old) is asymmetrically inherited by the Delta-high cell, while H3-mCherry (new) is enriched in the Delta-low cell.
- N ISC-specific drivers express the H3 transgene in a Delta-symmetric pair of cells. Old and new H3 distribution in a postmitotic pair of cells with symmetric DI-nLacZ labeling, showing that both H3-eGFP (old) and H3-mCherry (new) are more symmetrically distributed between the two cells.
- O Quantification of H3-eGFP (old) and H3-mCherry (new) distribution in Delta-asymmetric pair of cells driven by the ISC-specific combination of drivers *esg-Gal4*, *Su(H)-Gal80* (avg. $\log_2$ ratio for old H3 = 0.98 ± 0.20 , avg. $\log_2$ ratio for new H3 = -0.51 ± 0.17 , $n = 16$ pairs, $N = 3$ intestines), compared with H3-eGFP and H3-mCherry ratios using the *esg-Gal4* driver only, shown in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). N.S.: not significant. Unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2 and Table EV5.
- P Quantification of H3-eGFP (old) and H3-mCherry (new) distribution in Delta-symmetric pair of cells (avg. $\log_2$ ratio for old H3 = 0.02 ± 0.02 , avg. $\log_2$ ratio for new H3 = -0.03 ± 0.06 , $n = 16$ pairs, $N = 3$ intestines), compared with H3-eGFP and H3-mCherry ratios using the *esg-Gal4* driver only, shown in Fig 3C. Individual data points and mean values are shown. Error bars represent the standard error of the mean (SEM). N.S.: not significant. Unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV2. Between the two cells, cell 1 has the higher DI-nLacZ level compared with cell 2 (Materials and Methods).

Data information: n for the number of postmitotic pairs; N for the number of intestines. Scale bar in (A), (B), (E), (F), (I), (J), (M), and (N): 5 μ m; asterisk, ISC side.

do not have a reliable cellular marker that can distinguish these two modes for the mitotic ISCs. Therefore, all mitotic ISCs are quantified as one group, containing both asymmetrically and symmetrically dividing ISCs.

Next, we examined the inheritance mode of old versus new H2A as a representative for the canonical histone dimer. Different from H3 and H4, old and new H2A showed a symmetric inheritance pattern in all postmitotic daughter cells of ISCs, regardless of whether they were Delta-asymmetric (Fig 3I) or Delta-symmetric pairs (Fig 3J). Quantification for old and new H2A showed almost no

significant difference from a symmetrical pattern (a 1:1 ratio) for all postmitotic daughter cells of ISCs, and there was no significant difference between the two Delta expression patterns (see P -values in Fig 3K). Consistently, using the two-dimensional plot presentation, old and new H2A showed very clustered distribution around the origin for Delta-symmetric pairs (Fig 3L), while old and new H2A in the postmitotic pairs of cells expressing Delta asymmetrically were less clustered but showed no preference in any particular quadrant (Fig 3L). Together, these two-dimensional plots showed consistent results with the one-dimensional plot but provided more

information on the correlation between old and new histones in any given postmitotic pair of cells.

Furthermore, to circumvent any ambiguity calling two adjacent cells “daughters” derived from one ISC division, we combined the *esg-Gal4* activator with the Gal80 suppressor driven by *Suppressor of Hairless* [*Su(H)-Gal80*, (Loza-Coll et al, 2014; Wang et al, 2015)], in order to achieve a tight ISC-specific expression of the histone transgene (Fig EV2B). With the restrictive histone transgene expression using the *esg-Gal4 Su(H)Gal80* combination, labeled histone signals in two adjacent cells should come from the ISC-restrictive transgene expression, having gone through an S phase to incorporate new H3 followed by partitioning new H3 into the two daughter cells. Using this strategy, similar patterns of old and new H3 inheritance patterns could be detected (Fig 3M and N), compared with the results using the *esg-Gal4* driver alone. Importantly, transgenes driven by either *esg-Gal4* itself or *esg-Gal4 Su(H)-Gal80* combination showed statistically insignificant difference in postmitotic pair cells with both asymmetric and symmetric Delta expression patterns (Fig 3O and P), indicating consistent results independent of the driver choice.

Similar results were obtained using the same histone labeling strategy in a parallel experimental regime, using an antibody that recognizes the Delta protein, for both H3 (Fig EV3A–C) and H2A (Fig EV3D–F) in postmitotic pairs (Ohlstein & Spradling, 2007; Bardin et al, 2010; Obniski et al, 2018). In summary, the cellular specificity of the postmitotic daughter cells with asymmetric versus symmetric Delta expression patterns demonstrates that asymmetric histone inheritance is correlated with asymmetric Delta expression in the postmitotic pairs of cells. Additionally, the differences between H2A and H3 or H4 are consistent with the previous biochemical results (Jackson, 1988; Xu et al, 2010) and recent discoveries in the *Drosophila* male GSCs (Tran et al, 2012; Wooten et al, 2019). This molecular specificity of asymmetric H3/H4 inheritance pattern is likely because reincorporation of the old (H3-H4)₂ tetramers greatly enhances the asymmetric distribution of old versus new H3/H4 between sister chromatids during DNA replication.

Expression of a mutant histone H3T3A disrupts asymmetric histone inheritance patterns and leads to increased ISC-like cells in the midgut

We have previously identified a mitosis-specific phosphorylation at Threonine 3 of H3 (H3T3ph) that can distinguish sister chromatids enriched with old versus new H3 in male GSCs, consistent with previous biochemistry results (Lin et al, 2016). Differential H3T3ph at old H3- versus new H3-enriched sister chromatids coordinate their proper recognition and segregation during ACD of male GSCs. By mutating the Thr3 residue on the H3 tail to an unphosphorylatable Alanine (H3T3A), the asymmetric segregation of old and new histones became randomized during ACD of male GSCs. Expression of this mutant histone in early-stage germ cells resulted in cellular defects, including progenitor germline tumors and significant germ cell loss, indicating that misregulation of asymmetric histone inheritance might affect proper cell identity establishment through ACD of GSCs (Xie et al, 2015, 2017). To further study the potential defects caused by H3T3A in the ISC lineage, we first expressed the dual-color version of this mutant histone using the *esg-Gal4* driver. We then studied the distribution

of old versus new H3T3A throughout different mitotic stages in ISCs. When examining prophase and prometaphase ISCs, distinct old versus new H3T3A domains could still be detected, similar to the pattern found for old versus new H3 at the comparable stages in mitotic ISCs (Figs 4A versus 1D). When conducting Pearson's correlation analyses, the average correlation coefficient of 0.49 for old versus new H3T3A was close to the average correlation coefficient of 0.44 for old versus new H3, both of which were significantly lower than the average correlation coefficient of 0.71 for old versus new H2A (Fig 4B) and the two signals expressed from the *UAS-H3-eGFP-T2A-H3-mCherry* transgene (correlation coefficient = 0.86, Fig 1F). The Spearman correlation coefficient yielded similar results from assessing the colocalization of old versus new H3T3A (Fig EV1F). These results indicate that old and new H3T3A is still differentially incorporated onto sister chromatids prior to mitosis, similar to the wild-type H3.

However, when compared to wild-type old H3, old H3T3A distributed more equally between the two segregated sets of sister chromatids compared with H3 in anaphase and telophase ISCs (Figs 4C versus 2D). When quantified, the segregation pattern of H3T3A was more similar to that of H2A than to H3 (Fig 4D). Consistently, even though both Delta-asymmetric and Delta-symmetric postmitotic pairs of cells could be detected (Fig 4E and F), a decrease in the Delta-asymmetric pairs with an increase in the Delta-symmetric pairs was detected in the H3T3A-expressing ISC lineage compared with the H3-expressing ISC lineage (Fig 4G). Collectively, these data suggest that old versus new H3T3A are differentially incorporated into sister chromatids prior to mitosis, similar to H3; however, this mutation disrupts the differential recognition of sister chromatids, leading to more symmetric segregation of H3T3A in mitotic ISCs. Notably, these results are in accordance with the previous findings regarding the incorporation and segregation modes of old versus new H3T3A in the male GSCs (Xie et al, 2015), suggesting a potentially conserved mechanism in both stem cell systems.

In the H3-expressing midguts, D1-nLacZ-positive cells are normally detected as single-cell colonies in an evenly dispersed manner. Two D1-nLacZ-positive cells were occasionally adjacent to each other, potentially as a result of a symmetric ISC division (Fig 4H). In contrast, a disorganized pattern of D1-nLacZ-positive cells could be detected in the H3T3A-expressing midgut, with an appearance of increased Delta-positive cell clusters with more than one cell (Fig 4I). Using a clustering analysis, we quantified the relative frequencies of cell cluster(s) with 1-, 2-, or ≥ 3 D1-nLacZ-positive cells (Fig 4J). These analyses revealed a substantial increase of the 2- and ≥ 3 -D1-nLacZ cell clusters in the H3T3A-expressing midguts as compared to the H3-expressing midguts, potentially suggesting an increased ratio of SCD and overpopulated ISC-like cells in the H3T3A-expressing midguts (Fig 4K). This increase is at the expense of single D1-nLacZ cells, which displayed a significant decrease from 77.9% in the H3-expressing midguts to 50.4% in the H3T3A-expressing midguts (Fig 4L). Additionally, a significantly higher number of mitotic cells were detected as H3S10ph-positive cells in the H3T3A-expressing samples compared with the H3-expressing samples (Fig 4M). These results support the detection of increased Delta-symmetric pairs, likely due to increased symmetric outcome of ISC divisions, in the H3T3A-expressing midguts (Fig 4G).

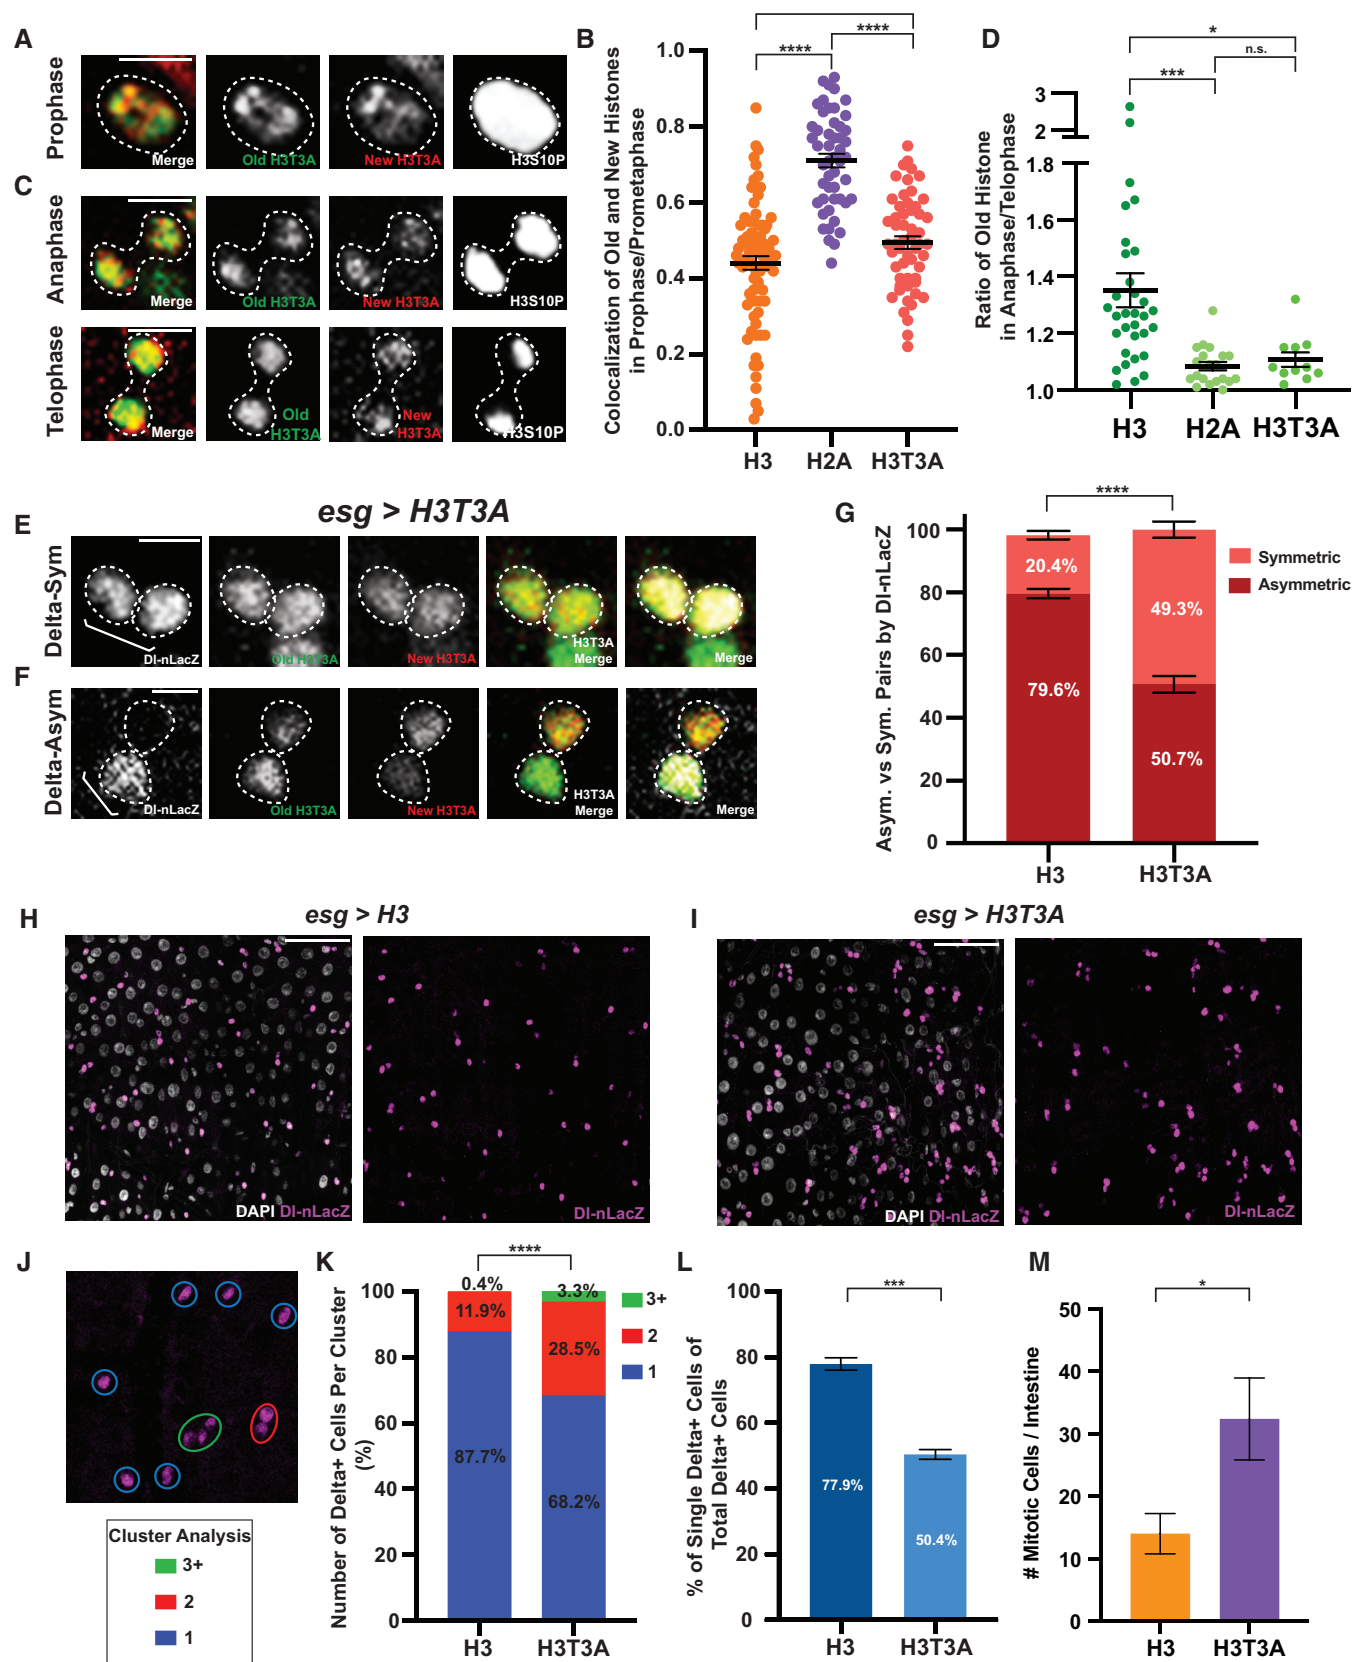

Figure 4.

Figure 4. Expression of a mutant histone H3T3A disrupts histone inheritance patterns and increases Delta-symmetric pairs of cells.

- A Old and new H3T3A distribution in prophase ISC, showing separable domains between H3T3A-GFP (old) and H3T3A-mKO (new) (*esg-Gal4 > UASp-FRT-H3T3A-eGFP-FRT-H3T3A-mCherry*).
- B Quantification of colocalization between H3T3A-GFP (old) and H3T3A-mKO (new) in prophase and prometaphase ISCs using Pearson's correlation coefficients. The H3 and H2A data are from Fig 2C for direct comparison. Old and new H3T3A distribution is more similar to that of H3 (Pearson's correlation coefficient for H3T3A = 0.49 ± 0.02 , $n = 55$ ISCs). Individual data points and mean values are shown. Error bars represent SEM. **** $P < 0.0001$, * $P < 0.05$; unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Dataset EV1.
- C Anaphase and telophase ISCs showing mostly symmetric segregation of H3T3A-GFP (old) and H3T3A-mKO (new) between the two sets of sister chromatids at the opposite poles of the ISC.
- D Quantification of old histone distribution between the two sets of sister chromatids for anaphase and telophase ISCs expressing H3T3A (avg. old H3T3A ratio = 1.11 ± 0.03 , $n = 11$ ISCs). The H3 and H2A data are from Fig 2C for direct comparison. The H3T3A segregation pattern is more similar to H2A than to H3. Individual data points and mean values are shown. Error bars represent SEM. * $P < 0.05$, n.s.: not significant; unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Table EV1.
- E In a postmitotic pair of cells with comparable DI-nLacZ, both H3T3A-GFP (old) and H3T3A-mKO (new) are symmetrically distributed between the two cells.
- F In a postmitotic pair of cells with asymmetric DI-nLacZ expression, H3T3A-GFP (old) is enriched in the Delta-high cell, while H3T3A-mKO (new) is more toward the Delta-low cell.
- G Quantification of Delta-asymmetric and Delta-symmetric pairs in wild-type H3-expressing midguts (avg. asymmetric = $79.6 \pm 1.5\%$, avg. symmetric = $20.4 \pm 1.4\%$, $N = 6$ midguts, $n = 2,341$ pairs) and H3T3A-expressing midguts (avg. asymmetric = $50.7 \pm 2.6\%$, avg. symmetric = $49.3 \pm 2.6\%$, $N = 6$ midguts, $n = 2,745$ pairs). Bars represent mean proportions of asymmetric and symmetric pairs. Error bars represent SEM. Comparing H3T3A-expressing midguts with H3-expressing midguts, there was a statistically significant difference in the distributions of Delta-symmetric pairs versus Delta-asymmetric pairs, determined by a chi-square test ($\chi^2(1, n = 2,745) = 1,309.56$, **** $P < 0.0001$). The H3T3A-expressing midguts show an increase in Delta-symmetric pairs and a decrease in Delta-asymmetric pairs when compared to H3-expressing midguts. Individual data values are shown in Table EV2.
- H Distribution of the DI-nLacZ-positive (magenta) cells in an H3-expressing midgut, which are well spaced and interspersed within the intestinal epithelium.
- I Distribution of the DI-nLacZ-positive (magenta) cells in an H3T3A-expressing midgut, which are unevenly distributed in clusters with two or more Delta-positive cells. DAPI: white in (H, I).
- J Cluster analyses show representative 1-, 2-, or ≥ 3 -Delta-positive cell clusters.
- K Percentages of clusters with 1-, 2-, or ≥ 3 -Delta-positive cell clusters for H3-expressing midguts (avg. percentage of 1-DI⁺ cells = $87.7 \pm 1.1\%$, avg. percentage of 2-DI⁺ cells = $11.9 \pm 0.9\%$, avg. percentage of ≥ 3 -DI⁺ cells = $0.4 \pm 0.2\%$, $N = 4$ midguts, $n = 1,482$ clusters) and H3T3A-expressing midguts (avg. percentage of 1-DI⁺ cells = $68.2 \pm 1.2\%$, avg. percentage of 2-DI⁺ cells = $28.5 \pm 0.9\%$, avg. percentage of ≥ 3 -DI⁺ cells = $3.3 \pm 0.4\%$, $N = 5$ midguts, $n = 1,862$ clusters). Bars represent mean proportions of cell clusters with 1, 2, or 3⁺ DI⁺ cells out of all cell clusters counted. Error bars represent SEM. Comparing H3-expressing midguts with H3T3A-expressing midguts, there was a statistically significant difference in the distributions of Delta-positive cells per cluster, determined by a chi-square test ($\chi^2(2, n = 1,862) = 908.75$, **** $P < 0.0001$). As shown, there are significant increases in 2 and ≥ 3 -Delta-positive cells per cluster in the H3T3A-expressing intestines when compared to the H3-expressing intestines. Individual data values are shown in Table EV3.
- L Percentages of single Delta-positive cells out of total Delta-positive cells for H3-expressing midguts (avg. single DI⁺ cells = $77.9 \pm 1.9\%$, $N = 4$ midguts, $n = 1,674$ DI⁺ cells) and H3T3A-expressing midguts (avg. single DI⁺ cells = $50.4 \pm 1.5\%$, $N = 5$ midguts, $n = 2,522$ DI⁺ cells). Bars represent mean proportion of single DI⁺ ISCs out of all ISCs counted. Error bars represent SEM. There are fewer single Delta-positive cells in H3T3A-expressing midguts compared with H3-expressing midguts (two-sample t -test, **** $P < 0.001$).
- M Comparison of the mitotic index in H3-expressing ($N = 8$ midguts) and H3T3A-expressing ($N = 8$ midguts) midguts. Total number of mitotic ISCs was quantified per midgut by the presence of H3S10 phosphorylation mark. H3T3A-expressing midguts had a significantly higher mitotic index when compared to H3-expressing midguts (two-sample t -test, * $P < 0.05$). Bars represent mean number of mitotic cells per midgut. Error bars represent SEM. Individual data values are shown in Table EV4.

Data information: individual n and N values are defined per panel. Scale bar in (A), (C), (E), (F): 5 μ m, in (H) and (I): 50 μ m; asterisk, ISC side.

Because the mutant histone H3T3A expression resulted in noticeable changes in the midgut, we aimed to eliminate any potential secondary defects caused by its expression during midgut development, using the combination of the Gal4 activator driven by the *esg* promoter (*esg-Gal4*) with both the Gal80 suppressor driven by the *Su(H)* promoter [*Su(H)-Gal80*] and the temperature-sensitive Gal80 driven by the *tubulin* promoter (*tub-Gal80^{ts}*). These combined drivers allow both spatial [by *Su(H)-Gal80*] and temporal (by *tub-Gal80^{ts}*) control to turn on an mCherry-tagged mutant H3T3A exclusively in ISCs and only after a temperature shift in adult flies. An mCherry-tagged wild-type H3 was used as the control. In addition, a *UAS-eYFP* was used as the reporter to indicate the activity of the spatiotemporally controlled Gal4 driver and to locate ISCs.

We first made sure that under the permissive condition of *tub-Gal80^{ts}* at 18°C, no Gal4 activity could be detected, shown as no detectable reporter (i.e., eYFP) or histone transgene (i.e., mCherry) signal for both H3 and H3T3A lines (Fig 5A and C). Upon shifting to the restrictive temperature at 29°C to inactivate the ubiquitous *tub-Gal80* suppressor, both eYFP reporter and histone-mCherry expression could be detected in H3 as well as H3T3A lines (Fig 5B and D).

When studying the eYFP pattern along with either an ISC marker DI-nLacZ or an EB marker *Su(H)-LacZ*, eYFP displayed tight colocalization with DI-nLacZ but adjacent signals with *Su(H)-LacZ* (Fig EV3G and H), confirming that it can be used as an ISC reporter. Examining the morphology of the spatiotemporally controlled H3T3A-expressing midguts revealed unevenly distributed ISCs shown by the eYFP reporter (Fig 5F), compared with the H3-expressing midguts with evenly spaced eYFP-labeled ISCs (Fig 5E). The ISC distribution pattern in the control H3-expressing midgut is consistent with previous reports (Ohlstein & Spradling, 2007; Ahmed *et al.*, 2020). To further analyze these phenotypes more precisely and quantitatively, we utilized a line measurement that quantified the averaged pixel intensity of the eYFP signal at each pixel length along the profile of the intestine. Plotting these measurements showed distinct profiles of the H3- versus H3T3A-expressing midguts (Fig 5G). To compare multiple H3- versus H3T3A-expressing midgut profiles together, we took the pixel intensity measurements given in the line measurement and averaged every 1,000-pixel length to obtain one unique data point. When plotting these averaged eYFP pixel intensity measurements from H3- versus

H3T3A-expressing midguts, significantly increased signals in the H3T3A-expressing midguts were found compared with the H3-expressing ones (Fig 5H). These greatly enhanced signal intensities of the ISC-labeling reporter suggest overpopulated ISC-like cells, consistent with results shown above (Fig 4K). Additionally, measuring the mitotic index in the spatiotemporally controlled H3T3A-expressing midguts demonstrated an almost twofold increase of the H3S10ph-positive cells compared with those H3-expressing midguts (Fig 5I), consistent with the results shown above (Fig 4M).

Next, using a qualitative assay by classifying the midgut morphology phenotypes into strong, mild and no phenotype categories (see legend for Fig 5J), no H3-expressing midguts displayed strong phenotype, 27.3% showed mild and 72.7% showed no phenotype. Contrastingly, 54.5% H3T3A-expressing midguts displayed a strong phenotype, 27.3% showed mild, and only 18.2% showed no phenotype (Fig 5J and K). In summary, these results demonstrate that a controlled expression of the H3T3A mutant histone leads to misregulation of histone inheritance and defects in the ISC lineage. Notably, these results are consistent with the previous findings by expressing the mutant H3T3A in the early-stage male germline, where progenitor germline tumor phenotype could be detected (Xie

et al, 2015), suggesting potentially conserved requirements of asymmetric histone inheritance in these two adult stem cell systems to guide both the stem daughter cell for self-renewal and the differentiating daughter cell for proper differentiation.

The increased ISC-like cells could arise from misdetermination of cell fates

To further understand the consequences of expressing the H3T3A mutant in the ISC lineage, we utilized the same spatiotemporally controlled experimental design to express either H3-mCherry or H3T3A-mCherry, together with different cell identity markers. For example, a Su(H)-LacZ reporter was used as the EB cell marker (Fig 6A and B). In H3-expressing intestines, the ISC-specific eYFP signals and the EB-specific LacZ signals often display separable signals in the two adjacent cells (Fig 6A). In contrast, in H3T3A-expressing intestines, regions with disorganized and less separable eYFP and LacZ signals were often detected (Fig 6B). Using Pearson's colocalization analysis to compare the colocalization of the eYFP and LacZ signals, the H3T3A-expressing intestinal regions showed a higher degree of colocalization than the H3-expressing

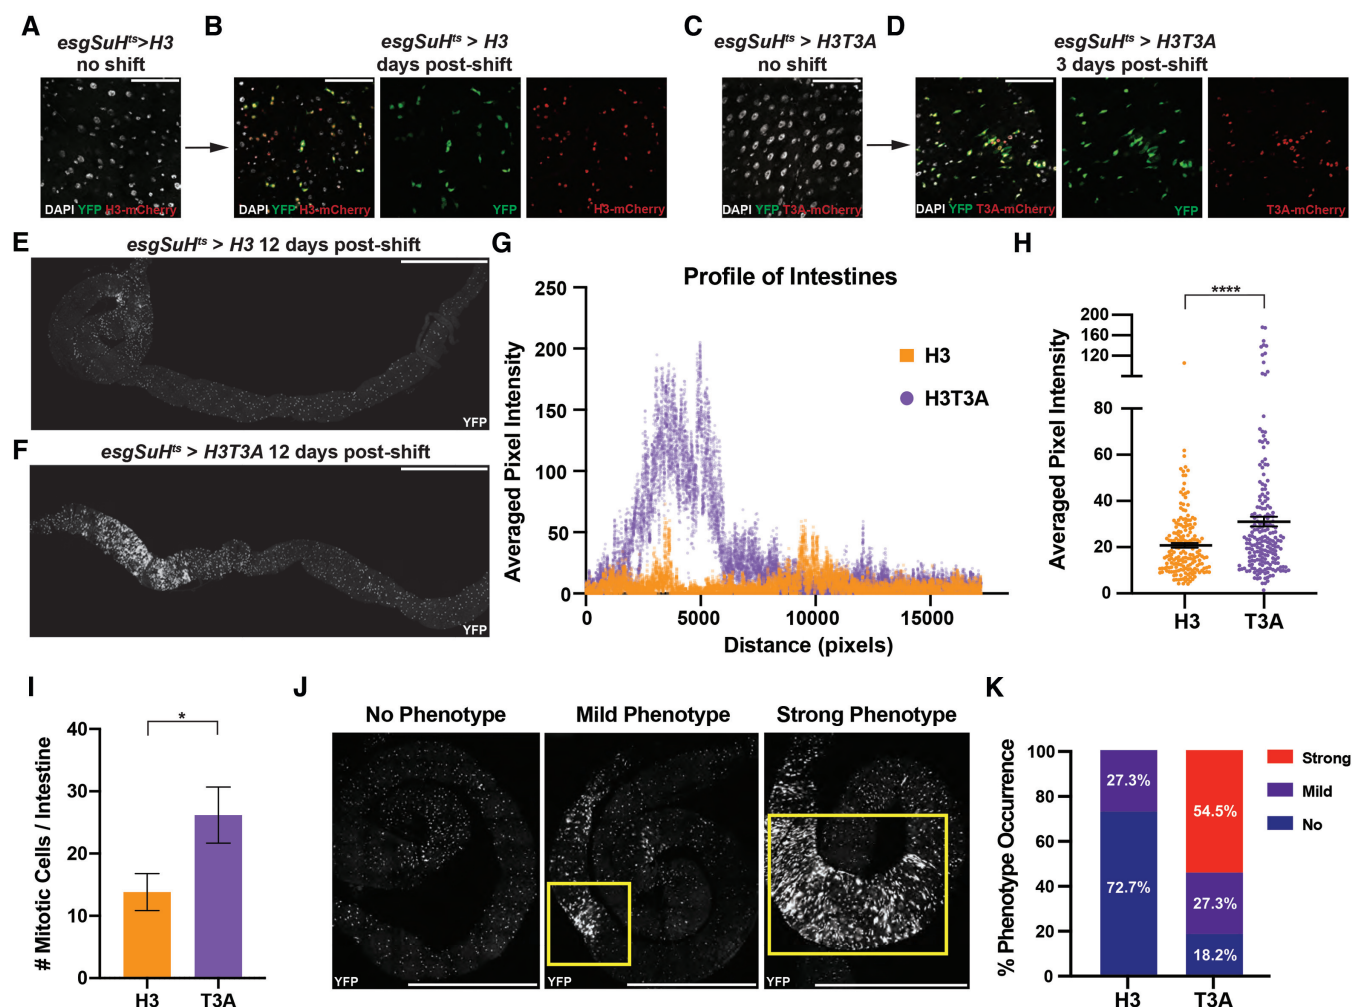

Figure 5.

Figure 5. Spatiotemporally controlled expression of the mutant histone H3T3A leads to overpopulated Delta-positive ISC-like cells.

- A A view of the midgut of an *UAS-H3-mCherry* transgene driven by *esg-Gal4*, *Su(H)-Gal80*, *tub-Gal80^{ts}* at the *Gal80^{ts}* permissive temperature (18°C), showing no expression of the histone transgene or the UAS-eYFP reporter that marks ISCs.
- B A view of the midgut of an *UAS-H3-mCherry* transgene driven by *esg-Gal4*, *SuH-Gal80*, *tub-Gal80^{ts}* at the *Gal80^{ts}* restrictive temperature (29°C), showing expression of the H3-mCherry transgene (red) and the UAS-eYFP reporter (green).
- C A view of the midgut of an *UAS-H3T3A-mCherry* transgene driven by *esg-Gal4*, *SuH-Gal80*, *tub-Gal80^{ts}* at the *Gal80^{ts}* permissive temperature (18°C), showing no expression of the histone transgene or the UAS-eYFP reporter.
- D A view of the midgut of an *UAS-H3T3A-mCherry* transgene driven by *esg-Gal4*, *SuH-Gal80*, *tub-Gal80^{ts}* at the *Gal80^{ts}* restrictive temperature (29°C), showing expression of the H3T3A-mCherry transgene (red) and the UAS-eYFP reporter (green).
- E H3-expressing midgut for 12 days at 29°C. Midgut looks largely normal, with an even distribution of mostly single eYFP-positive ISCs throughout the midgut.
- F H3T3A-expressing midgut for 12 days at 29°C. ISCs are unevenly distributed throughout the midgut, and a large region with overpopulated eYFP-positive ISC-like cells can be visualized.
- G Quantitative profiles of eYFP reporter signal of intestines in (E) and (F). The average pixel intensity of the eYFP reporter signal throughout the length of the intestine was taken at each pixel length along each intestine. These values are plotted, showing the profile of these samples.
- H Quantification of average pixel intensity of the eYFP reporter signal in H3-expressing midguts ($N = 11$ midguts) and H3T3A-expressing midguts ($N = 12$ midguts). Each intestine was subjected to profile measurement, giving average pixel intensities of the eYFP signal along the length of the intestine. Every 1,000 measurements were averaged to give one data point and plotted on this graph (For H3, $n = 188$ averaged measurements; for H3T3A, $n = 204$ averaged measurements). Individual data points and mean values are shown. Error bars represent SEM. There is a significant increase in the average eYFP signal in regions of H3T3A-expressing midguts when compared to H3-expressing midguts (two-sample t -test, **** $P < 0.0001$). Individual data values are shown in Dataset EV3.
- I Comparison of the mitotic index in H3-expressing ($N = 11$ midguts) and H3T3A-expressing ($N = 11$ midguts) midguts. Total number of mitotic ISCs was quantified per midgut by the presence of H3S10 phosphorylation mark. Bars represent mean number of mitotic cells per midgut. Error bars represent SEM. H3T3A-expressing midguts had a significantly higher mitotic index when compared to H3-expressing midguts (two-sample t -test, * $P < 0.05$). Individual data values are shown in Table EV5.
- J Qualitative analysis of midgut phenotypes. No phenotype is called when the ISCs appear normally distributed based on eYFP reporter signal. A mild phenotype is called when there is a small region of eYFP-positive cells clustered within a region, showing mild disorganization. A strong phenotype is called when there is a large region of eYFP-positive cells clustered, showing significant disorganization.
- K Percentage of H3-expressing midguts ($N = 11$ midguts) and H3T3A-expressing midguts ($N = 11$ midguts) with no phenotype, a mild phenotype, or a strong phenotype.

Data information: Scale bars in (A), (B), (C), and (D): 50 μm , in (E), (F) and (J): 500 μm .

regions, suggesting a possibility of misdetermined cell fate in the H3T3A-expressing intestines (Fig 6C). In addition to ISCs and EBs, cellular markers of other cell types, such as ee cells and ECs, were

investigated using the ee-specific Prospero expression and the EC-specific polyploidy feature with DAPI staining. No significant difference of ee or EC cells could be detected in the H3T3A-

Figure 6. Increase of ISC-like cells is likely due to misdetermination of cell fates.

- A A view of the midgut of an *UAS-H3-mCherry* transgene driven by *esg-Gal4*, *SuH-Gal80*, *tub-Gal80^{ts}* at the *Gal80^{ts}* restrictive temperature (29°C), showing expression of the H3-mCherry transgene (gray) and the UAS-eYFP reporter (green) from the driver as well as expression of the Su(H)-LacZ reporter line (magenta). eYFP and Su(H)-LacZ signals are organized and separable.
- B A view of the midgut of an *UAS-H3T3A-mCherry* transgene driven by *esg-Gal4*, *SuH-Gal80*, *tub-Gal80^{ts}* at the *Gal80^{ts}* restrictive temperature (29°C), showing expression of the H3T3A-mCherry transgene (gray) and the UAS-eYFP reporter (green) from the driver as well as expression of the Su(H)-LacZ reporter line (magenta). eYFP and Su(H)-LacZ signals are disorganized and overlapping.
- C Quantification of colocalization between eYFP and Su(H)-LacZ using Pearson's correlation coefficients. Consistent square regions of 150 μm by 150 μm were analyzed in H3- and H3T3A-expressing intestines. H3T3A-expressing intestine regions showed a higher degree of colocalization between eYFP and Su(H)-LacZ signals when compared to H3-expressing intestines (Pearson's correlation coefficient for H3T3A = 0.24 ± 0.10 , $n = 42$ regions, Pearson's correlation coefficient for H3 = 0.16 ± 0.07 , $n = 42$ regions). Individual data points and mean values are shown. Error bars represent SEM. **** $P < 0.0001$; unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Table EV6.
- D Quantification of the number of two differentiated cell types, ee cells and ECs in a region of 150 μm by 150 μm . There is no significant difference in number of ee cells and ECs between H3- and H3T3A-expressing intestines (for ee cells: H3 = 20.57 ± 2.02 , $n = 42$ regions; H3T3A = 19.31 ± 1.81 , $n = 42$ regions; For ECs: H3 = 78.11 ± 3.92 , $n = 28$ regions; H3T3A = 84.14 ± 4.27 , $n = 28$ regions). Individual data points and mean values are shown. Error bars represent SEM. NS, not significant; unpaired t -test to compare two individual datasets to each other. Individual data values are shown in Table EV7.
- E Clusters, in a *UAS-H3-mCherry* transgene sample, may be labeled as one of several midgut cell types on the basis of several marker genes. Marker gene levels are presented in Fig EV5.
- F Separate analysis of the *UAS-H3T3A-mCherry* transgene sample identified cell types. These labeled populations were similar to the H3 cell populations. Given the difference in barcode metrics, these plots are not amenable to a visual comparison of differences in population dynamics.
- G Detail of esg^+ stem-like cells in *UAS-H3-mCherry*, quantifying stem cell marker Delta (DI), and progenitor marker Klumpfsuss (klu). We demonstrate the near-absence of $\text{DI}^+ \text{klu}^-$ cells, and the lack of separability of populations using this PCA-UMAP method.
- H Detail of esg^+ stem-like cells in *UAS-H3T3A-mCherry*, quantifying Delta and Klumpfsuss. This sample is visually similar under UMAP to the *UAS-H3-mCherry* sample.
- I The pseudotime model Slingshot (placing cells on the x-axis) separates DI^+ and DI^- cells in the esg^+ cluster (levels indicated on the log y-axis). The regression model glmGamPoi demonstrates differential expression of DI in pseudotime, with a slightly enhanced fit (nonzero slope) in the wild-type condition (n.s. $P = 0.08$).
- J In pseudotime, klu is differentially expressed in the H3 wild-type sample, with a slope opposite to that of DI (demonstrating inverse correlation). The Slingshot pseudotime model is deficient in separating klu^+ and klu^- cells in the H3T3A mutant sample, producing a regression fit without the expected positive slope. Our regression model produces different slopes for the H3 line and the H3T3A line, with a strongly nonzero coefficient for the difference in slope (**** $P < 0.0001$). This supports a hypothesis that subpopulations of esg^+ cells (klu^+ , klu^-) may be less separable by their transcriptome profiles in *UAS-H3T3A-mCherry*, as compared to *UAS-H3-mCherry*.

Data information: Scale bars in (A) and (B): 50 μm .

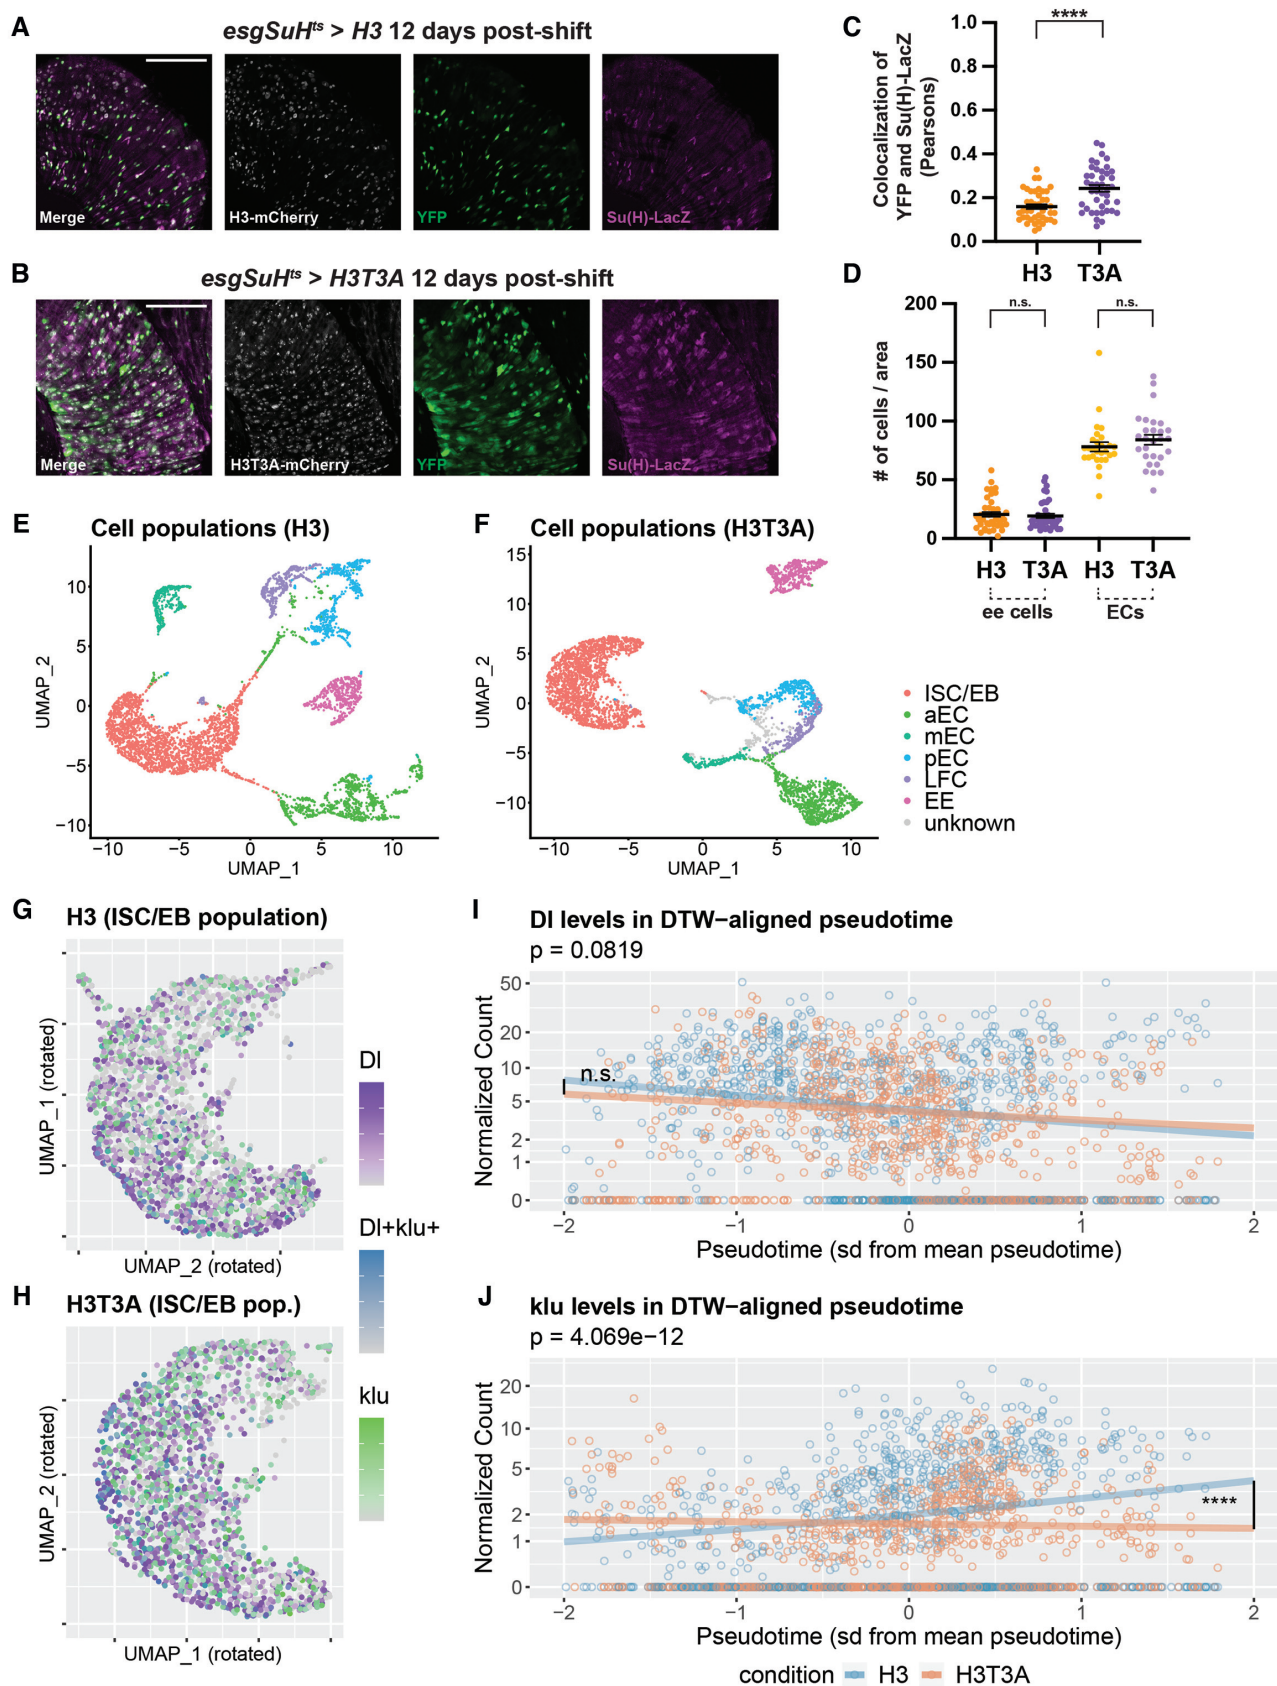

Figure 6.

expressing compared with the H3-expressing intestines (Fig 6D). Overall, these imaging-based data indicate that there is no detected difference of the ee and EC cells in the H3- versus H3T3A-expressing intestines.

To confirm these potential effects in the ISC lineage, we performed single-cell RNA-seq (sc RNA-seq, see [Materials and Methods](#)) of the H3- and H3T3A-expressing midgut samples. We identified cluster identities closely matching previously identified midgut cell clusters (Hung *et al*, 2020), with the following prevalence: EC cells (aEC + mEC + pEC) have a prevalence of 40% in H3- and 38% in H3T3A-expressing samples, while ee cells are 9% in H3- and 12% in H3T3A-expressing samples (Fig 6E and F). These prevalence values are consistent with the above staining results. However, Seurat's preprocessing, UMAP, and clustering (Satija *et al*, 2015) did not separate ISC and EB cells into two populations (Fig 6G and H), so we report on a combined (ISC + EB) population. ISC + EB prevalence is 43% in H3- and 45% in H3T3A-expressing samples (Fig 6E and F). Next, using temporally differential gene expression analyses (Figs EV4A–H and EV5), *klumpfuss* (*klu*) was identified as a differentiation gene that is absent in *delta*-expressed cells. This finding is consistent with the previous report of the function of *klu* as a transcription factor (Korzeliuss *et al*, 2019), and with the prior hypothesis of *klu* as an EB marker in scRNA-seq (Hung *et al*, 2020), but we produced enhanced localization in pseudotime after the application of SCTransform normalization with Slingshot analysis (Hafemeister & Satija, 2019). Linear trends in pseudotime are characterized using Gamma-Poisson regression (Ahlmann-Eltze & Huber, 2021). For the two scRNA-seq samples here, our regression model produced the coefficient named *pseudotime:conditionH3T3A*, representing difference in slope of the two pseudotime trend lines. Delta levels in pseudotime did not differ significantly between the two samples ($P = 0.08$, Fig 6I), while *klu* was differentially expressed in H3 pseudotime, with a slope significantly different from that of the H3T3A pseudotime ($P < 10^{-4}$, Fig 6J). Together, here the scRNA-seq data confirm that spatiotemporally controlled expression of the mutant histone H3T3A does not affect major cell types in the ISC lineage, but compromises differentiation of ISCs into a recognizable, *klu*⁺, EB cell profile.

Discussion

A long-standing biological question is how distinct cell fates are established, maintained, and changed by epigenetic mechanisms at the single-cell level in multicellular organisms, where cells have identical genomes. Here, using the *Drosophila* ISC lineage as a model system, we studied the inheritance of different canonical

histones H3, H4, and H2A during the ISC divisions. In postmitotic pairs of cells with an asymmetric Delta expression pattern, asymmetric histone inheritance patterns are detected, where the Delta-high cell inherits more old histones and the Delta-low cell inherits more new histones. In contrast, histones are distributed more symmetrically between the postmitotic pair of cells with similar Delta expression. We hypothesize that the observed differences in Delta expression patterns are indicative of distinct cell identities resulting from different cell division modes. Here, an asymmetric Delta expression pattern, with one Delta-high cell and one Delta-low cell, may indicate that these two cells result from an asymmetric ISC division, where the Delta-high cell will maintain an ISC identity while the Delta-low cell will take on differentiation. In contrast, a symmetric Delta expression pattern could result from a symmetric ISC division, where both Delta-expressing cells will maintain the ISC identity. Interestingly, the percentages of asymmetric versus symmetric Delta expression patterns in the postmitotic pairs (79.6% versus 20.4% in Fig 4C) are largely consistent with the ratios of asymmetric versus symmetric ISC divisions as reported in other studies (O'Brien *et al*, 2011; de Navascues *et al*, 2012; Goulas *et al*, 2012; Tian & Jiang, 2014; Jin *et al*, 2017), as well as the H3 inheritance modes in the mitotic ISCs observed in our study (75.0% versus 25.0% in Fig 2H). These findings link the asymmetric histone inheritance mode with the establishment of distinct cell identities after one cell division. Furthermore, we found that this asymmetric inheritance mode is specific to H3 and to the less extent to H4 (Fig 7A), as old and new H2A histones are almost always inherited symmetrically (Fig 7B). This molecular specificity could be explained by the incorporation of old H3 and H4 into chromatin as a (H3-H4)₂ tetramer, while old H2A and H2B are incorporated as (H2A-H2B) dimers (Jackson & Chalkley, 1981; Russev & Hancock, 1981; Jackson, 1988; Xu *et al*, 2010; Katan-Khaykovich & Struhl, 2011). Since H3 and H4 carry most of the post-translational modifications that influence gene expression (Kouzarides, 2007; Young *et al*, 2010; Huang *et al*, 2014; Allis & Jenuwein, 2016), the asymmetric inheritance of old versus new (H3-H4)₂ serves as an elegant mechanism for establishing distinct epigenomes in the daughter cells that arise from stem cell ACD, possibly leading to differential gene expression programs and potentially other distinct cellular features.

The biological significance of the asymmetric histone inheritance is further exemplified when this pattern is disrupted by the H3T3A histone mutant, where we detected an increase in Delta-symmetric postmitotic pairs of cells as well as the overpopulated ISC-like cells (Fig 7C). Interestingly, based on intestinal morphology, we observed hyperplasia in the H3T3A mutant more often in the posterior midgut. Previous work in the field has identified the posterior midgut as

Figure 7. Model for old (green) and new (red) histone inheritance patterns and their potential roles in the ISC system.

- Old versus new H3 and H4 histones are likely incorporated differentially during S phase and form separable domains visualized in the mitotic ISCs at prophase and prometaphase. During ACD, old versus new H3- and H4-enriched sister chromatids are segregated asymmetrically, giving rise to a self-renewed ISC that inherits more old H3 and H4, and a non-ISC that inherits more new H3 and H4. During SCD, old versus new H3- and H4-enriched sister chromatids are segregated symmetrically, giving rise to two ISCs that inherit a comparable amount of old versus new H3 and H4.
- Old versus new H2A histones are likely incorporated evenly during S phase and show an overlapping distribution visualized in the mitotic ISCs at prophase and prometaphase. In both ACD and SCD, old versus new H2A are segregated symmetrically to the resulting daughter cells.
- With the mutant histone H3T3A, there is a significant increase in Delta-symmetric postmitotic pairs when compared to wild-type H3 shown in (A), suggesting a potential increase in SCD and defective cellular differentiation in the ISC system.

A Inheritance of old and new H3 and H4

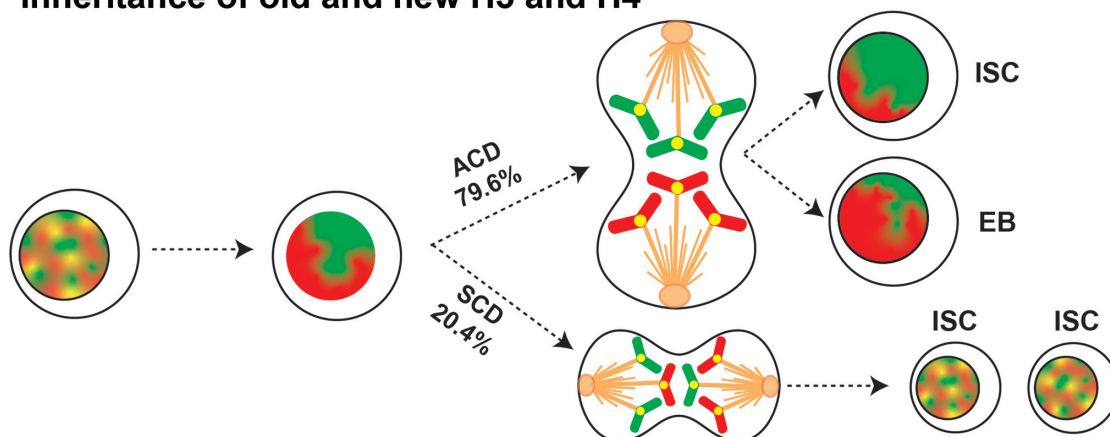

B Inheritance of old and new H2A

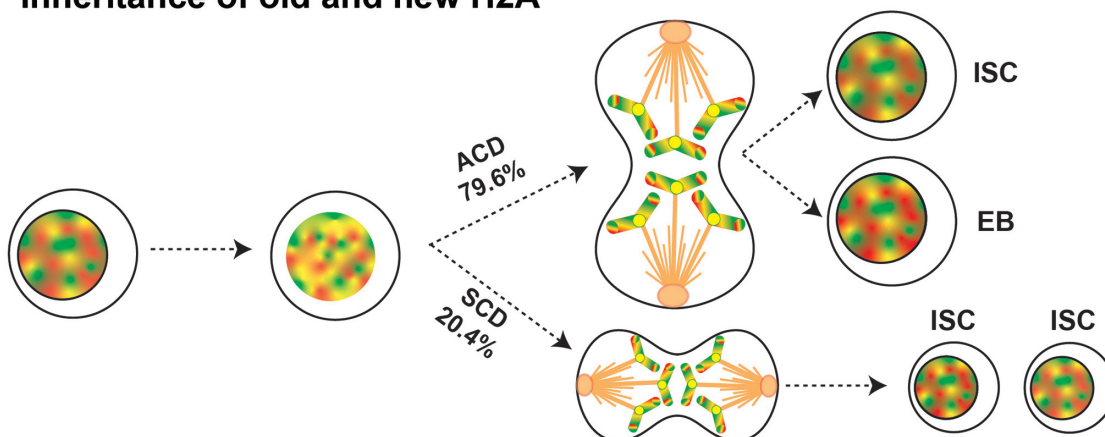

C Mis-inheritance of histone mutant H3T3A

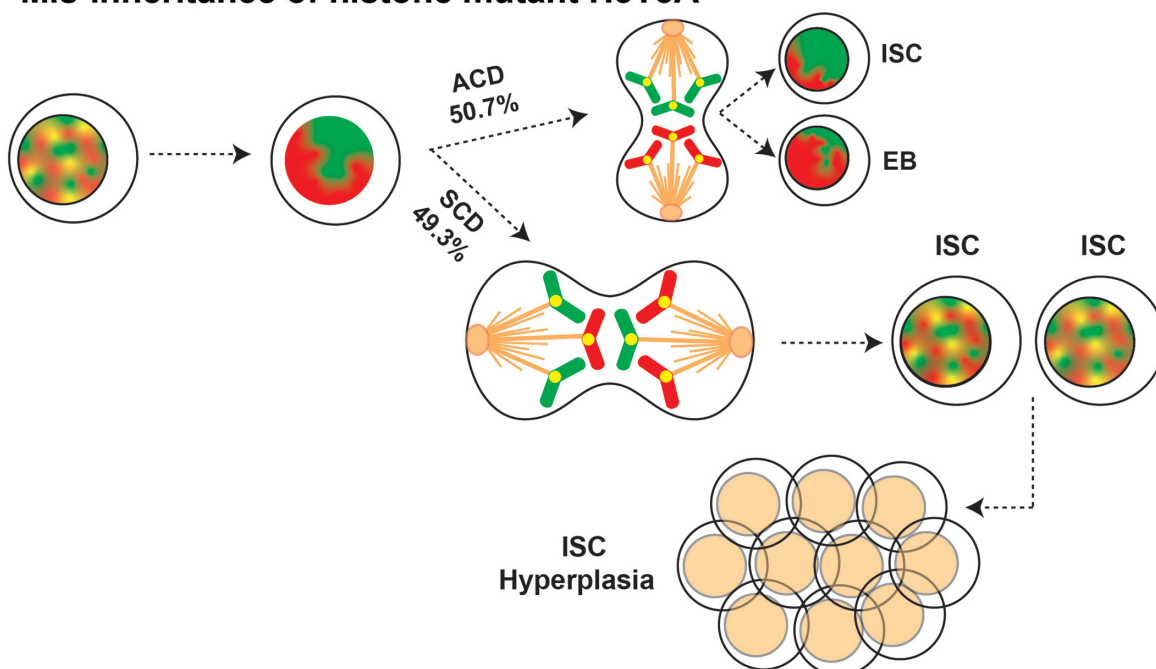

Figure 7.

a region that is more sensitive to tumor formation, acting as a “tumor hotspot” (Marianes & Spradling, 2013; Patel et al, 2015). In our experiments, we see that the posterior midgut appears to be more sensitized to the H3T3A mutant, consistent with these findings. These data connect misregulated histone inheritance with potential changes in cell fate determination. Recently, large-scale analysis identified histone mutations in 3.8% of human tumor samples, a ratio similar to the mutations of known cancer-associated genes such as *BRCA2* and *NOTCH1*. In particular, mutations at the Thr3 residue of H3 have been found in a variety of human tumor samples, including lung, breast, skin, bladder, and liver cancers (Nacev et al, 2019). However, the molecular mechanisms underlying these “oncohistones” are not fully understood. Here, our findings on the oncohistone H3T3A illuminate how this mutation could lead to the loss of proper epigenetic inheritance and the onset of tumor formation.

The asymmetric inheritance mode of histones was first reported during the ACD of male *Drosophila* GSCs (Tran et al, 2012), which opened a new avenue of research; however, many essential questions remained, such as whether this asymmetric histone inheritance mode is specific to germ cells, stem cells, and/or asymmetrically dividing cells. The results reported in this paper provide a solid basis to addressing these questions. Despite significant differences in the niche structure, signaling cascades for regulating stem cell activity, and cellular differentiation pathways between the ISC and male GSC lineages [(Kiger et al, 2001; Tulina & Matunis, 2001; Ohlstein & Spradling, 2007; Leatherman & Dinardo, 2008; Lin et al, 2008; Jiang et al, 2009, 2011; Amoyel et al, 2014; Li et al, 2014; Stine et al, 2014; Doupe et al, 2018) and reviewed in (Morrison & Spradling, 2008; de Cuevas & Matunis, 2011; Losick et al, 2011; Kahney et al, 2019)], several key features of asymmetric histone inheritance are common between these two stem cell systems. First, the cellular specificity in the GSC lineage has been demonstrated by asymmetric histone inheritance mode in asymmetrically dividing GSCs but not in symmetrically dividing spermatogonial cells. In the ISC lineage, this cellular specificity is manifested by ISCs displaying an asymmetric histone inheritance mode in Delta-asymmetric postmitotic pairs but not for Delta-symmetric postmitotic pairs. Second, this asymmetry has the molecular specificity for H3 and H4 histones in both systems, emphasizing the importance of these two canonical histones in carrying and passing on or resetting an “epigenetic memory.” Finally, expression of the mutant histone H3T3A abolishes asymmetric histone inheritances in both systems, resulting in stem cell or progenitor cell hyperplasia. Therefore, these results demonstrate that the asymmetric histone inheritance mode is not specific to either germ cells or stem cells, but likely contingent on the asymmetric mode of mitosis with the mission to generate two distinct daughter cells. Additionally, asymmetric histone inheritance could occur at a local level, likely at critical genes that regulate stem cell fate or proper cellular differentiation (Kahney et al, 2021). Similar local asymmetry of histone inheritance was shown in induced asymmetrically dividing mouse embryonic stem cells (mESCs; Ma et al, 2020), with the H3K27me3 as a key histone modification displaying distinct distribution at the differentially expressed genes between the two daughter cells (Sun et al, 2021). It will be intriguing to explore in the future what histone modifications are associated with old versus new histones.

Furthermore, asymmetric sister centromere in recognizing sister chromatids during ACD has also been reported in *Drosophila* male GSCs (Ranjan et al, 2019; Kochendoerfer et al, 2021, 2023; Ranjan & Chen, 2022) and female GSCs (Carty & Dunleavy, 2020; Dattoli et al, 2020; Carty et al, 2021; Kochendoerfer et al, 2021). Asymmetric inheritance of old versus new centromere-specific histone variant CENP-A/CID has also been reported in the *Drosophila* ISCs (Garcia Del Arco et al, 2018). More studies in the future are needed to understand how global (i.e., in fly male GSCs and ISCs) and local (i.e., in fly female GSCs and mESCs) canonical histone asymmetries are established, which is likely by developmentally programmed DNA replication. Furthermore, how canonical histone asymmetries on sister chromatids are recognized and differentially inherited is likely due to the differential attachment of the mitotic spindle to asymmetric sister centromeres. Finally, the distinct distribution of epigenetic information between the two daughter cells derived from ACD probably prepares them for distinct cellular behaviors, which is crucial to development, tissue homeostasis, and regeneration of multicellular organisms.

It has been debated whether the two cells resulting from ISC division are intrinsically asymmetric, or only become asymmetric through the extrinsic signaling cues after ISC division. Previous studies demonstrate that intrinsic polarity mechanisms result in the asymmetric distribution and inheritance of Par proteins to the apical daughter cell during ACD of ISCs, in order to promote differentiation (Goulas et al, 2012). Furthermore, differential Notch activities due to the polarized Par complex induce distinct cellular differentiation pathways (Guo & Ohlstein, 2015). Recent work has also shown that the spindle orientation in ISCs is tightly linked with cell fate, where planar orientation gives rise to two ISCs and angular orientation generates the ISC/EB pair of daughter cells (Hu & Jasper, 2019). Here, through analyzing different mitotic stages of ISCs, separable old versus new H3 distribution is detectable in prophase and prometaphase ISCs regardless of the ISC division modes, indicating that this asymmetry is likely intrinsically established prior to mitosis (Fig 7A). Interestingly, old versus new H3T3A signals are still separable in prophase and prometaphase ISCs, similar to that of wild-type H3, suggesting that this mutant histone does not interfere with differential histone incorporation before mitosis (Fig 4A and B). However, increased symmetric segregation patterns in anaphase and telophase H3T3A-expressing ISCs indicate that sister chromatids differentially enriched with old versus new H3T3A signals cannot be properly recognized and segregated (Fig 4C and D). Because flies have two major autosomes (2nd and 3rd chromosomes) in addition to the sex chromosomes, even the randomized segregation of sister chromatids could lead to an asymmetric pattern at a low percentage, as shown previously (Xie et al, 2015). However, even though rare asymmetric histone inheritance occurs with randomized segregation pattern, the daughter cell enriched with old histone is still the cell expressing a higher level of Delta, indicative of ISC identity (Figs 4F and G, and 7C). Together, these findings indicate that ISC cell fate is likely specified by the intrinsic epigenetic information and the polarized extrinsic cues possibly act to ensure their differential segregation pattern. In summary, given the unique features of the ISC system, such as the ability to precisely label each derivative cell in the entire lineage, the large number of ISCs in their endogenous niche, and the sensitivity of ISC activity to environmental changes such as nutrition as well as

aging (Shim *et al.*, 2013; Gervais & Bardin, 2017; Jasper, 2020; Rodriguez-Fernandez *et al.*, 2020), it will become a new *in vivo* model system to study the fundamental principles of different histone inheritance modes and relevant biological consequences under physiological and pathological conditions.

Materials and Methods

Generation of switchable dual-color transgenes

Standard procedures were used for all molecular cloning experiments. Enzymes used for plasmid construction were obtained from New England Biolabs (Beverly, MA). The new histone sequences, such as *histone-mCherry*, were recovered as an XbaI-flanked fragment and were subsequently inserted into the XbaI site of the UASp plasmid. The old histone sequences, such as *histone-eGFP*, were inserted to *pBluescript-FRT-NheI-SV40 PolyA-FRT* plasmid at the unique NheI site. The entire *NotI-FRT-histone-eGFP-SV40 PolyA-FRT-EcoRI* sequences were then subcloned into the *UASp-histone-mCherry* plasmid digested by *NotI* and *EcoRI*. The final *UASp-FRT-histone-eGFP-PolyA-FRT-histone-mCherry-PolyA* plasmids were introduced to *w¹¹¹⁸* flies by P-element-mediated germline transformation (Bestgene, Inc.). The dual-color H3, H4, and H2A transgenic lines were used previously (Wooten *et al.*, 2019; Kahney *et al.*, 2021). Other new histone transgenic strains generated for this work are described as follows and are all on either the second or the third chromosome as a single-copy transgene.

Generation of co-expressing H3 transgene

The T2A sequences: gag ggc cgc ggc agc ctg ctg acc tgc ggc gat gtg gag gag aac ccc ggg ccc that encodes the following amino acid sequence: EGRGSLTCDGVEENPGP was inserted in the *UASp-H3-eGFP* plasmid to generate the *UASp-H3-eGFP-T2A* plasmid, the *H3-mCherry* sequences were subsequently inserted as a XbaI fragment to generate the *UASp-H3-eGFP-T2A-H3-mCherry-PolyA* plasmid, which was introduced to *w¹¹¹⁸* flies by P-element-mediated germline transformation (Bestgene, Inc.).

Generation of H3-mCherry and H3T3A-mCherry transgenes

The histone sequences, such as *H3-mCherry* and *H3T3A-mCherry*, were recovered as an XbaI-flanked fragment and were subsequently inserted into the XbaI site of the UASp to generate: *UASp-H3-mCherry* and *UASp-H3T3A-mCherry* plasmids, which were introduced to *w¹¹¹⁸* flies by P-element-mediated germline transformation (Bestgene, Inc.).

Fly strains and husbandry

Fly stocks were raised using standard Bloomington medium at 25°C unless otherwise noted. Female flies were analyzed at 10-day posteclosion unless otherwise noted. The following fly stocks were used: *hs-flp* on the X chromosome (Bloomington Stock Center BL-26902), *esg-Gal4* on the 2nd chromosome (Dr. Allan Spradling, Carnegie Institute, Baltimore, MD), *esg-Gal4*, *UAS-eYFP* on the 2nd chromosome (Dr. Heinrich Jasper, Buck Institute, Novato, CA), *Su(H)*-

Gal80, *tub-Gal80ts* on the 3rd chromosome (Dr. Heinrich Jasper, Buck Institute, Novato, CA), *Su(H)-Gal80* on the 3rd chromosome (separated from the recombined *Su(H)-Gal80*, *tub-Gal80^{ts}*), *Delta-nuclear lacZ* reporter on the 3rd chromosome (Dr. Allan Spradling, Carnegie Institute, Baltimore, MD), *Suppressor-of-Hairless lacZ* reporter on the X chromosome (Dr. Allan Spradling, Carnegie Institute, Baltimore, MD), *UASp-FRT-H3-eGFP-PolyA-FRT-H3-mCherry* on the 2nd chromosome (Wooten *et al.*, 2019), *UASp-H3-eGFP-T2A-H3-mCherry* on the 2nd chromosome (this study), *UASp-FRT-H4-eGFP-PolyA-FRT-H4-mCherry* on the 2nd chromosome (this study), *UASp-FRT-H2A-eGFP-PolyA-FRT-H2A-mCherry* on the 3rd chromosome (Wooten *et al.*, 2019; Kahney *et al.*, 2021), *UASp-FRT-H3T3A-GFP-PolyA-FRT-H3T3A-mKO* on the 3rd chromosome (Xie *et al.*, 2015), *UASp-H3-mCherry* on the 2nd chromosome (this study), and *UASp-H3T3A-mCherry* on the 2nd chromosome (this study).

Heat-shock scheme

Flies with *UASp* dual-color histone transgenes were paired with the *esg-Gal4* driver alone (Figs 1–4), or the ISC-specific combination of *esg-Gal4*, *Su(H)-Gal80* driver (Fig 3M and N, Fig EV2B). Flies were raised at 25°C throughout development until adulthood. At eclosion, flies were transferred to new vials and aged for 10 days. On the 10th day, flies were transferred to new vials. Vials were then submerged underneath the water up to the plug in a circulating 37°C water bath for 90 min and were then recovered at 29°C for 18 h before dissection for immunostaining experiments.

Spatiotemporally controlled experiments

Fly crosses that aimed to combine the histone transgenes of interest with the *esg-Gal4*, *Su(H)-Gal80*, *tub-Gal80^{ts}* driver were crossed at the permissive temperature of 18°C to prevent the expression of all transgenes (Fig 5). The F1 generation was kept at 18°C through development until 1–3-day posteclosion. At this point, the flies were shifted to the nonpermissive 29°C to inactivate *Gal80^{ts}*, allowing for the activation of the *esg-Gal4*, *Su(H)-Gal80* driving expression of the histone transgenes and the eYFP reporter. Flies were then dissected 12 days after the temperature shift and were analyzed via immunostaining.

Immunostaining experiments

Immunofluorescence staining was performed using standard procedures (Tran *et al.*, 2012; Marianes & Spradling, 2013). For immunofluorescence staining, midguts from 10-day-old female flies were dissected in Schneider's insect media. For samples that required nucleoside analog incorporation, 10 µM EdU analog (Invitrogen Click-iT EdU Imaging Kit, catalog #C10340) was added and incubated for 30 min. All samples were then transferred to a 4% formaldehyde in phosphate-buffered saline (1 × PBS) for 1 h at room temperature for fixation. Samples were washed three times, 5 min each time in PBST (1 × PBS with 0.1% Triton X-100), and then placed in a solution containing primary antibodies at desired concentrations in 5% normal goat serum (NGS) in PBST. Samples were incubated for a minimum of 24 h at 4°C in primary antibodies. Antibodies used in these experiments are mouse anti-H3S10ph (1:1,000, Abcam AB-14995), mouse anti-prospero (1:100, DSHB MR1A) and

chicken anti- β -galactosidase (1:1,000, Abcam AB-9361). All GFP, mCherry, and mKO fluorescent signals were visualized without using any antibody. Samples were then washed three times, 5 min each time in PBST, and then incubated in a 1:1,000 dilution of Alexa-Fluor-conjugated secondary antibody in 5% NGS in PBST for 2 h at room temperature. For EdU visualization, EdU analog was conjugated to Alexa-647 dye using CLICK chemistry [reviewed in (Kolb *et al*, 2001; Nwe & Brechbiel, 2009)]. Samples were washed three times, 5 min each time in PBST, and then mounted for microscopy in Vectashield antifade mounting medium (Vector Laboratories, Cat#H-1400) with or without DAPI. Samples were imaged using a Leica SP8 confocal microscope with a 63 $\times$ oil immersion objective. Images were analyzed using ImageJ software.

Western blot procedure

Five intestines were dissected in cold PBS and transferred into RIPA buffer for tissue digestion (Boston BioProducts, Cat#BP-115). The sample was then sonicated for three cycles of 30 s on and 1 min off using the Diagenode Bioruptor. The sample was then centrifuged for 6 min at 16,632 g to clear debris. The supernatant was transferred to a new tube with 2 $\times$ Novex Tricine SDS Sample Buffer (Invitrogen, Cat#LC1676) and boiled for 10 min at 95°C. The sample along with the protein standard (Invitrogen Novex Sharp Pre-stained Protein Standard, Cat#LC5800) was loaded into a 10–20% Tricine Gradient Gel (Invitrogen Novex, Cat#EC66252BOX) and run in 1 $\times$ Novex Tricine SDS Running Buffer (Invitrogen, Cat#LC1675) for approximately 90 min at 120 V using the XCell SureLock Mini-Cell. The protein was then transferred onto a nitrocellulose membrane (Invitrogen, Cat #LC2000) using the XCell II Blot Module, transferring at 4°C for 90 min at 30 V in 1X Tris-Glycine Transfer Buffer with 20% methanol (Invitrogen, Cat#LC3675). The membrane was then placed in a blocking solution of 5% BSA (Cell Signaling, #9998S) in 1 $\times$ TBST (10 $\times$ Tris Buffered Saline with 1% Tween-20, Boston BioProducts, Inc., Cat#IBB-180). The membrane was then incubated with the primary antibody (rabbit anti-GFP, Abcam AB 290, 1:1,000) diluted in the blocking solution at 4°C overnight. The membrane was then washed three times for 10 min in 1 $\times$ TBST and was then incubated in the secondary antibody (HRP-conjugated goat anti-rabbit, Cell Signaling #7074) diluted in blocking solution for 2 h at room temperature. After this incubation, the membrane was washed again three times for 10 min in 1 $\times$ TBST and was then incubated with ECL solution (Abcam, AB 133406) for 2 min for visualization. The membrane was visualized using the GeneSys image acquisition software on a G:Box Chemi XX6 system.

Correlation analysis between old and new histones in prophase and prometaphase cells

Prophase and prometaphase cells were identified based on the mitotic marker H3S10ph and chromosomal morphology. The center of this cell was identified and outlined as a region of interest, and the image was split into two channels, old histone (eGFP at 488 nm) and new histone (mCherry at 568 nm), for image analysis. The Coloc2 analysis tool in ImageJ was used to collect the Pearson and Spearman correlation coefficients. The old and new histone channels were compared, and the Pearson and Spearman

correlation coefficients were recorded and compared among different samples, similar to the analyses performed in Kahney *et al* (2021).

Correlation analysis between eYFP and Su(H)-LacZ in H3- and H3T3A-expressing intestines

Regions measuring 150 μ m by 150 μ m were used for the colocalization analysis between eYFP and Su(H)-LacZ signals. Each intestine was used to retrieve seven unique regions for analysis. The region was split into the two channels for image analysis using the Coloc2 analysis tool in ImageJ, which provided the Pearson's correlation coefficient, which were recorded and compared between H3- and H3T3A-expressing intestines.

Quantification of fluorescent signals

For all quantification, GFP, mCherry, and mKO fluorescent signals were not enhanced with antibody, only the endogenous fluorescence was used. Values of GFP, mCherry, mKO, and D1-nLacZ were measured using ImageJ software. The cell or region of interest was outlined, and the raw integrated density was recorded for each channel of interest. A background measurement was then taken using the same outlined region that was measured in an area with no fluorescence signal. The background measurement was subtracted from the initial measurement. For every cell, each z slice containing that cell was included for quantification, and the values were added together to get the total value. These values were then used to compute the ratios of interest, similar to the analyses performed in Ranjan *et al* (2019, 2022).

Quantification of histone signals in anaphase and telophase ISCs

Anaphase and telophase cells were identified based on the mitotic marker H3S10ph and chromosomal morphology. The sister chromatids need to be segregated to show clear separation, distinguishing the two individual sets of sister chromatids. Each set of sister chromatids was outlined, and old histone was measured using the method described above for the total signals associated with each set. A ratio was then computed by dividing the sister chromatids with the higher value of old histone by sister chromatids with the lower value of old histone.

Quantification of histone signals in postmitotic pairs

To quantify the ratios of old and new histones in postmitotic pairs, the pairs were first selected using the following criteria. The two cell nuclei must be within 5 μ m of each other, one cell must be no more than 1.5 $\times$ larger than the other cell based on cell diameter to avoid using the polyploid enterocytes (EC), both cells must be EdU negative, and both cells must contain quantifiable levels of old and new histone. Quantification of old histone, new histone, and D1-nLacZ was conducted using the method described above for each cell. The cell with a higher D1-nLacZ value was denoted as cell 1, and the other as cell 2. A ratio was computed by dividing the values of old histone, new histone, and D1-nLacZ for cell 1 by cell 2. Any pair with a D1-nLacZ ratio greater than 2 was considered an asymmetric pair, while any pair with a ratio less than 2 was considered a

symmetric pair. The ratios for old and new histone were then recorded as a ratio of cell 1/cell 2 for Delta-asymmetric and Delta-symmetric pairs.

Quantification of UAS-eYFP signals along the profile of an intestine

Intestines were stitched together using the stitching tool in ImageJ to show entire intestine profile in the eYFP channel. The image was then made into a maximum projection, flattening all z slices into one image. The line tool was then used at a width of 500 pixels (approximately the width of the average intestine), and a line was drawn along the entire profile of the intestine. From there, the plot profile analysis was conducted in ImageJ, providing the average intensity value of eYFP signals across the 500 pixel width at each pixel along the intestinal profile (approximately 10,000–20,000 measurements per intestine). These measurements were then used to provide summary values for each intestine. Every 1,000-pixel measurements were averaged to provide one value, giving 10–20 values per intestine. These averaged values were then combined from at least 10 individual intestines into a single dataset.

Quantification of differentiated cell types in H3- and H3T3A-expressing intestines

Regions measuring 150 μm by 150 μm were used for this analysis. Each intestine was used to retrieve seven unique regions for analysis. The cell counter tool in ImageJ was used to count the number of ee cells, using Prospero staining, or ECs cells, using DAPI to identify the polyploid cells, per region. These quantifications were recorded and used for comparison of the number of differentiated cells per region between H3- and H3T3A-expressing intestines.

Single-cell RNA sequencing

H3- and H3T3A-expressing intestines, driven by the *esg-Gal4*, *Su(H)-Gal80*, *tub-Gal80^{ts}* driver, were grown at the nonpermissive 29°C for 12–14 days before sample preparation. Fifteen intestines of both H3 and H3T3A were dissected for the preparation of a single-cell suspension. Intestines were transferred into a digestion buffer of 2 mg/ml collagenase with TrypLE and the tissues were digested in a water bath at 37°C for 15 min, with short vortexes every 2 min. Cells were then filtered with a 40 μm filter and then pelleted using a centrifuge. They were then washed with HBSS and resuspended in 20 μl of HBSS to get the single-cell suspension. Cells were counted using a hemocytometer and diluted as needed to continue on with the single-cell RNA-sequencing protocol. From here, the 10 $\times$ Genomics protocol was followed to conduct single-cell RNA sequencing.

Single-cell RNA-seq intake

CellRanger feature matrices were loaded into Seurat 4.3.0 (Satija et al, 2015), and preprocessing was done via Seurat's SCTransform with the current-generation option `vst.flavor = "v2"` (sctransform 0.3.5; Hafemeister & Satija, 2019). We used Seurat's elbow plot to determine the number of principal components (1:6) to use for H3 and H3T3A. This is used for Seurat's FindClusters (Leiden algorithm), where we set a coarse resolution parameter

of 0.1 since we do not need to identify cell subtypes. The H3 sample was relatively overloaded with cells, relative to the H3T3A sample, leading to lower feature counts per cell in the H3 sample. However, there was one *esg*⁺ stem cell cluster with good quantification levels in both samples. Our filter (independently over each sample) consists of choosing the cluster with highest *esg* AverageExpression, taking the median feature count of cells in cluster, then applying this minimum feature count to all cells and re-PCA and reclustering.

Next, one or more clusters were annotated with "ISC/EB," "EE," "aEC," "mEC," "LFC," "pEC," or "unknown" levels by testing marker gene levels in the SCTransform-corrected data. UMAP shows all cells, while only the "ISC/EB" level was retained for downstream analysis. In particular, expression of ISC/EB markers is shown in a zoomed-in UMAP plot, selecting the *esg*⁺ cell population which was labeled as "ISC/EB."

Alignment and regression of single-cell RNA-seq pseudotime

The SCTransform-corrected, normalized gene expression data may be used, on the ISC/EB level, for Slingshot pseudotime (Street et al, 2018). The pseudotime variable is a one-dimensional dimensionality reduction using the principle of minimum spanning tree (MST) to localize cell subpopulations. We used the default Slingshot parameters, retaining Seurat's principal components (1:50).

The Slingshot models from H3 and H3T3A samples are aligned by sorting the cell embeddings matrix according to the Slingshot variable, applying a kernel smoother, and dynamic time warping (dtw of the smoothed PCA features; default parameters; Alpert et al, 2018). The output of dtw is a time series starting from (1, 1), where from the first and/or second array, the array index may either be incremented by one or not incremented, until we reach (m, n), the final value.

Alignment of trajectories allows H3 and H3T3A transcriptome features to be plotted side-by-side. We applied lighter smoothing for visualization and then tiled an x-axis of aligned cells (H3 and H3T3A) and y-axis of genes. Genes were selected over a pseudotime model using the tradeSeq library (Van den Berge et al, 2020), with a generalized additive model and association test for significance, and then set union of significant genes between H3 and H3T3A. Among these genes, we could search for early-stage markers performing similarly to Delta, as well as late-stage markers which are mutually exclusive with Delta.

We applied differential expression (regression) to pseudotime, to identify whether a marker gene's levels will increase or decrease log-linearly across pseudotime. We may apply the DE library glmGamPoi (Ahlmann-Eltze & Huber, 2021) to the two 10 $\times$ samples, such that it fits a model for one gene with four coefficients (consisting of two lines with slope and intercept). As recommended by glmGamPoi, the size factors (library sizes) of cell barcodes come from the scran library applied to the samples (Lun et al, 2016). To account for pseudotime values being mis-scaled between different samples, we applied R's scale function and then took the mean pseudotime coordinate between samples at each step in dtw. This variable will place the two cells at the same point along the x-axis. glmGamPoi provides a coefficient *pseudotime:conditionH3T3A*, which stores the difference between the H3T3A pseudotime slope and the H3 pseudotime slope, and which we test against a null

hypothesis of zero coefficient. We chose this model due to its robust linear nature, although it has limited applicability, because other experiments will have several cell types in pseudotime, with marker genes rising and falling (nonlinear) and lacking in statistical power.

To improve the utility of this model, where the slope of the regression line for the H3 wild-type Delta levels was originally small, we considered means to remove outlier cells. We applied the scType cell type classification library (Ianevski et al, 2022) for outlier detection, using an “ISC” cell type and “EB” cell type, choosing one associated marker gene for each. These cell types appear closely overlapping in our plots, so we are unsure of the goodness of fit of the scType classifier to identify ISC or EB cells, but it does produce an “Unknown” class for subpopulations (using, e.g., hierarchical clustering), which may be negative for all provided marker genes. Therefore, cells with an scType label of “Unknown” were rejected as outliers before applying the regression model, but the “ISC” and “EB” predicted cell type labels were discarded. This is validated by most cells having a clear $DI^+ klu^-$ or $DI^- klu^+$ transcriptome profile (Fig 6G and H).

Statistics and reproducibility

How the deposited data were processed for this re-analysis (not part of the article)

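Single-cell RNA-seq of adult midguts was analysed, with 1 library of flies expressing H3 and 1 of flies expressing H3T3A in ISCs, each from 15 intestines. The authors made the files with Cell Ranger 7.0.0, as the submitters' processing notes and the header of the matrix give it. The genome build and annotation behind them are not given in the sources used here. The deposited values are raw counts of UMIs per gene and barcode, with no normalization, for the barcodes that Cell Ranger called as cells. Both samples list the same 17896 FlyBase gene identifiers, of which 17858 matched a symbol in the reference annotation and 38 did not, so all gene names in the text come from that match. The mCherry transgenes were not analysed here.

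From these counts, each sample was normalized with SCTransform (Seurat 5.3.0, sctransform 0.4.2, R 4.3.3), reduced to 6 PCs and clustered with the Leiden algorithm (leidenbase 0.1.32) at a resolution of 0.1, after the paper's methods. The median of genes per barcode in the cluster with the highest esg was applied as a minimum in that sample, and the steps were repeated on the barcodes that passed. A cluster was named after a class when at least 3 of the class's markers, and at least 33% of them, were at least 2-fold above the other cells, and when no other class had more markers among its 10 leading genes. EC-like cells are the sum of aEC-like, mEC-like and pEC-like cells. The only marker fixed for large flat cells was mag, which is too few to name a cluster, so no LFC-like class is given. These limits were set after the files were opened, with at least 50 counts, UMIs in at least 10% of the cluster's cells and a pseudocount of 5 CPM for a marker. Scrublet in scanpy 1.11.5 called 0 doublets in both samples, which is not taken as a working call, so doublets were kept. For the alternative with doublets removed, the 8.51% of barcodes in H3 and 4.81% in H3T3A with the highest doublet scores were removed, at 0.8% for each 1000 barcodes.

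Counts were summed per gene, sample and class and given in CPM of that sum. The log2 ratio of H3T3A over H3 was computed for genes with at least 100 counts over both samples in the class, with exact 95% intervals from the 2 counts. On simulated counts for the 6816 genes of the ISC/EB-like comparison, this step recovered median log2 ratios of -2.06, -1.01, 0.99 and 2.00 for genes set to -2, -1, 1 and 2. A total of 20 gene lists (ISC and progenitor identity, Notch target and enteroblast, enteroendocrine commitment, enterocyte differentiation, digestive enzymes, S phase and DNA replication, G2 and mitosis, histone variants and chaperones, nucleolus and ribosome biogenesis, JAK-STAT, EGFR and MAPK, JNK and injury, heat shock and unfolded protein, antimicrobial and immune, oxidative stress and detoxification, asymmetric division machinery, Polycomb and Trithorax, insulin and nutrient, cytosolic ribosomal proteins and mitochondrially encoded genes) were each described by the percentile of their median log2 ratio among 10000 random lists of the same size matched on mean expression in 20 bins. These percentiles describe the libraries and are not p-values. The named genes are those with the highest and lowest log2 ratios in each class, over all genes and over genes at least as high in ISC/EB-like cells as in other cells, the 2 highest and 2 lowest members of each list, and genes that the paper names. The text prints a part of them.

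Shares of cells with Dl or klu UMIs were taken after each cell was thinned to 2000 UMIs without replacement, and shallower cells were left out. Pseudotime came from 1 principal curve through 50 PCs of the ISC/EB-like cells of each sample, written for this work after Slingshot, which was not available here, and its start is the end with the higher Dl. Slopes came from a negative binomial regression in MASS 7.3.60.0.1 of counts on scaled pseudotime with scran 1.30.0 size factors, in place of the study's glmGamPoi. The study's alignment of both samples by dynamic time warping is left out of the main fit and was run as an alternative. The scType classifier and tradeSeq were not run, so the cells that scType leaves unknown were kept. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

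The precision of each value is set by its depth, and the intervals cover counting error only. With 1 library per condition, no replicate check, p-value or test between conditions is possible, and no count of changed genes is given. The alternatives tried were other minimums of genes per barcode, another clustering resolution, 20 PCs, log-normalized counts, removal of likely doublets, TMM factors, totals without mitochondrially encoded and digestive enzyme genes, a count minimum of 20, thinning to 1000, 2000 or 4000 UMIs, and other embeddings, directions, size factors and alignments of pseudotime. The imaging, in vivo and biochemical experiments of the paper have no values here and were not analysed.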

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

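The CG34212 group of genes was chosen after its cluster was seen, and the tests of the klu level were set before their results were seen. The results in this part are ones that the paper does not report. In the first clustering of all deposited barcodes, an unnamed cluster led by CG34212, CG45080, CG16826, whe and lcs held 27.1% of the barcodes in H3 (2879) and 3.76% in H3T3A (226). Mitochondrially encoded genes took 79.2% and 82.6% of its UMIs, and no class marker was above the other cells in it. Among ISC/EB-like cells, 2.76% in H3 and 0.596% in H3T3A had over 1% of their UMIs from these 5 genes.

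The level of klu over the whole ISC/EB-like class, which the paper does not give, was higher in H3T3A, at a log2 ratio of 0.51. RNA of other cells in the H3 class would dilute klu and other genes specific to ISC/EB-like cells. The median of the 4811 genes at least as high in ISC/EB-like as in other cells was 0.16, below the interval of klu. That set can include genes nearly as high in other cells, which such RNA would hardly dilute. The test therefore cannot decide on dilution. If the different minimums of genes per barcode made the ratio, it would shrink toward 0 or turn with 1 common minimum or with none, and the smaller of both ratios was 0.44. Dilution stays open for this reason. A biological effect of H3T3A on klu and a difference between the single libraries or batches of flies also stay open, since each genotype has 1 library.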

How the results depend on the processing

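Minimums of 500, 626 and 1549 genes on the first clustering, and a scan there from 300 to 1600 genes, were chosen after seeing the data. So were the removal of cells rich in the CG34212 group, ranks of pseudotime and the PCA of ISC/EB-like cells alone. The other settings were chosen before. The direction of the klu level in ISC/EB-like cells held under every alternative run for it, at log2 ratios from 0.36 to 0.51. klu was higher in cells without Dl under each alternative too, by 2.17 to 3.17 times in H3 and 1.97 to 2.90 times in H3T3A after thinning, and by 1.85 and 1.54 times with all UMIs. The Dl slope was the steeper one in H3T3A under every alternative. The start set by Notch targets only turns the direction of pseudotime, so each slope changes its sign by construction and its size stays the same. Of the values for gene lists, 390 stayed within the limits set, 33 moved and 2 reversed. Of those for levels of named genes, 240 stayed within the interval, 198 moved in size and 18 reversed. The shares, the klu slopes and genes with few UMIs depend on the settings below, and for each of these, apart from that start, the cause was not tested beyond the tests under the other observations. With 1 common minimum, no ee-like cluster formed in H3, so the ee share and levels were not run there. Depth limits the shares of cells with a UMI, since H3 cells had fewer UMIs. No paired analysis was possible because each condition has 1 library.

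No minimum of genes gave share differences of -0.604 (ISC/EB), 24.7 (EC) and -0.777 (ee), differences in cells with klu of 4.29 and both genes of 0.646, co-detection of 0.512 (H3T3A), klu ratios without over with Dl of 2.90 (H3T3A), klu ratios with over without E(spl) of 2.497 (H3) and 3.54 (H3T3A), log2 ratios of -1.64 (Cyp6a2), -1.11 (IM33), 0.38 (NPF in ee-like cells), 0.43 (IA-2 in ee-like cells), -0.53 (mesh), -2.04 (EbpIII), 1.05 (stol in ee-like cells), -3.31 (CG6602) and -1.67 (tsh) and a percentile for enterocyte differentiation of 0. A common minimum of genes gave share differences of 21.7 (ISC/EB) and -14.95 (EC) and log2 ratios of 0.62 (whe), 0.70 (mag in EC-like cells), -0.33 (EbpIII) and -0.18 (LManVI in EC-like cells). A Leiden resolution of 0.3 gave share differences of 15.8 (ISC/EB) and -0.967 (EC). Clustering on 20 PCs gave share differences of -1.16 (EC). Removal of likely doublets gave share differences of 16.3 (ISC/EB) and -13.6 (EC) and log2 ratios of 0.40 (klu), 2.10 (whe) and -0.41 (LysP in EC-like cells). Removal of cells rich in the CG34212 group gave differences in cells with both genes of 1.67, klu ratios without over with Dl of 2.43 (H3T3A), klu ratios with over without E(spl) of 2.64 (H3), Dl slopes of -0.399 (difference), klu slopes of 0.0844 (H3) and -0.0295 (H3T3A) and log2 ratios of -1.04 (LysP in EC-like cells). A minimum of 500 genes on the first clustering gave share differences of 6.51 (ISC/EB) and 2.84 (ee). A minimum of 626 genes there gave share differences of 3.56 (ee). A minimum of 1549 genes there gave share differences of 20.5 (ISC/EB), -23.1 (EC) and 2.73 (ee). Thinning to 1000 UMIs gave differences in cells with klu of 2.96, both genes of 0.200 and neither gene of -0.678, co-detection of 0.522 (H3T3A), klu ratios without over with Dl of 2.41 (H3T3A) and klu ratios with over without E(spl) of 2.501 (H3). Thinning to 4000 UMIs gave differences in cells with neither gene of -9.95, co-detection of 0.749 (H3) and klu ratios with over without E(spl) of 3.89 (H3T3A). A curve through 6 PCs gave Dl slopes of -0.345 (difference) and klu slopes of -0.0598 (H3), -0.146 (H3T3A) and -0.0859 (difference). Ranks of pseudotime gave klu slopes of 0.117 (H3T3A) and -0.0515 (difference). Library size factors gave Dl slopes of -0.0848 (difference) and klu slopes of 0.0207 (H3), 0.00159 (H3T3A) and -0.0191 (difference). A start set by Notch targets gave Dl slopes of 0.198 (difference) and klu slopes of -0.154 (H3), 0.0105 (H3T3A) and 0.165 (difference). The cells with Dl or klu gave Dl slopes of -0.321 (difference) and klu slopes of 0.236 (H3), 0.230 (H3T3A) and -0.00582 (difference). Leaving out cell cycle genes gave klu slopes of 0.0720 (H3) and -0.107 (H3T3A). A PCA of the ISC/EB-like cells gave klu slopes of 0.0685 (H3) and -0.0613 (H3T3A). The joint curve gave klu slopes of 0.0185 (H3), 0.0228 (H3T3A) and 0.00426 (difference). Dynamic time warping gave Dl slopes of -0.404 (difference) and klu slopes of 0.0384 (H3T3A) and -0.0832 (difference). Thinning to 2000 UMIs gave Dl slopes of -0.107 (difference), klu slopes of -0.132 (H3T3A) and -0.275 (difference), log2 ratios of 0.083 (E(spl)m3-HLH) and -0.15 (CG13285) and a percentile for enterocyte differentiation of 29.8. TMM factors gave log2 ratios of 0.36 (klu).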

Differences from the paper's values

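The paper's reported share of ee cells in H3T3A is 12%, and the share of ee-like cells here was 6.15% of 1757 kept barcodes. The paper does not state the number of cells behind its share. Of the alternatives set before the data were examined, the one with no minimum of genes gave 8.78% of 6012 barcodes and no longer differed by over 1.5 times, while a Leiden resolution of 0.3 (6.15%), 20 PCs (6.03%), log-normalized counts (6.204%) and removal of likely doublets (5.99%) still did. The common minimum of genes is that of H3T3A, so it repeats the main value for this sample (6.15%) and is no separate check of it. The first clustering with a minimum of 500 or 626 genes in both samples gave 12.3% and 12.6%, and these settings were chosen after seeing the values. The paper's other shares of cells, for EC, ISC+EB and the ee cells of H3, are within 1.5 times of the values here, a wide limit for shares of this size. For ISC+EB cells the paper gives 43% in H3 and 45% in H3T3A, and the values here were 44.6% and 57.3%. For EC cells it gives 40% and 38%, and the values here were 46.8% and 36.6%. At the main setting the samples thus differed by more here than in the paper for both classes. The names of the clusters are rebuilt, so these differences may come from the names. The ee share difference ranged from -2.72 to 3.56 percentage points over the alternatives, apart from the scan of common minimums on the first clustering. In that scan it was widest at 1100 genes, with 6.07% in H3 and 11.8% in H3T3A.

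The paper states that klu is absent from Dl-expressing cells, and the legend of Fig 6 that cells with both genes are near-absent in the H3 sample. Here klu was at 77.0 CPM in the thinned Dl-positive cells of H3 and 149 CPM in those of H3T3A. In H3, cells with both were 1.99% at 1000 UMIs, 4.43% at 2000 UMIs and 14.8% with all UMIs, each below the number that independent detection gives. EC-like cells of H3, taken as a background, also held klu UMIs at 2000 UMIs and with all UMIs. Part of the cells with both genes can thus be background, so these shares do not rule out the paper's near-absence. The paper also states that most cells have a profile of Dl or klu alone. At 2000 UMIs cells with Dl alone and klu alone were 34.5% and 16.7% in H3 and 30.2% and 22.5% in H3T3A. At 1000 UMIs cells with neither were 60.8% and 60.1%, so whether most cells have such a profile depends on depth.

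The legend of Fig 6 gives a Dl fit with a slightly stronger effect in H3 after outliers were removed, which the paper marks as not significant. Here the Dl slope was steeper in H3T3A, at -0.689 against -0.490, and also over cells with Dl or klu. Keeping only those cells made the Dl slope of H3 smaller in size, while the study's outlier removal made it larger. That fit is therefore not comparable to the one in Fig 6. With outliers retained, as in Fig EV4, the drawn line of H3T3A is the steeper one, as here, and the klu lines there also run in the directions of the main fit here. That fit leaves out the study's dynamic time warping, with which the klu slope of H3T3A was 0.0384, so this match depends on a step of the study that was left out. The paper's tests took cells as replicates, and no test is made here. The klu slope in H3T3A was the lower one in the study and here, but not on 1 joint curve, where the difference was 0.00426.

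The paper describes a cluster without markers in H3T3A alone, and none formed here at the paper's settings. Log-normalized counts, an alternative set before the data were examined, gave an unnamed cluster of 18 cells (1.02%) in H3T3A and none in H3, but 2 markers of 1 class were above the other cells in it. This is not particular to H3T3A under the other alternatives set then, since with 20 PCs unnamed clusters formed in H3 alone, and at a Leiden resolution of 0.3 in both samples. The paper also shows a cluster of large flat cells in both samples, for which no cluster could be named here from its single marker mag.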

Other observations

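Gene lists that the text has not yet described were set against matched random lists in ISC/EB-like cells, where a median near 0.16 is that of all genes. The S phase and DNA replication list had 25 of 31 higher (median 0.23, percentile 93.7), with Mcm6 at 0.56 and CycE at -0.22, while the G2 and mitosis list had 18 of 35 higher (median 0.013, percentile 0.145), with Nuf2 at 0.61, Mad1 at 0.60 and feo at -0.42. These are levels over the class and not a count of cycling cells. The oxidative stress and detoxification list had 12 of 16 higher (median 0.26, percentile 96.4), with GstD1 at 0.63 and Cyp6a2 at 3.22, which turned to -1.64 without the minimum of genes. The antimicrobial and immune list had 3 of 7 higher (median -0.081, percentile 0.720), with PGRP-SC2 at -0.68, the nucleolus and ribosome biogenesis list 16 of 24 higher (median 0.082, percentile 2.92), and the JNK and injury list 7 of 9 higher (median 0.048, percentile 3.92), with upd3 at -0.30. The EGFR and MAPK list had 13 of 14 higher (median 0.21, percentile 80.1), with Krn, a ligand gene, at 0.89, and the cytosolic ribosomal proteins 73 of 79 higher (median 0.17, percentile 93.2), with RpS29 at 0.35 and RpL41 at -0.28. Nearer to the middle of the matched lists lay asymmetric division, with 15 of 20 higher (median 0.16, percentile 54.2), numb at 0.37 and insc at -0.27, histone variants and chaperones, with 9 of 13 higher (median 0.14, percentile 40.8), Caf1-180 at 0.50 and asf1 at -0.092, and JAK-STAT, with 5 of 8 higher (median 0.12, percentile 31.1) and Socs36E at 0.32. At lower percentiles lay Polycomb and Trithorax, with 19 of 21 higher (median 0.10, percentile 13.0) and trx at 0.46, enteroendocrine commitment, with 2 of 4 higher (median -0.019, percentile 7.42), and insulin and nutrient genes, with 7 of 10 higher (median 0.064, percentile 6.2). With TMM factors, fewer genes lay above 0: 18 of S phase, 12 of G2 and mitosis, 5 of the nucleolus, 8 of EGFR, 47 of the ribosomal, 11 of the asymmetric division, 9 of the Polycomb and Trithorax and 3 of the insulin genes.

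Heat shock genes were also higher in ee-like cells of H3T3A (10 of 13, median 0.49, percentile 99.9; 7 with TMM factors), and in EC-like cells the ISC and progenitor list had a median of -0.80 (percentile 0). On the joint curve, klu was highest in the middle tertile, at 152, 207 and 108 CPM in H3 and 198, 299.7 and 180.0 in H3T3A. The genes that led the last tertile over the first were CG3168, CG34212, CG6409 and mat in H3 and IM33, CG33109, snu and GstD11 in H3T3A.

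The test of the ISC/EB-like share against the minimum of genes was chosen after its values were seen, and the tests of the klu slope before. The difference in klu slope along pseudotime, H3T3A minus H3, was -0.165. The rank correlation of pseudotime with UMIs per cell was -0.171 in H3, the larger in size of both samples, so pseudotime followed depth only weakly. The choice of size factors, which correct for depth, still changed the difference, so this test cannot decide on depth. Without cell cycle genes in the embedding the difference was -0.179. On that curve, however, 0 of 23 G2 and mitosis genes were still higher in the last tertile of H3 (median -0.99, percentile 0). Pseudotime thus still followed the cell cycle there, and this test cannot decide on it. A candidate explanation that stays open is that a curve fitted in each sample follows other programs, since on 1 joint curve the difference was 0.00426. The size factors stay open as another, since the difference was -0.0191 with library size factors. A biological effect of H3T3A on the order of klu and Dl also stays open and was not tested, since each genotype has 1 library.

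The ISC/EB-like share was 12.7 percentage points higher in H3T3A at the minimum set in each sample. The difference was -0.604 percentage points without a minimum and 21.7 with 1 common minimum. In a scan of common minimums on the first clustering, the share was higher in H3T3A at each one from 400 to 1600 genes. It was 43.2% in H3 and 45.4% in H3T3A at 400 genes, and 33.2% and 54.2% at 1600. The difference thus depends on how high the minimum is, also where it is the same in both samples. The value without a minimum also depends on the total, since unnamed clusters held 27.1% of those barcodes in H3 and 3.76% in H3T3A. At 300 genes in the scan, with 4.86% and 1.30% unnamed, the share was lower in H3T3A, at 42.9% in H3 and 39.0% in H3T3A. The classes had different depths in both samples, so a minimum of genes removes them unequally. No biological explanation was tested for this share.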
